# Neurogenomic Profiling Reveals Distinct Gene Expression Profiles Between Brain Parts That Are Consistent in *Ophthalmotilapia* Cichlids

**DOI:** 10.3389/fnins.2018.00136

**Published:** 2018-03-09

**Authors:** Sofie Derycke, Loic Kéver, Koen Herten, Koen Van den Berge, Maarten Van Steenberge, Jeroen Van Houdt, Lieven Clement, Pascal Poncin, Eric Parmentier, Erik Verheyen

**Keywords:** cerebellum, social behavior, cichlid fish, equivalence testing, gene-level FDR, neurogenomics

## Abstract

The detection of external and internal cues alters gene expression in the brain which in turn may affect neural networks that underly behavioral responses. Previous studies have shown that gene expression profiles differ between major brain regions within individuals and between species with different morphologies, cognitive abilities and/or behaviors. A detailed description of gene expression in all macroanatomical brain regions and in species with similar morphologies and behaviors is however lacking. Here, we dissected the brain of two cichlid species into six macroanatomical regions. *Ophthalmotilapia nasuta* and *O. ventralis* have similar morphology and behavior and occasionally hybridize in the wild. We use 3′ mRNA sequencing and a stage-wise statistical testing procedure to identify differential gene expression between females that were kept in a social setting with other females. Our results show that gene expression differs substantially between all six brain parts within species: out of 11,577 assessed genes, 8,748 are differentially expressed (DE) in at least one brain part compared to the average expression of the other brain parts. At most 16% of these DE genes have |log_2_FC| significantly higher than two. Functional differences between brain parts were consistent between species. The majority (61–79%) of genes that are DE in a particular brain part were shared between both species. Only 32 genes show significant differences in fold change across brain parts between species. These genes are mainly linked to transport, transmembrane transport, transcription (and its regulation) and signal transduction. Moreover, statistical equivalence testing reveals that within each comparison, on average 89% of the genes show an equivalent fold change between both species. The pronounced differences in gene expression between brain parts and the conserved patterns between closely related species with similar morphologies and behavior suggest that unraveling the interactions between genes and behavior will benefit from neurogenomic profiling of distinct brain regions.

## Introduction

Behavioral responses to external and internal cues are essential for organismal survival and reproductive success, because they allow organisms to find food, flee from predators and find mating partners, amongst others. The detection of external cues is mediated by sensory structures (e.g., eye, ear, olfactory membranes, taste, and pain receptors) which transduce the information to the central nervous system via neurons and synaptic junctions. There is a tight interaction between electrical activity, hormones and gene expression in neural networks underlying behavior (Newman, 1999; Robinson et al., 2008; Oliveira, 2012) and physiological responses (O'Connell and Hofmann, 2011; Albert et al., 2012; Heyne et al., 2014; Di Poi et al., 2016).

The vertebrate brain is divided in morphologically distinct but interconnected structures that are well conserved across different taxa (Northcutt, 2002). These brain parts are functionally distinct: the nuclei of two behavioral neural networks (the social behavior network and mesolimbic reward system) are mainly located in the diencephalon and in the telencephalon, respectively (O'Connell and Hofmann, 2011; Bshary et al., 2014). Neurons and receptors mediating the production of hormones related to reproduction are located in the forebrain (diencephalon, telencephalon, and olfactory bulbs) (Zohar et al., 2010; Gopurappilly et al., 2013; Prasad et al., 2015). The telecephalon is mostly involved in learning, memory and social behavior and the diencephalon regulates hormone production and signaling. The cerebellum has an important role in implementing motory programs (Roberts et al., 1992) and spatial and emotional learning (Yoshida et al., 2004). These functional differences are reflected in brain region specific gene expression profiles in different model organisms (Khaitovich et al., 2004; Lein et al., 2007; Myers et al., 2015).

At the molecular level, temporal and spatial variation in gene expression change the structure of the neural network by rewiring or biochemically switching nodes of the neural network (Cardoso et al., 2015). Different neurogenomic states correspond to different behavioral states and the switches between states are mediated by signaling pathways that interface the environment and the genotype (Oliveira, 2012). Immediate early genes (IEG) represent the earliest genomic response to environmental cues and have proven valuable as candidate genes for understanding behavioral responses (Burmeister et al., 2005; Wood et al., 2011; Cummings, 2015). Yet, many behaviors are generated through a network of genes with most of them only showing minor changes in gene expression (Sih et al., 2004). Moreover, reponses to social stimuli can be massive, involving thousands of genes potentially in many brain regions at once (Robinson et al., 2008). As such, behavioral responses are probably better linked to changes in brain neurogenomic states than to candidate genes. Comparison of differential gene expression in the brain within and between individuals with different behaviors has pointed to the genetic basis of tameness/agressiveness in rats (Heyne et al., 2014). Comparisons between species have shown that genes underlying domestication of dogs, pigs and rabbits are species-specific (Albert et al., 2012) and that behavioral differences between humans and other primates are probably linked to species-specific gene expression in the brain (Enard et al., 2002). In contrast, neurogenomic profiles between sister species that are similar in morphology and behavior are, to our knowledge, not yet available.

The same neural circuits, or the same genes within neural circuits, can be involved in conflicting behaviors (Sih et al., 2004), sometimes with opposing gene expression levels (Cummings et al., 2008; Wong and Hofmann, 2010; Sanogo et al., 2012; Sanogo and Bell, 2016). Moreover, gene expression can be cell type- and brain region specific (Sanogo et al., 2012) and extensive variation in gene expression between tissues, individuals and populations occurs (Whitehead and Crawford, 2005). Adequately linking gene expression in the brain to behavior therefore requires accurate profiling of the expression of all genes in each of the brain regions and in several individuals. At the same time, statistical models need to account for correlation between the different brain regions from the same individual. In addition, detecting differential expression between and across treatments requires methods that allow gene-level FDR control as often complex experimental designs typically involve many research hypotheses that have to be assessed for every individual gene (Van den Berge et al., 2017).

Here we assess differential expression in six morphologically defined brain regions of two congeneric cichlid fish species from Lake Tanganyika using 3′ mRNA sequencing (Moll et al., 2014) and a stage-wise statistical data analysis procedure (Hanssens et al., 1999; Nevado et al., 2011; Van den Berge et al., 2017). We study differential gene expression in the brain of mature female *Ophthalmotilapia nasuta* and *O. ventralis* that have been kept in a social setting with conspecific females under controlled laboratory conditions. The two species have similar morphology (Hanssens et al., 1999), similar behavior (Kéver et al., 2017) and occasionally hybridize in the field (Nevado et al., 2011). They are maternal mouthbrooders and females take care of the fry (Konings, 2014). Mating behavior is therefore assumed to be largely controlled by the female. We hypothesize that (1) gene expression profiles between brain parts within each species will be highly different because neural circuits, receptors for neurotransmitters and hormone production are located in specific brain regions and that (2) gene expression profiles across brain parts between species will reflect their similar morphology, behavior, and cognitive abilities. We also use the 3′ mRNAseq data to investigate differential expression between brain parts of 36 genes that have been linked in previous studies to fish behavior and physiology.

## Materials and methods

### Specimen collection

Wild-caught female fish of *O. ventralis* (OV) and *O. nasuta* (ON) were bought from Cichlidenstadl (Allerheim, Germany) and arrived at the lab on February 24, 2015. The individuals of *O. ventralis* and *O. nasuta* were collected at Ulwile Island and Mtosi, respectively.

### Experimental setup

Five female fish from each species were kept in aquaria containing aerated freshwater of 28°C, and received a light-dark cycle of 12:12 h for 51 days after arrival in the lab. The *O. nasuta* females were kept in an aquarium with a water volume of 270 L (W40 × H50 × L135 cm), while *O. ventralis* females were kept in a slightly smaller aquarium containing a water volume of 216 L (W50 × H39 × L111 cm). The two aquaria were located in the same room, and recieved the same maintenance throughout the 51 day period. All experimental procedures were approved by the University of Liège Institutional Animal Care and Use Committee (protocol number 1759).

### RNA extraction

Five females per species were caught, tapped on the neurocranium to knock them out and killed by cutting the spine just after the neurocranium. All ten females were killed on the same day (April 16th, 2015) between 11.30 h and 16 h. The brain atlas from *Oreochromis mossambicus* (Simões et al., 2012) was used to locate the main brain regions. For each specimen, the cerebellum (CE) was dissected first, after which the telencephalon (TE) + olfactory bulbs (OB) were removed and then separated on a glass slide and stored in RNA later. Subsequently, the two lobes of the optic tectum (OT), the brain stem (BS) and the diencephalon (DI, including the preoptic area, hypothalamus and pituitary) were removed and stored in RNA *later* Stabilization Solution (Invitrogen). Time between catching the fish and dissection of the last brain part varied between 14 and 21 min. The five specimens of *O. nasuta* were dissected first, after which the five specimens of *O. ventralis* were dissected. The parts (6 parts × 10 specimens = 60 samples in total) were stored in RNA later at room temperature for one night, after which they were transferred to −80°C until further processing. After dissection of the brain, the specimen was dissected further to verify the presence of ovaria with eggs to ensure all females were mature.

RNA extraction was performed using the RNeasy Lipid Tissue Mini Kit from Qiagen following the manufacturer's protocol. Brain tissues were homogenized using pestles and a cordless motor (Sigma Aldrich). RNA extractions were performed in batches of 12 samples that were randomly taken from the total collection of 60 samples. Hence, samples from different specimens and different brain parts were extracted per batch. Quality and quantity of the RNA samples were checked using the Bioanalyzer (Agilent Technologies). Out of the 60 samples, 50 samples had RIN values above nine and six samples had RIN values between 7.6 and 8.9. All 56 samples showed two clear peaks corresponding to the 18S and 28S ribosomal RNA, indicating a low level of degradation. Four OB samples had too low amount of RNA (<10 ng/μl).

### RNA library preparation and sequencing

Library preparation for next generation sequencing was performed by the Genomics Core facility of KULeuven. The 60 RNA samples were prepared using the QuantSeq 3′ mRNA-Seq Library Prep Kit for Illumina (Lexogen). The method has high strand specificity (>99.9%) and most sequences are generated from the last exon and the 3′ untranslated region. The method generates only one fragment per transcript and the number of reads mapped to a given gene is proportional to its expression. Fewer reads than classical RNAseq are needed to determine unambiguous gene expression levels, allowing a high level of multiplexing (Moll et al., 2014). Library preparation involved reverse transcription of RNA with oligodT primers, followed by removal of RNA and second strand cDNA synthesis with random primers. The resulting fragments containing both linker fragments were PCR amplified with primers that also contain the Illumina adaptors and sample specific barcodes. All 60 libraries were pooled and sequenced (single-end 50 bp) on one lane of the Illumina Hiseq 2500.

### Data analysis

#### Read trimming and mapping

Using Trimmomatic 0.36 (Bolger et al., 2014), we trimmed the first 10 bp to remove possible introduced errors due to the second strand synthesis based on random priming and removed poly A tails. Only trimmed reads with a length >20 bp were retained. The trimmed reads were mapped to the *Oreochromis niloticus* genome version ASM185804v2 using default settings in STAR 2.5.2b (Dobin et al., 2013). Mapped reads were then processed with SAMtools 1.1 (Li et al., 2009; Li, 2011) and Picard tools 2.2.2 (cite site: https://broadinstitute.github.io/picard/), resulting in a position-sorted bam file containing all read metadata information. Read counting was done using HTSeq-count 0.6.1p1 (Anders et al., 2015) using gene features defined in ensemble annotation version 103. Counting was done using a strict strategy, which uses the strand information (reads had to be on the same strand as the feature). The mapping quality was set to 10. Reads were discarded when they overlapped two features.

#### Statistical analysis

One sample (Co1Na_OB_5) contained a substantially lower number of reads (62,681) compared to all other samples (min 325 869; 57 out of the 60 samples had > 500,000 reads) and was removed. Genes with low overall counts (threshold of at least 15 cpm in at least four samples) were removed from the analysis. We corrected for differences in sequencing depth and RNA population using a weighted trimmed mean of the log expression ratios (TMM) normalization (Robinson and Oshlack, 2010). A multidimensional scaling (MDS) plot of Euclidean distances based on the gene expression profiles of the top 500 genes was created using the limma package (Ritchie et al., 2015).

We fitted gene-wise negative binomial generalized linear models (GLMs) implemented in edgeR v3.12.1 (Robinson et al., 2010; Lund et al., 2012) with fixed effects for individual, species (*O. nasuta* and *O. ventralis*), brain parts (BS, OB, OT, CE, TE, DI) and species x brain part interactions. The individual effects are necessary to account for the clustered design, i.e., different brain parts are sampled within each individual. The interaction effect is required to accomodate for species-specific expression in different brain regions. The quasi-likelihood framework was used for parameter estimation and statistical inference (Lund et al., 2012). We assessed two sets of hypotheses: (1) gene expression does not differ between brain parts within each species and (2) gene expression differences between brain parts do not differ between species (involving differences between species × brain part interaction terms). Hypothesis tests were assessed using a stage-wise testing procedure implemented in the R package stageR to allow for gene-level false discovery rate (FDR) control when assessing multiple research hypotheses for each gene (Van den Berge et al., 2017). In the screening stage, the global null hypothesis (i.e., testing whether any of the null hypotheses of interest are false) was tested on a 5% FDR level using the Benjamini-Hochberg method (Benjamini and Hochberg, 1995). In the second stage, all hypotheses were tested separately only for the significant genes from the screening stage and the within-gene family-wise error rate (FWER) was controlled on the adjusted FDR level from the screening stage using Holm's method (Holm, 1979). The procedure guarantees to control the gene-level FDR at 5% (Heller et al., 2009). In addition, using the DE genes from the screening stage we tested for |log_2_FC| significantly larger than 2 using a test for differential expression relative to a threshold (McCarthy and Smyth, 2009) on a 5% gene-level FDR. For the first set of hypotheses, differential expression between brain parts was tested by comparing the gene expression in a particular brain part with the average gene expression across the remaining five brain parts within each species. We defined 12 contrasts: BS-avg_Na, CE-avg_Na, DI-avg_Na, OB-avg_Na, OT-avg_Na, TE-avg_Na, BS-avg_Ve, CE-avg_Ve, DI-avg_Ve, OB-avg_Ve, OT-avg_Ve, TE-avg_Ve. For the second set of hypotheses, differential expression between brain parts across species was investigated by defining 15 contrasts (BSvCE_Na-BSvCE_Ve, BSvDI_Na-BSvDI_Ve, BSvOB_Na-BSvOB_Ve, BSvOT_Na-BSvOT_Ve, BSvTE_Na-BSvTE_Ve, CEvDI_Na-CEvDI_Ve, CEvOB_Na-CEvOB_Ve, CEvOT_Na-CEvOT_Ve, CEvTE_Na-CEvTE_Ve, DIvOB_Na-DIvOB_Ve, DIvOT_Na-DIvOT_Ve, DIvTE_Na-DIvTE_Ve, OBvOT_Na-OBvOT_Ve, OBvTE_Na-OBvTE_Ve, OTvTE_Na-OTvTE_Ve). We did not consider differential expression between species within the same brain part because statistical tests implemented in state-of-the-art RNA-seq data analysis tools cannot correct for variability within and between individuals, moreover, main effects between species are also confounded with the aquarium effect. The 200 genes with lowest screening test adjusted *p*-values were used to generate a heatmap in the R library gplots (Warnes et al., 2016).

Finally, we performed an equivalence test to investigate whether differences in gene expression profiles between both species are conserved. We consider an equivalence interval of log_2_FC from −2 to 2. The design matrix is reparametrized such that one contrast corresponds to one coefficient and perform two one-side tests (TOST) by adjusting the offset for the coefficient of interest by −2 and 2. The equivalence test *p*-value then corresponds to the maximum *p*-value from the two one-sided tests (Schuirmann, 1987). We test for equivalence within each contrast by controlling the FDR at each contrast at a 5% level. Moreover, we also test for genes that are equivalent across all 15 contrasts by controlling the FDR on the within-gene maximum *p*-value across all 15 contrasts.

Gene ontology (GO) terms of all DE genes after the confirmation step were obtained using the *Oreochromis niloticus* dataset in BiomaRt (Durinck et al., 2005). GO terms related to “Biological Processes” were selected for further analysis. Enriched GO terms for each brain part were determined using a competitive gene set test implemented in CAMERA (Wu and Smyth, 2012). This test determines whether genes in the set are highly ranked in terms of differential expression (DE) relative to genes not in the set. The enrichment analysis was performed using genes that were DE in only one brain part in both species (these genes are likely to contribute most to the functional differences between brain parts) relative to all DE genes in the dataset. Two-tailed *p*-values were corrected on a 5% FDR level using the Benjamini-Hochberg method (Benjamini and Hochberg, 1995). GO terms that are significant in both species were visualized with the GOBubble and GOHeat function of R package GOplot (Wencke et al., 2015).

#### Expression of genes linked to fish behavior and physiology

We screened the 3′ mRNA sequencing data for the presence of five immediate early genes, 15 behavioral genes and 16 receptor genes that have been linked to fish behavior and physiological networks in previous studies (full list of genes and the studies are presented in Table S4). This allows to investigate their expression in the six brain regions. The log_2_ fold changes and adjusted *p*-values from the statistical test of hypothesis 1 were used to assess differential expression between brain parts.

## Results

### Data exploration

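RNA from the brain stem, cerebellum, diencephalon, olfactory bulbs, optic tectum and telencephalon of 5 O. nasuta females and 5 O. ventralis females was sequenced from the 3′ end of the transcripts, which gave 60 libraries of 6 brain parts from 10 fish. The deposited values are counts of uniquely mapped reads per gene and are not normalized. The authors trimmed the reads, mapped them against the O. niloticus genome with STAR and counted them with HTSeq-count, so that the choice of reads and of genes is already contained in the counts. Each file lists 36499 genes, of which 28251 had a read in at least 1 library. On average 83.2% of the uniquely mapped reads fell in genes. The olfactory bulb library of O. nasuta fish 5 held only 25798 counts and was left out, as in the paper, which gives its low number of reads as the reason. The other 59 libraries held between 137128 and 1531632 counts, with a median of 519523, and all values rest on these counts and not on the numbers of trimmed reads. In the brain stem the totals were 325455 to 595195 (median 396038, n = 5) in O. nasuta and 342032 to 673995 (median 513919, n = 5) in O. ventralis. In the cerebellum they were 225512 to 745454 (median 469273, n = 5) and 344892 to 1531632 (median 541825, n = 5), respectively. The diencephalon had 317618 to 673182 counts (median 551500, n = 5) in O. nasuta and 332342 to 796949 (median 481758, n = 5) in O. ventralis. The olfactory bulbs had 368072 to 1027567 counts (median 691275.5, n = 4) and 137128 to 535066 (median 509495, n = 5). The optic tectum had 366612 to 625490 counts (median 519523, n = 5) and 188996 to 549409 (median 392526, n = 5), and the telencephalon 534285 to 975353 (median 647412, n = 5) and 303909 to 945262 (median 601948, n = 5). A gene without a read may still have a level of up to 21.9 CPM (counts scaled to a common library size) in the shallowest library, the olfactory bulbs of O. ventralis fish 2, and of up to 1.96 CPM in the deepest, the cerebellum of O. ventralis fish 1, and these limits cover counting error only. Genes with more than 15 CPM in at least 4 libraries were kept, and the libraries were scaled with TMM factors. Differential expression was tested with the quasi-likelihood F-test of edgeR in a model with a term for each fish and for each brain part within each species. Each brain part was compared with the average of the other 5 parts of the same species, and adjusted p-values are those of the stage-wise procedure, in which a joint test over the 12 comparisons at a 5% false discovery rate was followed by Holm's method within a gene. Log2 fold changes are given with their standard error, and levels as TMM-scaled CPM with the standard deviation (SD) over the fish of a group.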

The number of trimmed reads per sample ranged between 62,681 and 3,249,822. On average, 53.4% of the reads uniquely mapped against the *O. niloticus* genome and only a small fraction (2.5–5.3%) of the reads were mapped to multiple loci (Figure S1).

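Most of the genes that passed the filter had reads throughout the brain of both species. Of the 36499 genes in the files, 11680 passed, and they held 98.0% of all counts in the 59 libraries. A read in every library was found for 7329 of them (62.7%), and at least 5 reads in every library for 3491 (29.9%). When all 60 libraries were used, 11731 genes passed and 5221 had a read in every library, since the olfactory bulb library of O. nasuta fish 5, which the paper left out for its low number of reads, detected only 6568 of the genes. Of the 11680 genes, 5267 carry only a locus name in the files.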

After filtering and normalization, 11,577 genes were kept in the dataset, the bulk of which were expressed in all 59 samples (7,224 genes, 62.4%). 

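The brain stem had the most detected genes and the cerebellum and the olfactory bulbs of O. ventralis the fewest. In O. nasuta a library of the brain stem detected on average 11519 of the 11680 genes that passed the filter, the optic tectum 11485.4, the diencephalon 11425.4, the telencephalon 11413.8, the olfactory bulbs 11413 and the cerebellum 10984.2 (n = 5 libraries, 4 for the olfactory bulbs). In O. ventralis the averages were 11550.4 in the brain stem, 11405.2 in the diencephalon, 11350.4 in the telencephalon, 11323.4 in the optic tectum, 11118.4 in the cerebellum and 10919.6 in the olfactory bulbs (n = 5). Single libraries detected between 9680 and 11599 genes, with a median of 11434. The lowest number belongs to the shallowest library, the olfactory bulbs of O. ventralis fish 2, so that genes missing there may lie under its limit of detection.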

The total number of genes expressed in each sample was very similar and ranged between 9,565 and 11,499 (median 11,324). Not a single gene was uniquely expressed in one brain part.

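None of the genes that passed the filter had all its reads in a single brain part, but several came close. The homeobox gene hoxb3 had 98.5% of its expression (the sum of the mean CPM of the 6 parts) in the brain stem, with at most 1 read in any library of another part. The gonadotropin-releasing hormone gene gnrh3 had 95.2% of its expression in the olfactory bulbs, where the neuropeptide FF gene npff had 93.4%. In the optic tectum, pou4f2 (91.3%) and pax7 (91.2%), both transcription factor genes, were the most restricted named genes after tfap2d (92.6%). The pro-opiomelanocortin gene pomc had 90.8% of its expression in the diencephalon. The telencephalon had no gene above 90%, and the highest named gene there was tbr1, a marker of excitatory neurons, with 64.8%. More than 50% of the expression lay in the cerebellum for 165 genes, in the optic tectum for 80, in the brain stem for 73, in the diencephalon for 67, in the olfactory bulbs for 52 and in the telencephalon for 30. Among all genes of the files, 2468 had reads in 1 brain part only. When only counts of at least 5 reads in a library were taken as expression, 35 of the tested genes were found in 1 brain part only.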

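Brain part accounted for 61.8% of the squared distances between the 59 libraries, where a distance is the leading log2 fold change over the 500 genes that differ most between a pair of libraries. In 100000 permutations of the part labels within fish, the highest share was 25.9% (permutation test, p = 1e-05, the smallest p this number of permutations allows). Species accounted for 2.39% of the distances over the whole brain (exact permutation test over the 252 ways to split the 10 fish into 5 and 5, two-sided, p = 0.00794), and for 17.9% of the distances within a brain part (the same exact test, p = 0.00794). Species coincides with aquarium, so that these shares cannot be assigned to species alone. For 57 of the 59 libraries the nearest other library came from the same brain part, and for 55 of them it came from the same part and the same species. The exceptions were the olfactory bulbs of O. nasuta fish 4 and of O. ventralis fish 1, whose nearest libraries were of the telencephalon.

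**Figure D1:**
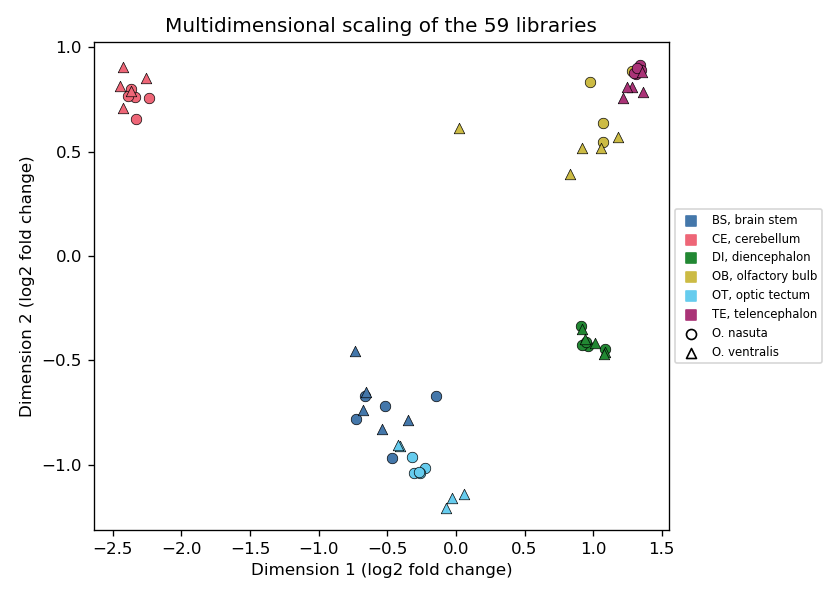
Position of the 59 libraries on the leading dimensions of the log2 fold change distances, coloured by brain part and with a symbol for each species. Brain part separates the libraries, with the cerebellum farthest from the rest and the olfactory bulbs close to the telencephalon.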

The MDS plot revealed a clear clustering based on brain part for both species. 

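Libraries of the cerebellum lay on average 3.79 log2 units from libraries of the other parts, against 3.20 for the olfactory bulbs, 3.10 for the telencephalon, 3.06 for the diencephalon, 2.99 for the optic tectum and 2.94 for the brain stem. Its distances were 4.13 to the telencephalon, 4.13 to the olfactory bulbs and 4.07 to the diencephalon, while the brain stem was its nearest part at 3.16. These distances exceed the mean distance of 1.92 between cerebellum libraries. The genes behind them include the zinc finger gene zic2, which is expressed in cerebellar granule cells and had a level of 3340 ± 471 CPM (SD, n = 5 fish) in the O. nasuta cerebellum against 404 CPM on average in the other parts. Its log2 fold change was 4.18 in O. nasuta (SE 0.232, adjusted p = 1.85e-19, edgeR) and 4.03 in O. ventralis (SE 0.228, adjusted p = 3.83e-19). The granule cell gene pax6 reached 270 ± 12.3 CPM (SD, n = 5) in the O. ventralis cerebellum, a log2 fold change of 4.29 (SE 0.235, adjusted p = 6.04e-21, edgeR).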

The cerebellum was the most distinct brain part (Figure 1). 

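The nearest pair of brain parts was the brain stem and the optic tectum, with a mean distance of 2.38 log2 units between their libraries. Next came the olfactory bulbs and the telencephalon at 2.54, and the diencephalon and the telencephalon at 2.63. The diencephalon lay 2.84 from the optic tectum, 2.85 from the brain stem and 2.92 from the olfactory bulbs, so that its distance to the telencephalon was close to that between the telencephalon and the olfactory bulbs. Within a brain part the mean distance was 1.66 in the telencephalon, 1.82 in the diencephalon, 1.83 in the brain stem and 1.85 in the optic tectum. The olfactory bulbs differed as much among themselves (2.63) as from the telencephalon. Genes that set the diencephalon apart included the homeobox gene gsx1 (log2 fold change 7.02 in O. nasuta, SE 0.444, adjusted p = 1.92e-17, and 6.27 in O. ventralis, SE 0.404, adjusted p = 3.5e-17, edgeR) and the thalamic transcription factor gene tcf7l2, with levels of 977 ± 132 CPM (SD, n = 5) and 1210 ± 313 CPM (SD, n = 5).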

The diencephalon was also separated from all other brain parts, while the telencephalon and olfactory bulbs on the one hand, and the optic tectum and brain stem on the other hand, were more similar in gene expression to each other than to the other brain parts.

**Figure 1:**
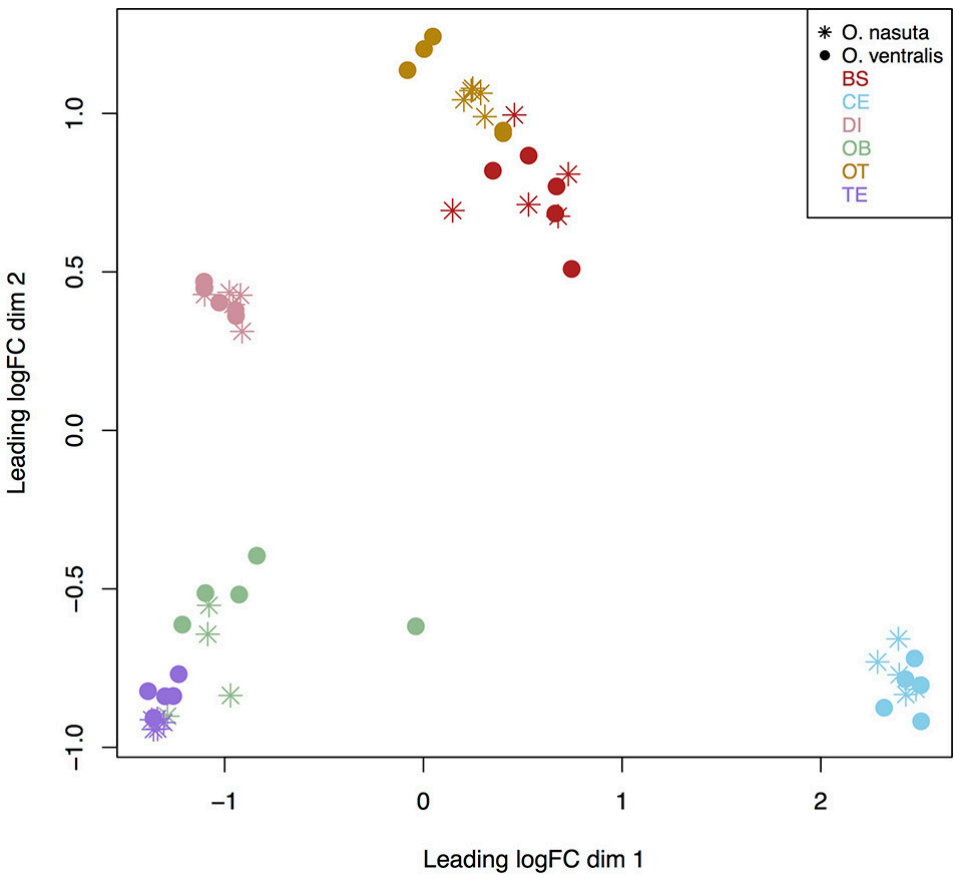
MDS plot of all 59 samples used for analysis. Distances between samples reflect log_2_fold changes between the 500 most variable genes. The MDS plot clearly shows a separation based on brain part for both species. BS, brain stem; CE, cerebellum; DI, diencephalon; OB, olfactory bulb; OT, optic tectum; TE, telencephalon.

### Differential gene expression between brain parts within species

The two-stage testing procedure yielded 8748 genes that show differential expression between at least one brain part and the average of the remaining brain parts on a 5% gene-level FDR. These DE patterns are consistent between species (Figure 2): the cerebellum contains the highest number of DE genes (average 4,455 DE genes), followed by the telencephalon (average 3,193). 

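The neurofilament gene nefl was higher in the brain stem (log2 fold change 5.62 in O. nasuta, SE 0.18, adjusted p = 5.66e-42, edgeR), where its level was 340 ± 99.1 CPM (SD, n = 5 fish). The homeobox gene shox2, which is active in the developing thalamus, was higher in the diencephalon (6.41 in O. nasuta, SE 0.177, adjusted p = 1.04e-46, edgeR). The transcription factor gene pax7, a marker of the dorsal midbrain, was higher in the optic tectum (6.46 in O. ventralis, SE 0.202, adjusted p = 1.64e-44, edgeR), with 290 ± 42.4 CPM (SD, n = 5). Among named genes the highest log2 fold change in the cerebellum of O. ventralis belonged to nexn, which encodes an actin-binding protein (5.53, SE 0.234, adjusted p = 2.01e-32, edgeR). The joint test over the 12 comparisons passed 8940 of 11680 genes (76.5%). From its own counts and its multidimensional scaling the paper concludes that the brain parts differ substantially in gene expression, and reasons that this reflects their functions and not the order of dissection.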

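The cerebellum had more differentially expressed genes than any other brain part in both species, 4348 in O. nasuta and 4792 in O. ventralis, an average of 4570. More of them were lower than higher there, 2330 against 2018 in O. nasuta and 2548 against 2244 in O. ventralis. The telencephalon followed with 3382 and 3304 genes, an average of 3343, of which 1850 and 1874 were higher. The olfactory bulbs had 2519 and 2830 (average 2674.5), the optic tectum 2732 and 2352 (2542), the brain stem 2363 and 2194 (2278.5) and the diencephalon 2122 and 2405 (2263.5). In these 5 parts higher genes outnumbered lower ones, most clearly in the brain stem with 1624 higher and 739 lower in O. nasuta. When every library was thinned to 137128 counts, the total of the shallowest, the averages fell to 2635.5 in the cerebellum, 1641 in the telencephalon, 1372 in the olfactory bulbs, 1352.5 in the optic tectum, 1232 in the diencephalon and 1158 in the brain stem, so that the counts depend on depth while the cerebellum stayed highest.

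**Figure D2:**
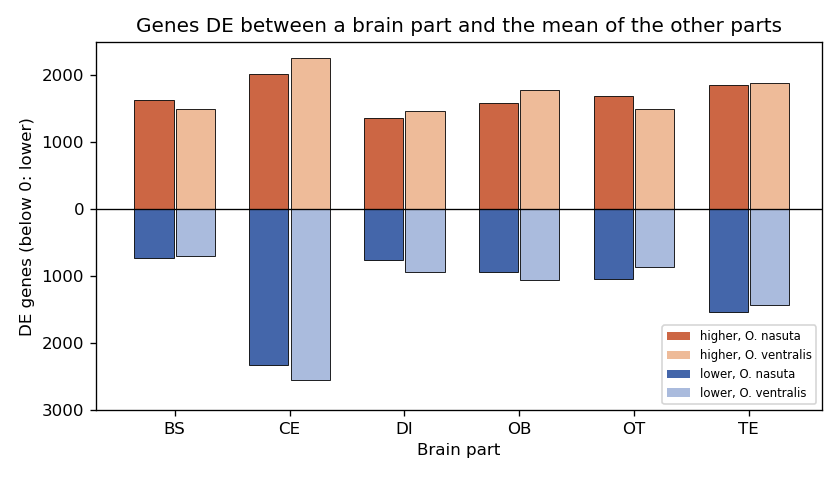
Number of genes higher and lower in each brain part than in the average of the other 5 parts, for each species (edgeR, stage-wise 5%). The bars of the cerebellum are the tallest, with 4348 and 4792 genes.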

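Most genes called in a brain part of 1 species were called in the same part of the other, far more than the share expected if the calls of both species were independent. In the cerebellum 3744 genes were called in both species, which is 86.1% of the O. nasuta calls and 78.1% of the O. ventralis calls, where 41.0% and 37.2% would be expected. The telencephalon had 2527 such genes (74.7% and 76.5%), the optic tectum 1848 (67.6% and 78.6%), the diencephalon 1668 (78.6% and 69.4%) and the brain stem 1628 (68.9% and 74.2%). The olfactory bulbs had 1706 such genes (67.7% and 60.3%, against an expected 24.2% and 21.6%). Between 99.8% and 100% of the shared genes had the same direction in both species. Across all 11680 genes, which are not independent replicates, the log2 fold changes of the species had a Pearson correlation of 0.916 in the cerebellum, 0.872 in the telencephalon, 0.841 in the brain stem, 0.839 in the optic tectum, 0.823 in the diencephalon and 0.745 in the olfactory bulbs.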

The majority (61–88%) of genes that were DE in a particular brain part were shared between both species (Figure 2). 

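Of the 200 genes with the lowest p in the joint test, 128 had their largest difference in the cerebellum, 20 in the brain stem, 17 in the telencephalon, 13 in the diencephalon, 13 in the optic tectum and 9 in the olfactory bulbs. In the cerebellum 182 of the 200 were called in both species, 74 higher and 108 lower than in the average of the other parts. Among the genes of the cerebellum was zic5, a zinc finger gene of granule cells, with 684 ± 92.7 CPM in O. nasuta and 726 ± 60.6 CPM in O. ventralis (SD, n = 5 fish each). Hierarchical clustering of the 59 libraries on these genes into 6 groups placed all 10 libraries of the brain stem, of the cerebellum, of the diencephalon and of the optic tectum in groups of their own. The remaining groups held the 10 telencephalon libraries with 8 olfactory bulb libraries, and 1 olfactory bulb library alone. The adjusted Rand index between groups and brain parts was 0.821, and 51 of the 59 libraries lay in a group where their own part was in the majority. This index and this number of libraries were the same with 50 and with 1000 genes.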

The heatmap with gene expression values of the 200 most significant genes clusters the samples from both species according to brain part and shows a pronounced difference in gene expression in the cerebellum compared to all other brain parts (Figure S2). The heatmap also illustrates the high similarity in gene expression between telencephalon and olfactory bulbs (Figure S2).

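Over the 200 genes with the lowest p, the mean log2 CPM of the olfactory bulbs and of the telencephalon had a Pearson correlation of 0.968 across genes, which are not independent replicates, and differed by 0.485 log2 units on average. The next pairs were the diencephalon with the telencephalon (0.782), the diencephalon with the olfactory bulbs (0.771) and the brain stem with the optic tectum (0.723). The lowest values were those of the cerebellum with the olfactory bulbs (0.169), with the telencephalon (0.139) and with the diencephalon (0.12). These 200 genes were chosen for differences between parts, and 128 differed most in the cerebellum, which lowers its values by construction. Over all 11680 genes the cerebellum had 0.783, 0.767 and 0.779 with these parts. The olfactory bulbs with the telencephalon then had 0.941, close to the brain stem with the optic tectum at 0.940. The telencephalic transcription factor genes of a list written before the data were examined were higher in both parts, 10 of 12 in the olfactory bulbs of each species and 8 of 12 in O. nasuta and 9 of 12 in O. ventralis in the telencephalon (10 in each when adjusted over the list alone). Among them was bcl11b, a gene of cortical projection neurons and striatal neurons in mammals, with log2 fold changes of 1.62 and 1.79 in the olfactory bulbs. As a set the list was higher than other genes in the telencephalon (camera, adjusted p = 0.000221 in O. nasuta and 1.19e-05 in O. ventralis) and in the olfactory bulbs (2.85e-10 and 5.93e-12). The list holds genes of Table S1, such as tbr1 and lhx8, and values of that table had been read when the lists were written. Its test is therefore not independent of the paper's values. Among the genes of the olfactory bulbs was the dopamine synthesis gene th, which was higher there than in the average of the other 5 parts (log2 fold change 4.05 in O. nasuta, SE 0.594, adjusted p = 1.28e-07, and 4.63 in O. ventralis, SE 0.544, adjusted p = 2.45e-10, edgeR). The telencephalon libraries had 1.61 CPM of th on average and at most 3.74 CPM. Not all bulb libraries held the gene, with 1 read in O. nasuta fish 4 and none in O. ventralis fish 1 and 3.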

**Figure 2:**
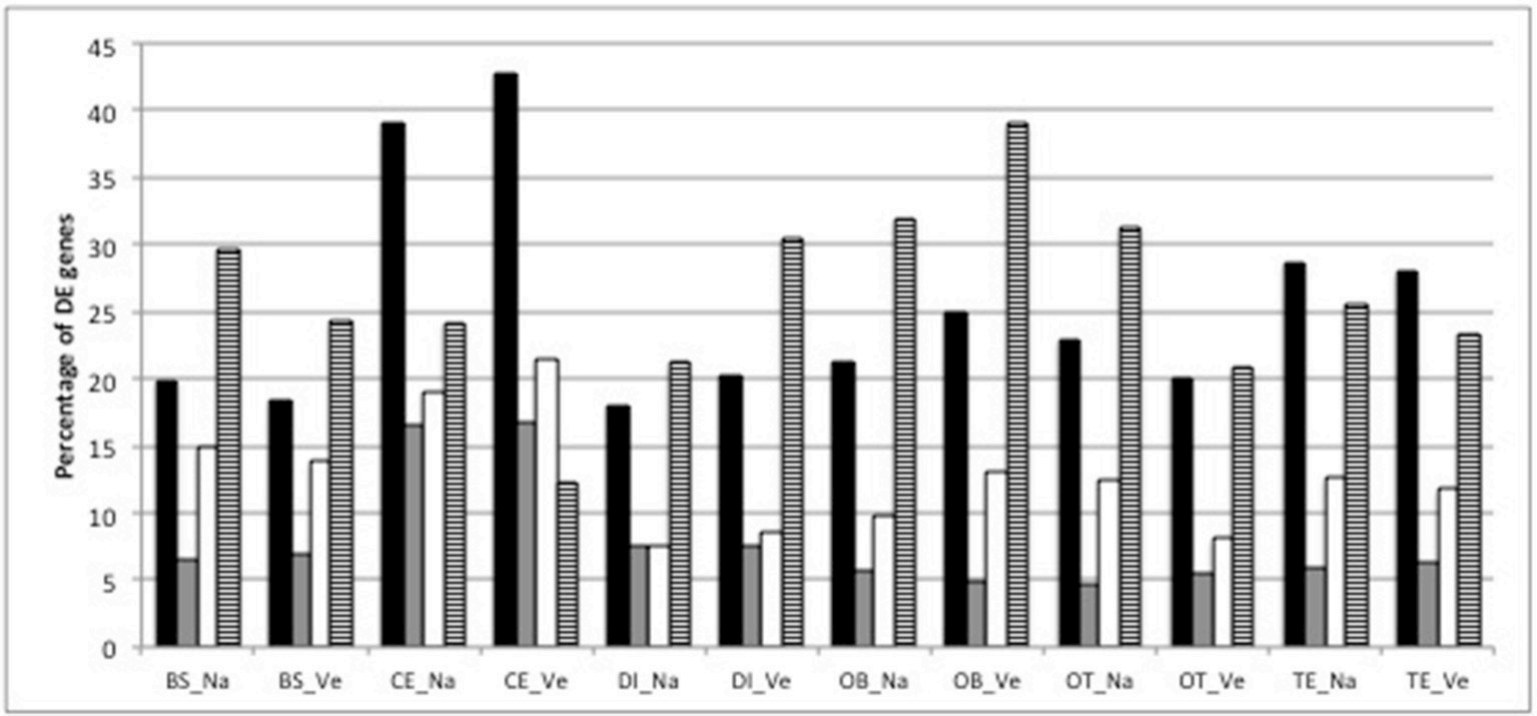
Percentage of DE genes (black bars), percentage of DE genes with |log_2_ FC| >2 (gray bars), percentage of DE genes that are unique for each brain part within each species (white bars) and percentage of DE genes that are unique for each species and brain part (striped bar) (BS, brainstem; CE, cerebellum; DI, diencephalon; OB, olfactory bulb; OT, optic tectum; TE, telencephalon; Na: *O. nasuta*; Ve: *O. ventralis*). The percentage of DE genes was calculated as the number of DE genes divided by the average number of expressed genes across the biological replicates (four for OB_Na, five for the other brain parts) for each brain part.

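Changes significantly beyond a log2 fold change of 2 were concentrated in the cerebellum, with 552 genes in O. nasuta (12.7% of its differentially expressed genes) and 627 in O. ventralis (13.1%). The diencephalon had 116 (5.47%) and 134 (5.57%), the brain stem 113 (4.78%) and 114 (5.20%), the telencephalon 146 (4.32%) and 147 (4.45%), the olfactory bulbs 106 (4.21%) and 96 (3.39%) and the optic tectum 94 (3.44%) in O. nasuta and 4.29% in O. ventralis. In the cerebellum 304 genes were beyond this limit downward and 149 upward in both species, whereas the other parts had mainly higher genes. The granule cell gene zic1 was the most abundant of the higher genes, with 3870 ± 402 CPM in O. nasuta and 4570 ± 383 CPM in O. ventralis (SD, n = 5 each), log2 fold changes of 5.07 (SE 0.294, adjusted p = 9.45e-19, edgeR) and 4.92 (SE 0.286, adjusted p = 9.65e-19). The protocadherin gene fat2, which is expressed in granule cells, reached 567 ± 17.6 CPM and 522 ± 24.7 CPM (SD, n = 5 each). Among the lower genes, rin1, which encodes a Ras effector of forebrain neurons, had 12.0 ± 10.5 CPM and 9.96 ± 6.77 CPM (SD, n = 5 each) in the cerebellum against averages of 797 and 766 CPM in the other parts. The cholecystokinin gene cck had no read in the O. nasuta cerebellum, and this places it at least 208-fold below the average of the other parts. The limit of 2 was tested with edgeR's test against a threshold, within the stage-wise procedure.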

The number of DE genes with |log_2_ FC| above 2 (i.e., at least a fourfold increase or decrease in gene expression) was below 8% in most brain parts for both species, except for the cerebellum, where 16% of the DE genes had a fourfold higher expression compared to the average expression in the other brain parts (Figure 2). The cerebellum also contained the highest proportion of DE genes that were only significant for the cerebellum (19 and 21% for *O. nasuta* and *O. ventralis*, respectively; Figure 2). 

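In the cerebellum, 793 genes of O. nasuta (18.2% of those called there) and 971 of O. ventralis (20.3%) were called in no other brain part of the same species. The brain stem had 345 (14.6%) and 284 (12.9%), and the telencephalon had 421 (12.4%) and 390 (11.8%). The olfactory bulbs had 244 (9.69%) and 372 (13.1%), and the optic tectum 331 (12.1%) and 175 (7.44%). The diencephalon had 158 (7.45%) and 191 (7.94%), so that the fewest were in the diencephalon in O. nasuta and in the optic tectum in O. ventralis. Taking only genes called in both species, 954 had the cerebellum as their only such part. The granule cell gene neurod1 is not among them, since it was called higher in the cerebellum (log2 fold change 3.89 and 4.35) and lower in the olfactory bulbs, by −3.19 in O. nasuta (SE 0.415, adjusted p = 2.45e-08, edgeR) and −3.19 in O. ventralis (SE 0.417, adjusted p = 2.45e-08).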

DE genes with |log_2_ FC| > 2 are always upregulated in the brainstem compared to the average expression in the other brain parts (Figure S2, Table S1). 

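In the brain stem all 113 genes of O. nasuta and all 114 genes of O. ventralis beyond a log2 fold change of 2 were higher, and 87 of them were shared by the species. Besides the hox genes, they included the homeobox gene tlx2 (log2 fold change 6.58 in O. nasuta, SE 0.421, adjusted p = 7.14e-21, and 5.91 in O. ventralis, SE 0.437, adjusted p = 4.13e-18, edgeR), with 40.4 ± 9.27 CPM and 30.9 ± 9.15 CPM (SD, n = 5 fish each). The glycine transporter gene slc6a5, which marks glycinergic neurons, had 55.5 ± 14.6 CPM and 35.4 ± 15.4 CPM (SD, n = 5 each), a log2 fold change of 5.63 (SE 0.349, adjusted p = 2.19e-24, edgeR) and 5.30 (SE 0.406, adjusted p = 1.85e-19). The optic tectum had 82 higher genes and 1 lower gene in both species, the diencephalon 78 and 12, the telencephalon 76 and 32 and the olfactory bulbs 51 and 7. When 1 fish was left out, the lower genes ranged from 0 to 2 in the optic tectum, from 7 to 15 in the diencephalon and from 3 to 10 in the olfactory bulbs. The lower gene of the optic tectum was bhlhe22, a transcription factor gene, with 16.8 ± 3.62 CPM and 16.3 ± 7.97 CPM (SD, n = 5 each) against averages of 384 and 311 CPM in the other parts.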

A detailed list of the DE genes that are substantially up- or downregulated (i.e., |log_2_ FC| significantly > 2) in a particular brain part for both species along with their GO annotation is presented in Table S1.

For functional analysis, we focus on those genes that were uniquely DE in one brain part across both species since these are the genes most likely to contribute to the functional differences between brain parts. In total, genes that were uniquely DE in one brain part yielded 1,720 and 1,734 GO terms for *O. nasuta* and *O. ventralis* respectively. The brain stem and optic tectum contained a high number of significantly enriched GO terms (BS: 75 and 64 for *O. nasuta* and *O. ventralis*, respectively; OT: 69 and 72 for *O. nasuta* and *O. ventralis*, respectively, Figure 3). A large proportion (54–94%) of the significantly enriched GO terms were shared between both species (Figure 3). The direction of regulation, number of genes involved and the significance level of the enriched GO terms were highly similar between the two species, but differed substantially between brain parts (Figure S3). A small number of GO terms that were significantly enriched in both species were enriched in more than one brain part (BS: 31, CE: 4, DI: 26, OB: 3, OT: 49, TE: 14).

**Figure 3:**
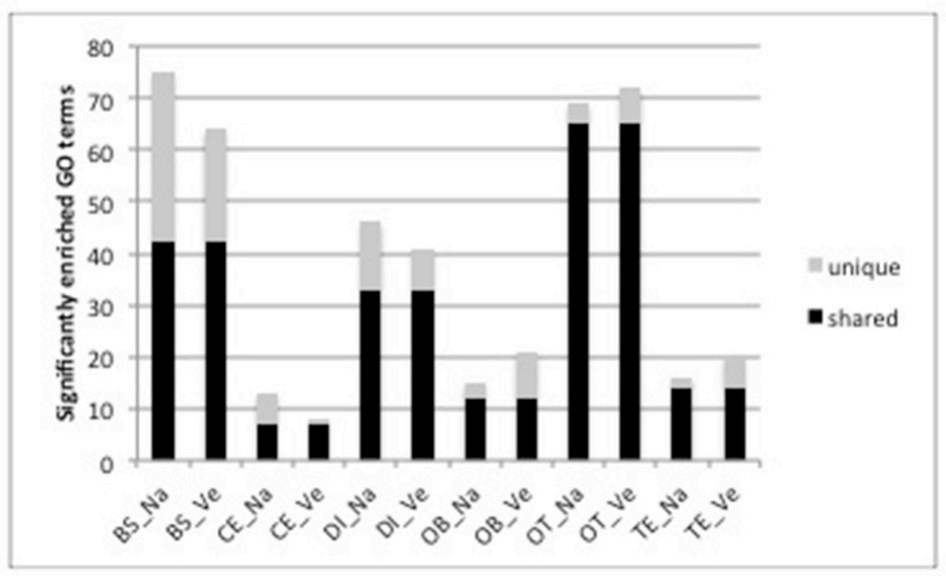
Number of significantly enriched GO terms for each brain part and each species determined by CAMERA. The height of the bar shows the total number significantly enriched GO terms. (BS, brainstem; CE, cerebellum; DI, diencephalon; OB, olfactory bulb; OT, optic tectum; TE, telencephalon; Na: *O. nasuta*; Ve: *O. ventralis*). The number of significantly enriched GO terms that are shared between the two species for each brain part are indicated in black. A large proportion (54–94%) of the significantly enriched GO terms was shared between both species.

We subsequently looked at the top 5 upregulated biological processes that were significantly enriched in both species (Table 1). The brain stem and optic tectum contained biological processes that were mediated by a large number of genes (Table 1). 

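The deposited files hold no gene ontology terms, so that lists of genes written before the data were examined were tested in their place, and part of their members are genes of Table S1 whose values in the paper had been read. Myelin genes were higher in the brain stem, 10 of 12 in O. nasuta and 11 of 12 in O. ventralis (11 in each when adjusted over the list alone), with median log2 fold changes of 1.95 and 1.89. As a set they were higher than other genes (camera, adjusted p = 5.56e-14 and 1.37e-15). The myelin protein gene mpz reached 1760 ± 193 CPM in O. nasuta and 2170 ± 379 CPM in O. ventralis (SD, n = 5 fish each), log2 fold changes of 2.18 (adjusted p = 2.72e-29, edgeR) and 2.44 (adjusted p = 7.77e-33). Of 12 genes of cholesterol and fatty acid synthesis, 5 were higher in O. nasuta and 4 in O. ventralis (6 and 5 when adjusted over the list alone), and the set was higher (camera, adjusted p = 0.00731 and 0.0141). The largest of these changes was that of acly, which encodes the enzyme that makes cytosolic acetyl-CoA, with 365 ± 94.9 CPM and 296 ± 41.9 CPM (SD, n = 5 each), log2 fold changes of 3.61 (adjusted p = 3.49e-33, edgeR) and 3.65 (adjusted p = 5.68e-32). All 7 genes of cholinergic and motor neurons were higher in both species (camera, adjusted p = 5.72e-46 and 2.86e-48), among them nefm with 1330 ± 358 CPM and 1210 ± 128 CPM (SD, n = 5 each). Hindbrain transcription factor genes other than hox were higher in 9 of 11 and 10 of 11 cases (camera, adjusted p = 1.84e-11 and 2.74e-11), and all 5 microglia genes were higher (camera, adjusted p = 0.000916 and 0.000963). The astroglia gene gfap had 406 ± 110 CPM and 273 ± 43.8 CPM (SD, n = 5 each), and 5 and 7 of 8 astroglia genes were higher (camera, adjusted p = 7.41e-08 and 2.38e-06). Each of these sets was also called when the correlation between its genes was estimated from the data. The habenula genes were called in O. ventralis only, with 3 of 6 higher (camera, adjusted p = 0.0315), but not with an estimated correlation (adjusted p = 0.0542) and not without O. ventralis fish 2 (camera, adjusted p = 0.0556).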

For the brain stem, these were multicellular organism development and lipid metabolic process. 

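Of 16 cadherin and protocadherin genes on a list written before the data were examined, 9 were higher in the optic tectum of O. nasuta and 11 in that of O. ventralis (11 in each when adjusted over the list alone), with median log2 fold changes of 0.62 and 0.79. As a set they were higher than other genes (camera, adjusted p = 0.000938 and 3.84e-05). The protocadherin gene pcdh7 had 761 ± 49.7 CPM in O. nasuta and 787 ± 61.4 CPM in O. ventralis (SD, n = 5 fish each), log2 fold changes of 1.04 (adjusted p = 2.01e-17, edgeR) and 0.88 (adjusted p = 6.88e-14), and pcdh19 had log2 fold changes of 0.80 and 0.89. The cadherin gene cdh18 was higher by 1.29 and 1.46. These genes encode adhesion proteins of the cell membrane that bind to the same protein on the next cell. Of 13 ionotropic glutamate receptor genes, 5 were higher and 2 lower in O. nasuta, and 6 higher and 2 lower in O. ventralis, but the set did not differ from other genes (camera, adjusted p = 0.368 and 0.284). The AMPA receptor gene gria4 was higher (1.12, adjusted p = 4.08e-09, and 1.13, adjusted p = 1.04e-08, edgeR), as was the NMDA receptor gene grin2c (0.89 and 1.37), whereas the NMDA receptor gene grin2b was lower in O. nasuta (−0.39, adjusted p = 0.0447, edgeR) and was not called in O. ventralis (−0.30, adjusted p = 0.0841). The list of midbrain transcription factor genes holds genes of Table S1, such as pax7, and is not independent of the paper's values. Its genes had the lowest p of all lists in the optic tectum, with 12 of 12 and 11 of 12 higher (camera, adjusted p = 1.7e-42 and 1.51e-44), and 11 and 10 of the 12 were also higher in the brain stem (camera, adjusted p = 5.37e-09 and 1.19e-05). Among them pou4f2, a homeobox gene that marks visual projection neurons, had 305 ± 18.3 CPM and 263 ± 13.7 CPM (SD, n = 5 each), log2 fold changes of 8.02 (SE 0.223, adjusted p = 1.27e-37, edgeR) and 8.83 (SE 0.263, adjusted p = 3.94e-36). Habenula genes (3 of 6 higher, 1 lower, camera, adjusted p = 0.00142 and 0.000623) and Purkinje cell genes (5 of 8 higher, and 1 lower in O. ventralis, camera, adjusted p = 0.00183 and 0.0113) were also called. So were astroglia genes, with 5 of 8 higher in each species (camera, adjusted p = 0.000656 and 2.55e-05, with an estimated correlation 0.082 and 0.0353), and in O. nasuta alone myelin genes (0.0395, with an estimated correlation 0.0711) and genes of GABAergic neurons (0.0307, with an estimated correlation 0.393).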

For the optic tectum, these were cell adhesion, homophilic cell adhesion via plasma membrane adhesion molecules and ionotropic glutamate receptor signaling pathway. For the diencephalon, the ephrin receptor signaling pathway contained 17 DE genes, while the other enriched processes contained much less DE genes. 

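Of 10 ephrin and ephrin receptor genes on a list written before the data were examined, 5 were higher in the diencephalon of each species. The ephrin receptor genes epha3 and epha7, which guide growing axons, were among them: epha3 had 105 ± 23.1 CPM in O. nasuta and 89.4 ± 11.2 CPM in O. ventralis (SD, n = 5 fish each). Its log2 fold changes were 1.58 (adjusted p = 6.85e-13, edgeR) and 1.35 (adjusted p = 5.31e-10), and those of epha7 were 1.20 (adjusted p = 6.52e-09) and 1.60 (adjusted p = 2.14e-13). The genes epha6 (1.63 and 1.74) and ephb3 (1.12 and 1.11) were also higher. As a set the 10 genes did not pass the test (camera, adjusted p = 0.0509 in O. nasuta and 0.0763 in O. ventralis), but did with an estimated correlation (adjusted p = 0.0265 and 0.0448). In the optic tectum of O. ventralis 5 of the 10 were higher and 1 was lower, and the set was called there (camera, adjusted p = 0.0394), but not without O. ventralis fish 3 (adjusted p = 0.0671). The lists that were higher than other genes in the diencephalon were those of diencephalic and hypothalamic transcription factors, with 5 of 12 higher in each species (camera, adjusted p = 4.54e-08 and 7.31e-07), and of voltage-gated potassium channels, with 8 higher in O. nasuta, and 7 higher and 1 lower in O. ventralis, of 13 (camera, adjusted p = 0.00183 and 0.0262). The former list does not mark the diencephalon alone, since 7 of 12 were higher in the optic tectum of each species (camera, adjusted p = 1.32e-09 and 3.79e-09) and 6 and 7 of 12 in the brain stem (camera, adjusted p = 0.000916 and 0.000138). The hypothalamic homeobox gene nkx2-1, which also acts in the preoptic area, had log2 fold changes of 2.95 and 3.24.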

The cerebellum, olfactory bulbs and telencephalon contained only enriched processes with a low number of DE genes (Table 1). The full list of biological processes enriched in each brain part for both species can be found in Table S2.

**Table 1:** Top 5 upregulated GO terms that were identified by CAMERA as enriched in both species.

***O. nasuta***					***O. ventralis***		
	**GO term**	**Biological Process**	**# DE genes**		**GO term**	**Biological process**	**# DE genes**
BS	GO:0007275	Multicellular organism development	62		GO:0007275	Multicellular organism development	63
	GO:0030902	Hindbrain development	12		GO:0006629	Lipid metabolic process	26
	GO:0006629	Lipid metabolic process	27		GO:0030902	Hindbrain development	12
	GO:0031018	Endocrine pancreas development	9		GO:0060215	Primitive hemopoiesis	11
	GO:0060215	Primitive hemopoiesis	9		GO: 0006935	Chemotaxis	7
OT	GO: 0007155	Cell adhesion	82		GO: 0007155	Cell adhesion	86
	GO:0007156	Homophilic cell adhesion via plasma membrane adhesion molecules	44		GO:0007156	Homophilic cell adhesion via plasma membrane adhesion molecules	42
	GO:0035235	Ionotropic glutamate receptor signaling pathway	23		GO:0035235	Ionotropic glutamate receptor signaling pathway	24
	GO:0008543	Fibroblast growth factor receptor signaling pathway	8		GO:0043049	Otic placode formation	6
	GO:0030902	Hindbrain development	12		GO:0030902	Hindbrain development	12
DI	GO:0048013	Ephrin receptor signaling pathway	17		GO:0048013	Ephrin receptor signaling pathway	17
	GO:0006182	cGMP biosynthetic process	5		GO:0009607	Response to biotic stimulus	5
	GO:0009607	Response to biotic stimulus	5		GO:0044319	Wound healing, spreading of cells	3
	GO:0044319	Wound healing, spreading of cells	3		GO:1902766	Skeletal muscle satellite cell migration	3
	GO:0060729	Intestinal epithelial structure maintenance	3		GO:0007205	Protein kinase C-activating G-protein coupled receptor signaling pathway	9
CE	GO:0001841	Neural tube formation	4		GO:0001841	Neural tube formation	4
	GO:0009880	Embryonic pattern specification	3		GO:0009880	Embryonic pattern specification	3
	GO:0007586	Digestion	1		GO:0007586	Digestion	1
	GO:0048739	Cardiac muscle fiber development	1		GO:0048739	Cardiac muscle fiber development	1
TE	GO:0038170	Somatostatin signaling pathway	4		GO:0038170	Somatostatin signaling pathway	4
	GO:0048268	Clathrin coat assembly	3		GO:0048915	Posterior lateral line system development	3
	GO:0048915	Posterior lateral line system development	3		GO:0001706	Endoderm formation	2
	GO:0001706	Endoderm formation	2		GO:0001714	Endodermal cell fate specification	2
	GO:0001714	Endodermal cell fate specification	2		GO:0038171	Cannabinoid signaling pathway	2
OB	GO:0038170	Somatostatin signaling pathway	4		GO:0038170	Somatostatin signaling pathway	4
	GO:0007195	Adenylate cyclase-inhibiting dopamine receptor signaling pathway	3		GO:0007195	Adenylate cyclase-inhibiting dopamine receptor signaling pathway	3
	GO:0048915	Posterior lateral line system development	3		GO:0051091	Positive regulation of sequence-specific DNA binding transcription factor activity	3
	GO:0051091	Positive regulation of sequence-specific DNA binding transcription factor activity	3		GO:0038171	Cannabinoid signaling pathway	2
	GO:0038171	Cannabinoid signaling pathway	2		GO:0043584	Nose development	2

*The cerebellum contained only four significantly upregulated GO terms. Upregulated is here determined from the z-score of the GOplot package, which subtracts the number of downregulated genes (log_2_ FC <0) from the number of upregulated genes (log_2_ FC >0) in each GO term*.

### Species specific regulation between brain parts

The stage-wise testing procedure identified 32 genes with a differential FC between two brain parts between the species (i.e., the difference in brain part x species interactions). 

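The difference between species in a difference between brain parts passed the joint test over 15 comparisons for 47 of 11680 genes, which include all 32 genes of Table S3. Of the 47, 30 were called in at least 1 comparison of brain parts and 17 in none. The circadian transcription factor gene bhlhe41 had similar levels in the diencephalon, 79.5 CPM in O. nasuta and 91.6 CPM in O. ventralis, but 76.3 and 13.8 CPM in the optic tectum (means, n = 5 fish each). The difference between species in log2 fold change between these parts was −2.56 (SE 0.384, adjusted p = 1.31e-05, edgeR). The synaptophysin-like gene synpr had 66.2 and 12.9 CPM in the diencephalon and 51.4 and 72.8 CPM in the optic tectum (2.95, SE 0.489, adjusted p = 0.000432, edgeR). The periplakin gene ppl had 83.1 and 4.64 CPM in the diencephalon and 12.9 and 7.91 CPM in the brain stem (−3.64, SE 0.661, adjusted p = 0.00164, edgeR). The gene ntng1, which encodes a protein of axon guidance, had 41.9 and 16.5 CPM in the diencephalon and 46.8 and 75.7 CPM in the olfactory bulbs (2.33, SE 0.436, adjusted p = 0.00378, edgeR). The count of genes past the joint test moved with single fish, from 15 without O. nasuta fish 2 to 53 without O. nasuta fish 5. Of 40 splits of the fish into 5 and 5, the real one included, 4 passed at least 47 genes, so that chance cannot be excluded for this number. Species also coincides with aquarium and with the order in which the fish were dissected. From its own small number of such genes the paper concludes that the differences between brain parts are alike in both species.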

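The 4 comparisons with the most genes all involved the cerebellum: 10 genes between the cerebellum and the diencephalon, 9 between the cerebellum and the olfactory bulbs, 6 with the telencephalon and 5 with the optic tectum. The optic tectum and the telencephalon differed in 4 genes. There were 3 genes each for the brain stem with the cerebellum, the brain stem with the diencephalon, the diencephalon with the olfactory bulbs, the diencephalon with the optic tectum and the olfactory bulbs with the optic tectum. The brain stem with the olfactory bulbs and the brain stem with the telencephalon had 2 each and the diencephalon with the telencephalon 1, while none was called between the brain stem and the optic tectum or between the olfactory bulbs and the telencephalon. In the comparison of the cerebellum with the olfactory bulbs, ddit4, which is induced by stress and inhibits mTOR signaling, differed by −1.59 log2 units between O. nasuta and O. ventralis (SE 0.29, adjusted p = 0.0019, edgeR). In that of the cerebellum with the diencephalon, lg6h16orf45 differed by −1.33 (SE 0.227, adjusted p = 0.000357, edgeR). The highest number of genes in a comparison ranged from 4 to 11 when 1 fish was left out.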

At most seven genes were significant in the respective contrasts. Of the 32 genes, 14 genes were not annotated, and the remaining genes are involved in 18 biological processes that are mainly linked to basic mechanisms such as transport, transmembrane transport, transcription (and its regulation) and signal transduction (Table S3). 

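Of the 47 genes past the joint test, 17 carry a gene symbol in the files and the rest only a locus name. Among the genes with a symbol, sgsm2, which encodes a regulator of small GTPases in membrane transport, differed between species in the comparison of the cerebellum with the telencephalon (−1.32 log2 units, SE 0.259, adjusted p = 0.00893, edgeR). The muscle membrane gene sgcd differed in the same comparison (1.66, SE 0.327, adjusted p = 0.0156, edgeR) and the glycosyltransferase gene galnt18 in that of the cerebellum with the diencephalon (−1.62, SE 0.346, adjusted p = 0.0444, edgeR). The lipid-sensing receptor gene pparg and kiaa0100 passed the joint test (adjusted p = 0.0371 and 0.0166) but no single comparison. Of the 15 genes that are not in Table S3, those with a symbol and a call were atxn1 (0.87 log2 units), mprip (2.13), cdh2 (−1.07) and ablim1 (−1.47). The largest difference was that of LOC100709972, with 41.2 CPM in O. nasuta and 24.0 CPM in O. ventralis in the brain stem and 26.8 CPM and no read in the cerebellum (means, n = 5 fish each).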

Gene LOC100695791 is involved in the steroid hormone mediated signaling pathway. 

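LOC100695791 differed between species in the comparison of the cerebellum with the diencephalon, by 1.94 log2 units (SE 0.344, adjusted p = 0.000974, edgeR). Its mean level in the cerebellum was 51.6 CPM in O. nasuta and 21.5 CPM in O. ventralis, and in the diencephalon 58.7 and 91.2 CPM (n = 5 fish each). On the log2 scale the level in the cerebellum was 5.74 ± 0.416 in O. nasuta and 4.63 ± 0.343 in O. ventralis (SD, n = 5 each). The gene was chosen by the test of interaction on the same fish, so that these levels are no further evidence for a difference between species. The files give this gene no symbol.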

The expression patterns of each of the 32 genes across the brain parts in both species are presented in Figure S4.

### Conservative regulation between brainparts

Above we have shown that there are minor differences in specific brain part effects between species. Here, we test whether the expression differences are indeed equivalent between species. We consider an equivalence interval of [−2, 2] for the difference in log fold change between two brain parts between the species. Assessing the same contrasts as above, we find that on average 89% of the genes show equivalent expression between species, with a range of 85% to 94% of equivalent fold changes across the contrasts on a 5% FDR level. Moreover, we find evidence for 71% of the genes to be equivalent across all between-species comparisons. These results provide strong evidence for conserved expression differences between the species.

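Differences between brain parts that are equivalent between species, within 2 log2 units at a 5% false discovery rate, were found for 86.2% of the 11680 genes on average over the 15 comparisons. The highest share was that of the brain stem with the optic tectum, 89.9% (10497 genes), followed by the brain stem with the diencephalon (89.5%). The lowest was that of the cerebellum with the olfactory bulbs, 79.7% (9304 genes), and the other comparisons of the cerebellum lay between 83.7% with the diencephalon and 85.3% with the brain stem. A gene of low counts has a wide interval and can fail this test without any difference between the species, and in simulated data 90.8% of unchanged genes were called equivalent between the diencephalon and the optic tectum. With limits of 1 log2 unit, 33.1% of genes were equivalent on average. From its own equivalence tests the paper concludes that expression differences between brain parts are conserved between the species.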

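Equivalence in all 15 comparisons was reached by 7276 of 11680 genes (62.3%). Among the 8940 genes that differed between brain parts, 5747 (64.3%) were equivalent between species in all comparisons. With limits of 1 log2 unit in place of 2, 638 genes (5.46%) remained.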

### Gene expression of genes linked to fish behavior and physiology

Of the five IEG that have been linked to behavior in previous studies (Table S4), expression of two genes was detected in the brain of *Ophthalmotilapia* under our control conditions*: egr1* was expressed in all brain parts (Figure S5) and significantly more so in the telencephalon (Table S4) while *bdnf* was nearly absent in the cerebellum (at most five reads, Figure S5) and was significantly more expressed in the telencephalon and the olfactory bulbs in both species (Table S4). 

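The transcription factor gene egr1, which neurons switch on after activity, was higher in the telencephalon of O. nasuta (log2 fold change 0.96, SE 0.193, adjusted p = 0.000182, edgeR) and of O. ventralis (0.83, SE 0.198, adjusted p = 0.00186). It was lower in the brain stem of both species (−0.92, SE 0.24, adjusted p = 0.00504, and −1.59, SE 0.252, adjusted p = 2.61e-06), the O. nasuta call being lost in a model without fish terms (−0.91, adjusted p = 0.0614). In the diencephalon it was lower in O. nasuta only (−0.78, SE 0.234, adjusted p = 0.0188, edgeR), a call lost without O. nasuta fish 1 (−0.79, adjusted p = 0.063), fish 2 (−0.68, adjusted p = 0.15) or fish 3 (−0.76, adjusted p = 0.0783). The growth factor gene bdnf, which is needed for synaptic plasticity, was higher in the olfactory bulbs (1.79, SE 0.258, adjusted p = 3.6e-08, and 1.41, SE 0.257, adjusted p = 8.71e-06, edgeR). It was also higher in the telencephalon (1.73, SE 0.235, adjusted p = 9.05e-09, and 1.65, SE 0.23, adjusted p = 1.91e-08). In the cerebellum bdnf was lower (−3.99, SE 0.507, adjusted p = 1.33e-09, and −2.79, SE 0.391, adjusted p = 1.91e-08, edgeR), with at most 2 reads in a library of O. nasuta and at most 7 in a library of O. ventralis (n = 5 each). Of 12 immediate early genes listed before the data were examined, 8 were higher and 1 lower in the telencephalon of O. nasuta and 8 higher in that of O. ventralis. The set was called there (camera, adjusted p = 0.0111 and 0.00809), but not with an estimated correlation (adjusted p = 0.0535 in each species) and not in a model without fish terms (adjusted p = 0.104 and 0.0848).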

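The genes fosb and fosl2 were read in each brain part of both species. The fosb gene, whose product joins Jun proteins in the AP-1 transcription factor, had between 26 reads in the 5 brain stem libraries of O. ventralis and 285 reads in the 5 telencephalon libraries of O. nasuta. The fosl2 gene of the same family had 36 reads in the 5 brain stem libraries of O. nasuta and 215 in the telencephalon of the same species. In the cerebellum fosb had 54 reads in O. nasuta and 65 in O. ventralis, and fosl2 94 and 197 (n = 5 libraries each).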

We did not detect *cfos*, but two other IEG from the *fos* family were expressed in all brain regions: *fosb* and *fosl2* (Figure S5). No significant differences between brain parts were found for these two genes.

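Both genes differed between brain parts in the joint test over the 12 comparisons (adjusted p = 3.23e-23 for fosb and 3.43e-07 for fosl2, edgeR). In both species fosb was higher in the olfactory bulbs (log2 fold change 1.40 in O. nasuta, SE 0.179, adjusted p = 3.2e-10, and 1.60 in O. ventralis, SE 0.189, adjusted p = 2.12e-11, edgeR). It was also higher in the telencephalon (1.20 and 1.13) and in the diencephalon (1.00 and 0.94), and lower in the brain stem (−1.25 and −1.95), the cerebellum (−0.91 and −0.61) and the optic tectum (−1.45 and −1.11). Without fish terms in the model fosb kept its calls in the olfactory bulbs, in the O. nasuta telencephalon and in the O. ventralis brain stem, while the others were lost, with adjusted p-values of 0.0986 (diencephalon of O. ventralis and optic tectum of O. nasuta) to 0.381 (cerebellum). In the cerebellum of O. ventralis the call was also lost without O. ventralis fish 1 (−0.43, adjusted p = 0.0934), fish 2 (−0.52, adjusted p = 0.0534) or fish 4 (−0.43, adjusted p = 0.126). The fosl2 gene was lower in the optic tectum of both species (−2.10, SE 0.447, adjusted p = 0.000393, and −1.43, SE 0.37, adjusted p = 0.00478, edgeR) and higher in the telencephalon of O. nasuta (1.51, SE 0.272, adjusted p = 2.24e-05). It was higher in the olfactory bulbs of O. ventralis (1.00, SE 0.274, adjusted p = 0.00802, edgeR), but not without O. ventralis fish 3 (0.81, adjusted p = 0.155).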

Of the 16 behavioral and reproductive genes, the expression of nine genes was detected in the female brain (Figure S5): *gnrh1* and *gnrh3* were consistently expressed in the olfactory bulbs and telencephalon, and were significantly more expressed in the olfactory bulbs compared to the average expression in the other brain parts in both species (Table S4); *Vip* was expressed in the brainstem, diencephalon and the olfactory bulbs and was significantly more expressed in the brainstem and the diencephalon compared to the average expression in the other brain parts in both species (Table S4); *oxt* was consistently and significantly overexpressed in the brainstem (Table S4). 

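The hormone gene gnrh3 was higher in the olfactory bulbs (log2 fold change 6.35 in O. nasuta, SE 0.667, adjusted p = 4.05e-10, and 7.30 in O. ventralis, SE 0.582, adjusted p = 2.06e-13, edgeR) and was not called in the telencephalon (1.70, adjusted p = 1, and 2.17, adjusted p = 0.614). The reproductive hormone gene gnrh1 was also higher in the olfactory bulbs (3.39, SE 0.813, adjusted p = 0.00268, and 4.97, SE 0.583, adjusted p = 6.13e-09, edgeR), the O. nasuta call being lost when DESeq2 was used (3.07, adjusted p = 0.473). In the telencephalon gnrh1 was called in O. nasuta only (3.15, SE 0.815, adjusted p = 0.00585, edgeR, against 2.12, adjusted p = 0.123, in O. ventralis), and not without O. nasuta fish 4 (3.23, adjusted p = 0.0527) or with DESeq2 (2.79, adjusted p = 0.473). The neuropeptide gene vip was higher in the brain stem (2.94, SE 0.569, adjusted p = 3.56e-05, and 2.08, SE 0.502, adjusted p = 0.00116, edgeR), in the diencephalon (2.57, SE 0.578, adjusted p = 0.000455, and 1.83, SE 0.507, adjusted p = 0.00559) and in the olfactory bulbs of O. ventralis alone (2.92, SE 0.479, adjusted p = 9.11e-07). The isotocin gene oxt, a neuropeptide of social behavior, was higher in the brain stem (8.22, SE 0.816, adjusted p = 3.41e-10, and 6.99, SE 0.739, adjusted p = 1.58e-09, edgeR). It was further called higher in the diencephalon of O. nasuta (4.22, SE 1.35, adjusted p = 0.0438, edgeR), where the call is lost without O. nasuta fish 3 (2.44, adjusted p = 1), fish 1 (4.43, adjusted p = 0.198) or fish 4 (4.91, adjusted p = 0.0776) and without O. ventralis fish 1 (adjusted p = 0.0639), 2 (0.0661), 4 (0.0601) or 5 (0.0769). A further call was made in the olfactory bulbs of O. ventralis (4.47, SE 0.921, adjusted p = 0.000413, edgeR), and not without O. ventralis fish 3 (2.46, adjusted p = 0.637).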

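The gene avpi1 was higher in the cerebellum (log2 fold change 1.39 in O. nasuta, SE 0.285, adjusted p = 8.44e-05, and 1.40 in O. ventralis, SE 0.263, adjusted p = 1.49e-05, edgeR), and the O. ventralis call is lost without O. ventralis fish 5 (0.96, adjusted p = 0.058). The neuroserpin gene serpini1, an inhibitor of proteases at synapses, was higher in the diencephalon (1.14, SE 0.135, adjusted p = 2.13e-11, and 1.02, SE 0.134, adjusted p = 6.26e-10, edgeR), with 205 ± 35.4 CPM and 208 ± 22.7 CPM (SD, n = 5 fish each). It was higher in the telencephalon (1.26, SE 0.129, and 0.95, SE 0.133) and in the olfactory bulbs (0.75, SE 0.152, and 0.73, SE 0.144). In the cerebellum serpini1 was lower (−1.84, SE 0.195, adjusted p = 2.39e-13, and −1.82, SE 0.178, adjusted p = 8.74e-15, edgeR). It was also lower in the brain stem (−0.75 and −0.49) and in the optic tectum (−0.55 and −0.39). In O. ventralis the call in the brain stem is lost without fish 1 (−0.38, adjusted p = 0.0544) or fish 3 (−0.40, adjusted p = 0.0532), and that in the optic tectum without fish 1 (−0.36, adjusted p = 0.0544), fish 2 (−0.29, adjusted p = 0.132) or fish 3 (−0.44, adjusted p = 0.0532). The gene gabarap, whose product binds GABA receptors, was higher in the telencephalon (0.50, SE 0.113, adjusted p = 0.000491, and 0.41, SE 0.116, adjusted p = 0.0101, edgeR), with 288 ± 35.2 CPM and 278 ± 29.3 CPM (SD, n = 5 each). Its O. ventralis call is lost without O. ventralis fish 4 (0.34, adjusted p = 0.12) or fish 5 (0.36, adjusted p = 0.144).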

The remaining five genes were expressed in all brain parts (Figure S5): *avpi1* was significantly more expressed in the cerebellum, *serpini1* in the diencephalon, telencephalon and olfactory bulbs and *gabarap* in the telencephalon compared to the average expression in the other brain parts in both species (Table S4). 

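The neuroligin gene nlgn3, which encodes an adhesion protein of synapses, had between 210 ± 32.7 CPM in the telencephalon and 318 ± 40.7 CPM in the cerebellum of O. nasuta (SD, n = 5 fish each). It was called higher in the cerebellum of O. nasuta (log2 fold change 0.52, SE 0.105, adjusted p = 7.09e-05, edgeR) and of O. ventralis (0.34, SE 0.102, adjusted p = 0.021). The O. ventralis call is lost without O. ventralis fish 1 (0.26, adjusted p = 0.434), fish 2 (0.35, adjusted p = 0.0516) or fish 5 (0.33, adjusted p = 0.0955) and with the size factors of DESeq2 (0.28, adjusted p = 0.114). The gene kpna1, which encodes a carrier for import into the nucleus, was lower in the olfactory bulbs of O. nasuta (−0.75, SE 0.201, adjusted p = 0.00541, edgeR), with 30.9 ± 4.48 CPM (SD, n = 4), and higher in the telencephalon of O. nasuta (0.66, SE 0.152, adjusted p = 0.000633), with 68.7 ± 8.9 CPM (SD, n = 5). Its call in the olfactory bulbs is lost without O. nasuta fish 1 (−0.67, adjusted p = 0.116) or fish 2 (−0.62, adjusted p = 0.0961). In O. ventralis kpna1 was called in no brain part.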

Expression of the *kpna1* and *nlgn3* genes were similar in all brain parts (Figure S5, Table S4).

Of the 17 receptor genes that we screened, only four were expressed in the brain of female *Ophthalmotilapia* under our control setting (Figure S5): the adrenergic receptor *adrb1* was highly expressed in the cerebellum (Figure S5, Table S4). 

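The beta-adrenergic receptor gene adrb1 was higher in the cerebellum (log2 fold change 4.35 in O. nasuta, SE 0.2, adjusted p = 1.39e-22, and 4.45 in O. ventralis, SE 0.203, adjusted p = 9.75e-23, edgeR). It was lower in the diencephalon (−2.41, SE 0.376, adjusted p = 1.56e-06, and −2.59, SE 0.405, adjusted p = 1.61e-06, edgeR) and in the telencephalon (−1.29, SE 0.313, adjusted p = 0.00149, and −1.97, SE 0.373, adjusted p = 4.95e-05). In the brain stem it was higher in O. ventralis alone (1.21, SE 0.262, adjusted p = 0.000381, edgeR). Outside the cerebellum no library held more than 88 adrb1 reads.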

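The serotonin receptor gene htr1a was higher in the optic tectum (log2 fold change 2.55 in O. nasuta, SE 0.303, adjusted p = 3.51e-11, and 2.65 in O. ventralis, SE 0.335, adjusted p = 3.56e-10, edgeR), with 27.7 ± 2.74 CPM and 28.4 ± 6.84 CPM (SD, n = 5 fish each). In the diencephalon it was higher in O. ventralis only (1.35, SE 0.354, adjusted p = 0.00295, edgeR). The serotonin receptor gene htr2a was higher in the optic tectum (1.70, SE 0.233, adjusted p = 3.45e-09, and 1.74, SE 0.247, adjusted p = 8.95e-09, edgeR), with 44.7 ± 9.63 CPM and 43.0 ± 9.58 CPM (SD, n = 5 each). It was also higher in the olfactory bulbs (1.61, SE 0.249, adjusted p = 9.18e-08, and 1.19, SE 0.267, adjusted p = 0.000254, edgeR) and in the telencephalon (0.72, SE 0.248, adjusted p = 0.0311, and 0.95, SE 0.248, adjusted p = 0.00199). The call in the telencephalon of O. nasuta is lost without O. nasuta fish 1 (0.69, adjusted p = 0.0964) or fish 3 (0.44, adjusted p = 0.453). A further call, in the brain stem of O. nasuta (0.74, SE 0.27, adjusted p = 0.0402, edgeR), is lost when any of O. nasuta fish 1, 3 or 5 or of O. ventralis fish 1, 4 or 5 is left out, with adjusted p-values of 0.0533 to 0.308.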

The serotonergic receptor *htr1a* was significantly more expressed in the optic tectum and *htr2a* was significantly more expressed in the telencephalon, optic tectum and olfactory bulbs compared to the average gene expression in the remaining brain parts in both species (Table S4). 

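The dopamine receptor gene drd2 was higher in the olfactory bulbs (log2 fold change 1.81 in O. nasuta, SE 0.242, adjusted p = 1.46e-09, and 2.37 in O. ventralis, SE 0.236, adjusted p = 2.31e-14, edgeR), with 50.6 ± 22.4 CPM (SD, n = 4 fish) and 69.9 ± 19.4 CPM (SD, n = 5). It was also higher in the brain stem (1.23, SE 0.257, adjusted p = 7.95e-05, and 1.05, SE 0.259, adjusted p = 0.000931, edgeR), with 33.0 ± 8.82 CPM and 32.6 ± 8.08 CPM (SD, n = 5 each). In O. ventralis alone it was higher in the optic tectum (1.46, SE 0.264, adjusted p = 4.63e-06, edgeR) and in the diencephalon (0.87, SE 0.264, adjusted p = 0.00975), the latter call being lost without O. ventralis fish 2 (0.77, adjusted p = 0.0785) or fish 3 (0.80, adjusted p = 0.054).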

The dopaminergic receptor *drd2* was significantly more expressed in the brainstem and the olfactory bulbs compared to the average gene expression in the remaining brain parts in both species (Table S4).

## Discussion

The Quantseq approach (Moll et al., 2014) and the two-stage statistical testing procedure (Van den Berge et al., 2017) allow to simultaneously investigate expression of more than 11,500 genes in a large number of samples (here: 60) and revealed more than 8,000 genes that were differentially expressed between brain parts while providing false positive control on the level of the gene. The Quantseq method generates a single sequence for each transcript of the last exon thereby eliminating the need to correct for exon number and transcript length differences between genes and greatly reduces sequencing depth per sample (Moll et al., 2014). Consequently, Quantseq is more cost-effective than classical RNAseq when only differential gene expression analysis is of interest; it does not allow to investigate differential splicing of exons or to build a de novo transcriptome. On average 53% of our data was uniquely mapped against the *O. niloticus* reference genome, and on average 84% of the uniquely mapped data was used for differential expression analyses.

### All six brain parts show pronounced differences in gene expression

The MDS plot showed a clear difference in gene expression between all six brain parts (Figure 1) and our statistical analysis showed that 75% of the genes are differentially expressed between brain parts. We argue that these differences are linked to functional differences of the brain parts rather than to their dissection order for the following reasons: (1) RNA quality of all samples, including the diencephalon which was dissected last, was high (RIN values ranged between 9.3 and 10 for DI samples) implying that mRNA degradation was limited. Even in metabolic highly active tissue such as liver, RNA quality did not decline at room temperature within the first 2 h (van Maldegem et al., 2008); (2) the prefixation time (i.e. the time between the death of the individual and placing the tissue in RNAlater) may significantly alter gene expression due to anoxia, pH changes and other biochemical changes in the tissues (Srinivasan et al., 2002). The prefixation time of our tissues was at most 5 min which is within the maximum prefixation time of 10 min suggested by Srinivasan et al. (2002); (3) none of the genes with |log_2_FC| > 2 had GO terms linked to catabolic processes, mRNA decay, mRNA stability, apoptosis or regulation of pH (acidification) (Table S1). In addition, the enriched GO terms for each brain part also did not point to mRNA decay (Table S2); (4) we did not observe a decrease of gene expression levels of the 200 most DE genes from the cerebellum, optic tectum, telencephalon, olfactory bulbs, brain stem to the diencephalon (Figure S2).

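The 200 genes with the lowest p were higher in the parts dissected last than in the part dissected first, with a mean of 6.17 ± 0.0382 log2 CPM in the cerebellum, 6.95 ± 0.0528 in the optic tectum, 6.35 ± 0.0304 in the telencephalon, 6.40 ± 0.0725 in the olfactory bulbs, 7.09 ± 0.0461 in the brain stem and 6.88 ± 0.0462 in the diencephalon (SD, n = 10 fish, 9 for the olfactory bulbs). Within a fish the Spearman correlation between the place in the order and the mean level was 0.527 on average and above 0 in all 10 fish (exact sign-flip permutation test, two-sided, p = 0.00195). This order is the one in the paper's discussion, while its methods place the telencephalon with the olfactory bulbs before the optic tectum, and with that order the correlation was 0.801 (p = 0.00195). With the order of the discussion it was 0.479 over all 11680 genes, and for the number of detected genes 0.52, again above 0 in all 10 fish. Of 27 mRNA decay genes listed before the data were examined, 1 was lower in the diencephalon of O. nasuta and 1 was higher in that of O. ventralis, the decapping gene dcp2 (log2 fold change 0.99, adjusted p = 0.0431, edgeR). As a set these genes did not differ there (camera, adjusted p = 0.684 and 0.717), nor did they in any other brain part. Of 7 apoptosis genes, only bcl2, which blocks cell death, was called in the diencephalon, lower in O. ventralis (−0.60, adjusted p = 0.0029, edgeR). Of 12 genes of heat shock, stress and hypoxia, 2 were lower in the diencephalon of O. nasuta, among them ddit4 (−0.56, adjusted p = 0.00291, edgeR), and 1 in that of O. ventralis. Every fish was dissected in the same order, so that order and brain part cannot be told apart in these libraries. A profile of the parts that recurs in each fish gives the same sign in all 10, whatever its cause, so that the p-values above do not test the order. The 200 genes were also chosen for differences between parts, and in the cerebellum 108 of them were called lower and 74 higher in both species.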

Similar to our results, pronounced differences in gene expression between four human brain regions (Myers et al., 2015), between forebrain, midbrain and hindbrain regions in female sticklebacks in a social context (Greenwood and Peichel, 2015) and in the telencephalon, diencephalon, cerebellum and brainstem of male sticklebacks in response to a territorial intrusion (Sanogo et al., 2012) have been observed. Our results demonstrate that also the olfactory bulbs and the optic tectum show clear differences in gene expression and suggest that subdividing the brain in macroanatomical regions is preferable over whole brain gene expression when a characterisation of gene networks underlying behavioral responses is of interest. Moreover, the macroanatomical division applied here may provide a framework to define microanatomical subdivisions and the component cell types for future more fine scale resolution of gene expression patterns related to behavior.

### Brain part specific functional annotation

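Of the 712 genes with a change significantly beyond a log2 fold change of 2 in both species in some brain part, 453 (63.6%) had it in the cerebellum, and for 356 (50.0%) the cerebellum was the only such part. When a gene is counted as unique to the cerebellum only if no other part was called in both species at any size of change, 17 of the 712 (2.39%) remain. This number is low in part by construction, since a change in the cerebellum alone also moves the average behind every other part. Genes of cerebellar granule cells, listed before the data were examined, had median log2 fold changes of 3.81 in O. nasuta and 4.19 in O. ventralis, with 7 of 10 higher and 1 lower in each species (camera, adjusted p = 6.92e-07 and 5.19e-07, which hold with an estimated correlation). These genes are not limited to the cerebellum, since 8 of 10 were also higher in the brain stem of each species, with 1 lower in O. nasuta and 2 in O. ventralis (camera, adjusted p = 0.00292 and 0.000132, with an estimated correlation 0.101 and 0.0332). The list holds genes of Table S1, such as fat2, and is not independent of the paper's values. The homeobox gene tlx3, which acts in the development of hindbrain neurons, had 124 ± 30.3 CPM and 146 ± 24.4 CPM (SD, n = 5 fish each), log2 fold changes of 5.97 (SE 0.368, adjusted p = 4.83e-19, edgeR) and 5.42 (SE 0.322, adjusted p = 1.2e-19). Purkinje cell genes did not differ as a set (camera, adjusted p = 0.368 and 0.714), although ca8 (3.26 and 3.07), which is active in Purkinje cells, was higher and pcp4 (−2.51 and −2.71) was lower. Of the genes called lower, cnih2, which encodes an auxiliary protein of AMPA receptors, had 6.95 ± 3.35 CPM and 7.89 ± 5.77 CPM (SD, n = 5 each) against averages of 342 and 337 CPM in the other parts (log2 fold changes −5.30, SE 0.241, adjusted p = 1.54e-33, and −5.12, SE 0.219, adjusted p = 3.29e-35, edgeR). The transcription factor gene lhx2 had no read in any of the 10 libraries of the cerebellum, which places it at least 10-fold below the other parts in O. nasuta and 16-fold in O. ventralis. From the multidimensional scaling and the heatmap the paper concludes that the cerebellum is the most distinct brain part.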

The cerebellum is the most distinct brain part in terms of gene expression (Figure 1, Figure S2), contained the highest number of DE genes and 70% of the genes that showed a substantial DE (|log_2_ FC| > 2) in both species were uniquely DE in the cerebellum. Yet, the 1512 DE genes in the cerebellum in both species yielded only seven significantly enriched GO terms which were related to the development of cardiac muscle fibers, development of the lateral line and development of the neural tube, and to digestion and self-proteolysis (Table S2). This brain part is known to be involved in motory responses and emotions, and the development of cardiac muscle fibers and the lateral line can be linked to motory movement in fish. Our results also point to a role of the cerebellum in the physical, chemical, and biochemical processes to break down ingested nutrients into components that may be easily absorbed and directed into metabolism. Digestion of glycine, glutamine, glycerol and beta-hydroxybutyrate for energie production in the cerebellum has been documented in rats (Rotta et al., 2002).

The telencephalon is a region involved in learning and memory, and the molecular mechanism underlying these functions typically involve rewiring of the neuronal connections through changes in signaling pathways and cell communication, and the development of new and apoptosis of old cells (Cardoso et al., 2015). Five out of the 14 enriched GO terms in the telecephalon were linked to signaling pathways, and four were linked to cell formation (including clathrin coat assembly and endoderm formation). These four GO terms were uniquely enriched in the telencephalon.

The olfactory bulbs in *Ophthalmotilapia* are very small which complicated their dissection and yielded small quantities of RNA for sequencing. This technical issue may explain the larger variation across the replicates for this brain part (Figure 1). Nevertheless, the most upregulated enriched GO terms in the olfactory bulbs are involved in nose development, the cannabinoid signaling pathway and the positive regulation of feeding behavior which point to an important role of this brain part in detecting environmental cues related to obtaining food.

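An olfactory bulb library lay on average 2.59 ± 0.53 log2 units (SD, n = 9 fish) from the other libraries of its brain part and species, against 1.76 ± 0.113 for the brain stem, 1.82 ± 0.16 for the cerebellum, 1.74 ± 0.133 for the diencephalon, 1.75 ± 0.245 for the optic tectum and 1.56 ± 0.0842 for the telencephalon (SD, n = 10 each). Bulb distances were 1.96 to 2.48 in O. nasuta and 2.61 to 3.51 in O. ventralis, the largest in the shallowest library (137128 counts). Within fish the olfactory bulbs had the larger distance in 9 of 9 fish against the brain stem, the diencephalon, the optic tectum and the telencephalon (exact sign-flip permutation test, two-sided, p = 0.00391 each, 0.00488 after adjustment for 5 comparisons by the Benjamini-Hochberg method) and in 7 of 9 fish against the cerebellum (p = 0.0156, adjusted 0.0156). Each distance enters the values of both its libraries, and a single deviating library raises all values of its group. The 9 fish are therefore not independent in this test, and its p-values can be too small. The neuropeptide FF gene npff, which marks neurons of the terminal nerve and olfactory bulbs in fish, had 389 to 1500 CPM in 7 of the 9 libraries, but 2.80 CPM (1 read) in the olfactory bulbs of O. nasuta fish 4 and no read in those of O. ventralis fish 1. The gnrh3 gene had no read in either library. Both totals, 368072 and 509495 counts, were above that of O. ventralis fish 2, whose olfactory bulbs held 206 npff reads at 137128 counts. The telencephalic gene tbr1 had 227 CPM in the library of O. nasuta fish 4, within the range of 193 to 257 CPM of the telencephalon, and 44.6 CPM in that of O. ventralis fish 1. A high tbr1 level was not particular to fish 4, since the olfactory bulbs of O. nasuta fish 3 had 298 CPM beside 389 CPM of npff. These values were looked at after the distances had been seen. The paper proposes that the small size of the bulbs and the small amount of RNA may explain the variation.

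**Figure D3:**
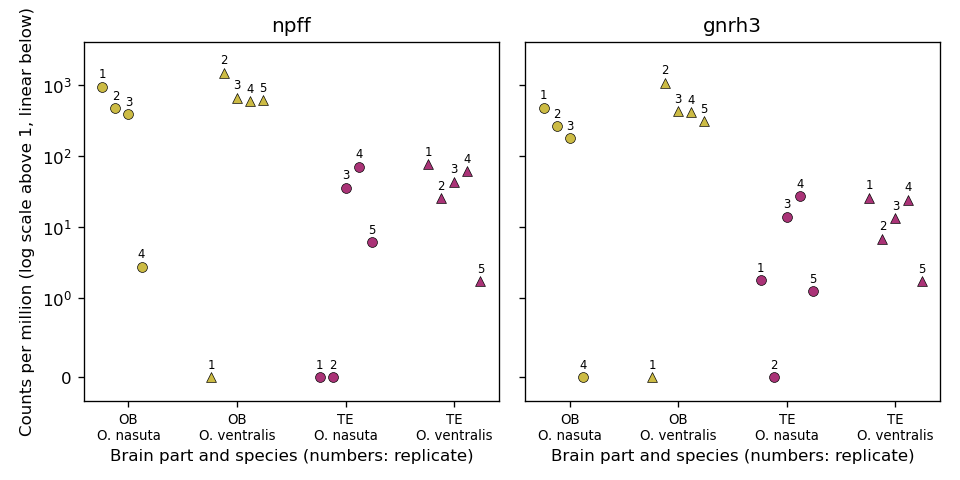
Level of npff and gnrh3 in each olfactory bulb and telencephalon library (CPM on an axis that is logarithmic except near 0), with the fish number at each point. The olfactory bulbs of O. nasuta fish 4 and O. ventralis fish 1 lie near 0 for npff and gnrh3.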

The brainstem, optic tectum and diencephalon contained a large number of enriched GO terms typically with a large number of DE genes (Table 1). The optic tectum plays an important role in sensory detection, and we found four GO terms related to placode formation, two GO terms related to neuromast deposition and two GO terms related to retina morphogenesis (Table S2). The optic tectum also contains many GO terms linked to signaling pathways, cell formation, communication and apoptosis suggesting that the machinery for rewiring is also highly active in this brain part under a social setting. The GO term neuromast deposition was also present in the diencephalon, and the GO term formation of eye tissue was also detected in the brain stem, suggesting that both brain parts are also involved in sensory perception. Amongst the most highly DE genes in the brainstem were the hox genes (Table S1) which play an important role during the formation of the bodyplan in embryos. These genes remain expressed in the hindbrain of adult mouse (Zapala et al., 2005) and were also the most upregulated genes in the cerebellum/hindbrain of sticklebacks under a social setting (Greenwood and Peichel, 2015). 

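The hox gene with the largest change in the brain stem was hoxb3, a gene that patterns the hindbrain in embryos, with log2 fold changes of 7.99 in O. nasuta (SE 0.272, adjusted p = 5.11e-38, edgeR) and 7.79 in O. ventralis (SE 0.289, adjusted p = 9.44e-36). Next came hoxc4 (7.38, SE 0.3, and 6.60, SE 0.292), hoxb8 (6.48, SE 0.308, and 6.43, SE 0.331) and hoxd3 (6.19, SE 0.47, and 5.41, SE 0.498). The genes hoxa2 (6.16, SE 0.514, and 6.22, SE 0.535) and hoxa3 (5.67, SE 0.354, and 5.15, SE 0.369) completed the 6 hox genes that passed the filter, and all 6 were higher in both species (highest adjusted p = 1.69e-14, edgeR). The files list 24 hox genes, of which 18 had too few reads to be tested. Among the latter, hoxa7 had 18 reads in the brain stem and 79 elsewhere while hoxb1 had 39 and 7, so that the restriction to the brain stem is shown for the 6 tested genes only.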

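Fold changes in the brain stem ranged from 51.0 for hoxa3 to 255 for hoxb3 in O. nasuta, and from 35.5 for hoxa3 to 221 for hoxb3 in O. ventralis. The other genes had 166 and 96.9 (hoxc4), 89.2 and 86.2 (hoxb8), 73.0 and 42.6 (hoxd3) and 71.3 and 74.4 (hoxa2), in O. nasuta and O. ventralis, respectively. In the brain stem, hoxb3 had 140 ± 43.2 CPM and 112 ± 24.8 CPM, hoxc4 115 ± 47.2 CPM and 96.8 ± 20.2 CPM, hoxb8 81.8 ± 35.5 CPM and 67.4 ± 15.8 CPM, hoxa3 52.2 ± 19.4 CPM and 39.4 ± 10.6 CPM, hoxd3 30.1 ± 12.5 CPM and 20.0 ± 7.32 CPM and hoxa2 25.3 ± 2.95 CPM and 23.5 ± 3.19 CPM (SD, n = 5 fish each). None of the 6 genes was called in the cerebellum, where the lowest adjusted p was 0.289 (edgeR). A fold change against parts with almost no reads depends on the few reads found there.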

We show that the hox genes are 70–191 times upregulated in the brain stem compared to the average expression in the remaining brain parts (Table S1) while no significant differential regulation of these genes is present in the cerebellum. Moreover, the number of reads mapped to these genes was between 0 and 2 in the non brain stem samples, which shows that they are mainly expressed in the brain stem and not in the cerebellum.

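Outside the brain stem, hoxb3 had 9 reads in 49 libraries and at most 1 read in any of them, hoxa2 4 reads and at most 2, hoxc4 21 reads and at most 2, and hoxd3 7 reads and at most 2. The genes hoxa3 (24 reads) and hoxb8 (19 reads) had at most 3 reads in a library. In the 10 libraries of the cerebellum the number of reads was 8 for hoxb8, 7 for hoxc4, 6 for hoxa3, 1 for hoxa2, 1 for hoxb3 and 0 for hoxd3. These homeobox genes set the position of cells along the body axis.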

### Gene expression differences between brain parts are conserved across species

Our analyses show concordant patterns between the two species in terms of differences in fold changes (Figure 1, Figure S2), number of DE genes (Figure 2), and enriched biological processes (Figure 3, Figure S3). Our statistical analyses identified only 32 genes with a significant difference in fold change between species. These genes were involved in basic biological processes related to transcription and transport of molecules between cells (Table S3) and indicate that the neural networks and functioning of the brain in both species are consistent. In addition to the small number of significant interaction genes, we found a large proportion of genes (on average 86% genes) with an equivalent logFC in each contrast in both species, showing that gene expression differences between brain parts are conserved across species.

### Expression of genes linked to fish behavior across the female brain under a social setting

Immediate early genes (IEG) play an important role in gene x environment interactions because they rapidly respond to environmental cues and provide the possibility of lasting adaptation to new environmental conditions through the regulation of genes involved in neuronal activity and plasticity (Herdegen and Leah, 1998). IEG show a basal expression in many brain regions, and particularly so where neurons recieve ongoing synaptic input (Herdegen and Leah, 1998). 

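The level of egr1 in the olfactory bulbs was 263 ± 96.5 CPM in O. nasuta (SD, n = 4 fish) and 295 ± 169 CPM in O. ventralis (SD, n = 5), and did not differ there from the average of the other parts (adjusted p = 0.221 and 0.129, edgeR). Its level in the telencephalon was 331 ± 70.3 CPM and 333 ± 109 CPM, and in the cerebellum 287 ± 178 CPM and 277 ± 149 CPM (SD, n = 5 each). The bdnf gene had 75.0 ± 33.7 CPM (SD, n = 4) and 55.5 ± 20.4 CPM (SD, n = 5) in the olfactory bulbs and 1.93 ± 1.95 CPM and 6.01 ± 4.67 CPM (SD, n = 5 each) in the cerebellum. For fosb the olfactory bulbs had the highest level of all parts, with 88.3 ± 27.4 CPM (SD, n = 4) and 87.1 ± 51.7 CPM (SD, n = 5). For fosl2 the level was 37.6 ± 14.2 CPM (SD, n = 4) and 80.9 ± 40.9 CPM (SD, n = 5), below that of the telencephalon in O. nasuta (67.2 ± 32.5 CPM, SD, n = 5). These genes switch on within minutes of neuronal activity.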

Our results indeed show that *egr1, bdnf*, *fosb*, and *fosl2* are expressed throughout the female brain and obtain high gene expression in the olfactory bulbs (Figure S5). *Egr1* is a transcription factor encoding gene that allows a rapid response to social opportunities in birds (Mello et al., 1992) and cichlids. In addition, *egr1* and *bdfn* have been linked to learning and performing a spatial task and were significantly more expressed in the telencephalon in the cichlid *A. burtoni* (Wood et al., 2011) which agrees with our results. *egr1* mediates the transcription of the *gnrh1* gene in the gonadotropin-releasing-containing neurons located in the hypothalamic–preoptic area of the brain (Fernald and Maruska, 2012). Our results show that *gnrh1* and *gnrh3* are expressed in the olfactory bulbs and to a lesser extent in the telencephalon. This is in agreement with the forebrain localisation of both hormones in sea bass (Gonzalez-Martinez et al., 2001).

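In the olfactory bulbs gnrh3 had 232 ± 200 CPM in O. nasuta (SD, n = 4 fish) and 450 ± 395 CPM in O. ventralis (SD, n = 5), and in the telencephalon 8.92 ± 11.8 CPM and 14.5 ± 10.6 CPM (SD, n = 5 each). The gnrh1 gene had 9.90 ± 11.7 CPM (SD, n = 4) and 46.9 ± 65.1 CPM (SD, n = 5) in the olfactory bulbs, and 7.15 ± 3.04 CPM and 7.08 ± 3.82 CPM (SD, n = 5 each) in the telencephalon. In the telencephalon every library held gnrh1 reads, between 2 and 9 of them. In the olfactory bulbs 3 of 4 libraries of O. nasuta and 3 of 5 of O. ventralis did, and the olfactory bulbs of O. ventralis fish 4 alone had 153 CPM. In the cerebellum gnrh3 had no read in O. nasuta, which allows up to 1.35 CPM over its 5 libraries, and 2 reads in O. ventralis. Both genes encode gonadotropin-releasing hormones, and the means of the olfactory bulbs include the 2 libraries in which neither gnrh3 nor npff was found beyond 1 read.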

Two hormones are known to play an important role in social behavior in fishes and other vertebrates: arginine vasotocin (*avpi1*) and isotocin (*oxt*). These are both expressed in the preoptic area of the anterior hypothalamus (located in the diencephalon) in fish (Godwin and Thompson, 2012) and in the hypothalamus of human (Sukhov et al., 1993). Our results show that the expression of vasotocin (*avpi1*) in *Ophthalmotilapia* occurs at low levels in all brain parts, and significantly more in the cerebellum than in the other brain parts (Figure S5). 

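The level of avpi1 in the cerebellum was 35.7 ± 12.7 CPM in O. nasuta and 39.2 ± 31.2 CPM in O. ventralis (SD, n = 5 fish each), against averages of 13.9 and 14.9 CPM in the other brain parts. In the cerebellum of O. ventralis fish 5 it was 86.2 CPM, apart from the other 4 fish. Elsewhere it lay between 10.6 ± 4.04 CPM in the telencephalon of O. ventralis (SD, n = 5) and 23.8 ± 11.3 CPM in the olfactory bulbs of the same species (SD, n = 5). The symbol avpi1 is that of a gene induced by arginine vasopressin in mammals, and the files list no gene under the symbols avt or avp.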

Isotocin on the other hand was highly and consistently expressed only in the brainstem of both species (Figure S5). This is different than gene expression of oxytocin (the vertebrate homolog of fish isotocin) in the homolog of the telencephalon and diencephalon in rodents (Bosch, 2013) and in the homolog of the diencephalon in humans (Sukhov et al., 1993; Bosch, 2013). 

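In the brain stem the isotocin gene oxt had a mean level of 363 ± 250 CPM in O. nasuta (SD, n = 5 fish) and of 314 CPM in O. ventralis (n = 5). The 5 brain stem libraries of O. ventralis held 220 to 432 CPM, and 4 of those of O. nasuta 208 to 584 CPM, while that of O. nasuta fish 1 held 1.74 CPM (1 read). That fish had 30.1 CPM in the diencephalon, and O. nasuta fish 3 had 164 CPM there beside 208 CPM in the brain stem. O. ventralis fish 3 had 829 CPM in the olfactory bulbs and 27.2 CPM in the telencephalon beside 263 CPM in the brain stem, and O. ventralis fish 5 had 60.5 CPM in the olfactory bulbs. These values per fish are from a scaling of all 60 libraries, in which the olfactory bulbs of O. nasuta fish 5 (25798 counts, left out by the paper) had no oxt read. Over the 10 fish, the level in the brain stem and the sum of the other parts had a Spearman correlation of −0.624 (permutation test, p = 0.0607) and a Pearson correlation of −0.234 (permutation test, p = 0.546). Without the 2 fish farthest from the median of the summed level of the other parts, they were −0.619 and −0.554, so that the relation was not detectable with 10 fish. This relation was examined after the values per fish had been seen. In O. ventralis no read of oxt was found in the cerebellum, which places it at least 112-fold below the average of the other parts.

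**Figure D4:**
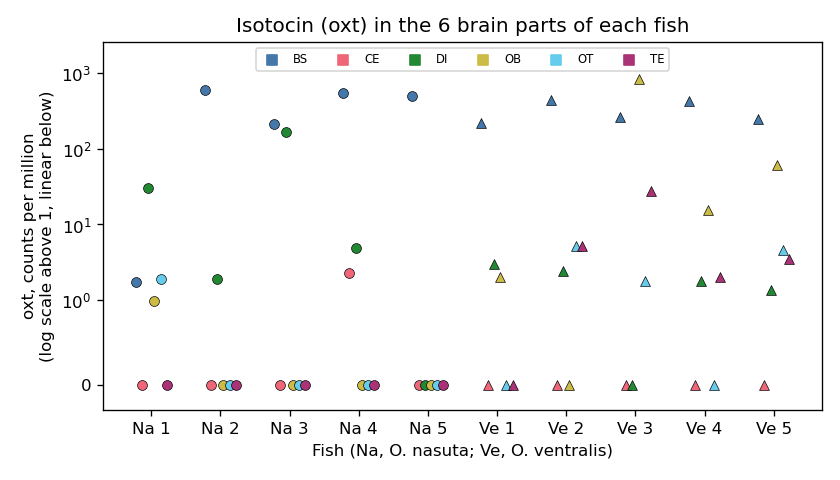
Level of the isotocin gene oxt (CPM) in the 6 brain parts of each of the 10 fish, from all 60 libraries. The brain stem is highest in 8 fish, the diencephalon in O. nasuta fish 1 and the olfactory bulbs in O. ventralis fish 3.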

*Vip* (vasoactive intestinal peptide) has shown differential expression in the cerebellum of stickleback males and its expression is regulated in opposite directions during courtship and a territorial challenge (Sanogo and Bell, 2016). In contrast, *Vip* was not expressed in the cerebellum of chick but was detected in several other brain parts, with highest expression levels in the diencephalon (Kuenzel et al., 1997). Our results show that *Vip* was also not expressed in the cerebellum of *Ophthalmotilapia* females, and was significantly more expressed in the brainstem and the diencephalon. 

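In the cerebellum vip had no read in any of the 10 libraries, which allows a level of up to 1.35 CPM in O. nasuta and 0.892 CPM in O. ventralis and places it at least 3.78-fold and 10-fold below the average of the other parts. Its level was 12.3 ± 6.00 CPM in O. nasuta and 12.0 ± 2.77 CPM in O. ventralis in the brain stem, and 9.58 ± 4.58 CPM and 11.4 ± 1.57 CPM in the diencephalon (SD, n = 5 fish each). The olfactory bulbs of O. ventralis had the highest mean, 20.6 ± 19.4 CPM (SD, n = 5), while those of O. nasuta had 2.46 ± 2.93 CPM (SD, n = 4). The telencephalon (0.976 ± 0.95 CPM and 2.73 ± 2.7 CPM, SD, n = 5 each) and the optic tectum (1.13 ± 2.52 CPM and 1.45 ± 2.19 CPM, SD, n = 5 each) had few reads. The gene encodes a peptide that sets the phase of the daily clock in mammals, besides its part in social behavior.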

Neuroserpin and neuroligin modulate synaptic plasticity and synaptogenesis in the human brain (Dean and Dresbach, 2006; Miranda and Lomas, 2006), and play a role in female mate choice of swordtails (Cummings et al., 2008). Neuroserpin is especially expressed in the human homologs of the fish telencephalon, diencephalon and cerebellum (Miranda and Lomas, 2006) and is believed to play a key role in memory and learning. We find that both genes are expressed in all brain regions of the two ciclid species, and that neuroserpin was significantly more expressed in the telencephalon, diencephalon and olfactory bulbs.

Since behavioral patterns and adaptation to new environments may be linked to receptor activity in the brain rather than to signaling activity (Di Poi et al., 2016), we screened the expression of 16 receptor genes involved in four physiological regulatory networks. Two serotonergic receptors (*htr1a* and *htr2a*), one dopaminergic receptor (*drd2*) and one adrenergic receptor (*adrb1*) are expressed in all parts of the female brain, except for the cerebellum. In this brain part, there was a strong expression of the *adrb1* gene, but the other receptors were not expressed (Figure S4). 

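Outside the cerebellum htr1a had means between 4.47 CPM in the telencephalon of O. nasuta and 28.4 CPM in the optic tectum of O. ventralis, htr2a between 10.8 CPM in the diencephalon of O. nasuta and 44.7 CPM in the optic tectum of the same species, and drd2 between 17.2 CPM in the diencephalon of O. nasuta and 69.9 CPM in the olfactory bulbs of O. ventralis. The adrb1 gene had 13.6 ± 5.77 CPM in the diencephalon and 125 ± 50.3 CPM in the brain stem of O. ventralis (SD, n = 5 fish each). These genes encode receptors through which serotonin, dopamine and noradrenaline act.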

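The level of adrb1 in the cerebellum was 812 ± 70.2 CPM in O. nasuta and 784 ± 203 CPM in O. ventralis (SD, n = 5 fish each), against averages of 47.1 and 49.5 CPM in the other parts. The dopamine receptor gene drd2 was found in the cerebellum at 2.01 ± 2.00 CPM and 0.14 ± 0.312 CPM (SD, n = 5 each), and was lower there than in the other parts (log2 fold change −3.86, SE 0.494, adjusted p = 3.33e-10, and −5.96, SE 0.511, adjusted p = 2.15e-17, edgeR). The serotonin receptor gene htr2a had 1.24 ± 1.70 CPM and 1.98 ± 2.40 CPM (SD, n = 5 each) and was lower (−3.98, SE 0.495, adjusted p = 1.29e-10, and −3.38, SE 0.417, adjusted p = 1.04e-10, edgeR). The htr1a gene had 1 read in the 5 libraries of O. nasuta and none in those of O. ventralis, which places it at least 14.7-fold below the average of the other parts in O. ventralis.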

The adrenergic system regulates anxiety and social behavior through adrenergic receptors, which form the bridge between the sympathic nervous system and the cardivascular system and with many endocrine and parenchymal tissues in animal *in vitro* systems (Hein and Kobilka, 1997). In agreement with our results, a high density of the adrenergic beta receptors have been documented in the cerebellum and diencephalon of the zebrafish (Ampatzis and Dermon, 2016).

## Conclusion

The results of our study demonstrate substantial differential gene expression between all six brain parts which are consistent between two closely related cichlid species that have similar morphology and behavior. The detection of differential gene expression in the different brain parts of closely related species greatly improves our understanding of the genetic basis of the functional differences of different brain regions. We also detected several genes linked to fish behavior under our control setting. The pronounced differences between brain regions indicate that understanding the interactions between genes and behavioral responses in *Ophthalmotilapia* will be enhanced by neurogenomic profiling of the separate brain regions.

## Data accesibility

RNA sequences: the data presented in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE109106 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106109). R script: see Datasheet 1 in online Supporting Information.

## Author contributions

EV, SD, JV, KH, EP, PP, LK. and MV concieved the idea, SD, KH, JV, and LK optimized the methodology, JV and KH generated the sequencing data and optimized the bioinformatic pipeline for filtering and mapping the reads, SD, KV, and LC analyzed the data, KV and LC performed the statistical analyses, SD wrote the manuscript. All authors contributed critically to the drafts and gave final approval for publication.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

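The genes of this table were selected for a change significantly beyond a log2 fold change of 2 in the same brain part of both species. From the counts, such genes numbered 453 in the cerebellum, 108 in the telencephalon, 90 in the diencephalon, 87 in the brain stem, 83 in the optic tectum and 58 in the olfactory bulbs. The copy of the table used here lists fewer, 261 in the cerebellum, 71 in the telencephalon, 49 in the diencephalon, 65 in the brain stem, 60 in the optic tectum and 42 in the olfactory bulbs. A log2 fold change of 2 is a 4-fold difference between a brain part and the average of the other 5 parts. The test used asks whether a change exceeds this limit, and a gene with a fitted value just above 2 is therefore not counted. In the diencephalon the muscarinic receptor gene chrm5 (log2 fold change 4.07 in O. nasuta, SE 0.33, and 4.68 in O. ventralis, SE 0.342, edgeR) and the prospero homeobox gene prox1 (4.55, SE 0.182, and 5.09, SE 0.17) belong to them.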

Table S1 List of genes that are DE in both species with a |log2FC| > 2. Both the locus name (Locus) and gene ID (GeneID) from Oreochromis niloticus of each gene is provided, along with the gene ontology ID (GoID) and Biological Process. 

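The locus names are those of the annotation of O. niloticus, the tilapia to whose genome the reads of both species were mapped, and 5267 of the 11680 genes tested carry a name of this kind and no symbol. Genes of the table that mark known cell types include arx in the olfactory bulbs, a homeobox gene of inhibitory interneurons, with log2 fold changes of 5.11 in O. nasuta (SE 0.426, adjusted p = 8.36e-14, edgeR) and 6.18 in O. ventralis (SE 0.365, adjusted p = 7.06e-19). The gene gata3, a zinc finger gene of midbrain inhibitory neurons, had 222 ± 15.4 CPM and 199 ± 29.8 CPM in the optic tectum (SD, n = 5 each). The metabotropic glutamate receptor gene grm2 had 230 ± 17.6 CPM and 236 ± 10.3 CPM in the telencephalon (SD, n = 5 each).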

LogFC and adjusted p-values after the stage-wise statistical analyses for O. nasuta (Na) and O. ventralis (Ve) are provided. ‘Brainpart’ refers to the brainpart in which the DE of the gene was found.

Table S2 GO terms for each brainpart identified by CAMERA as significantly enriched. For each brainpart (BS, CE, TE, OT, OB, DI), the GO term, Biological process, adjusted P-value for O. nasuta (adj Pvalue ON) and for O. ventralis (adj Pvalue OV) are provided. GO terms and Biological processes in bold are uniquely enriched in that particular brainpart.

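An interaction means that the difference between a pair of brain parts is not the same in both species. For each gene the joint test asks whether any of the 15 pairs differs, and the comparisons are then tested within the gene. In the data LOC100707699, for example, had a log2 fold change between the optic tectum and the telencephalon that was lower in O. nasuta by −2.48 (SE 0.359, adjusted p = 6.81e-06, edgeR).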

Table S3 Genes that are significantly different for the interaction brain part ^*^ species after the stage wise testing procedure. Gene, Locus name Oreochromis niloticus; GeneID, GeneID Oreochromis niloticus; log2 FC, log fold chance; adj P value, adjusted P value according to Holm; contrast, contrast compared between O. nasuta and O. ventralis; go_id, go_id retrieved using Biomart; Biological Process, biological process the gene is involved in; NA, not available.

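Each value of this table sets 1 brain part of a species against the average of its other 5 parts, on a log2 scale, so that 1 unit is a 2-fold difference. A gene with high expression in a single part can therefore have negative values in others. For adrb1 the high level in the cerebellum enters the average against which the diencephalon (16.3 ± 3.86 CPM in O. nasuta, SD, n = 5 fish) is set, while its values in the brain stem were above 0 (0.59 in O. nasuta and 1.21 in O. ventralis).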

Table S4 Log2FC represent the gene expression in each brainpart compared to the average gene expression in the remaining 5 brainparts. Genes that are significantly differentially expressed in both species are indicated with LogFC and AdjP values in bold. 

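Genes described as not expressed can still have reads that the filter of 15 CPM in 4 libraries removes. The gene gnrh2, a gonadotropin-releasing hormone of the midbrain, had 61 reads in the 59 libraries, of which 57 were in the brain stem. The kisspeptin receptor gene gpr54 had 139 reads, the serotonin receptor gene htr2b 21 and the melanocortin receptor gene mc2r 1. The glucocorticoid receptor gene nr3c1 passed the filter, with 204 ± 41.0 CPM in O. nasuta and 238 ± 30.4 CPM in O. ventralis in the cerebellum (SD, n = 5 fish each), as did the mineralocorticoid receptor gene nr3c2, with 426 ± 44.8 CPM and 494 ± 45.3 CPM. The transcription factor gene jund passed as well, with 225 ± 70.1 CPM in the telencephalon of O. nasuta (SD, n = 5).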

Values in bold indicate genes that are significantly more expressed compared to the average gene expression in the other brainparts in both species. not expressed' means that the genes were not detected at all in the current dataset. blank lines indicate that the gene was not DE or was not expressed in that particular brainpart/species.

Figure S1 STAR alignment scores of the reads for each of the 60 samples. All reads were mapped against the Oreochromis nilo-cus genome version ASM185804v2. Green: % of reads uniquely mapped; Blue: % of reads mapped to mulJple loci; orange: % of reads not mapped because the read was too short; Red: % of reads not mapped for other reasons (eg because they were too different from the reference genome). On average, 53.4% of the reads uniquely mapped against the O. nilo-cus genome and only a small fracJon (2.5 – 5.3 %) of the reads were mapped to mulJple loci.

Figure S2 Heatmap of log2 values of cpm from the top 200 genes that are differentially expressed in one brain part compared to the average expression in the other five brain parts for O. nasuta and O. ventralis. Rows represent genes, columns represent brain parts. (Na: O. nasuta; Ve: O. ventralis; BS, brainstem; CE, cerebellum; DI, diencephalon; OB, olfactory bulb; OT, optic tectum; TE, telencephalon; 1-5: biological replicates).

Figure S3 Bubble plots of significant GO terms determined by CAMERA. Plots for each brainpart (BS, OB, CE, OT, DI and TE) are side by side for the two species (Na or Ve). Only significant GO terms are labelled. The Y-axis represents the significance of the GO term (the higher the value in the plot, the more significant the term is), the X-axis shows the Z-score, a measure that indicates whether the biological process is more likely to be decreased (negaSve values) or increased (posiSve values), circles represent GO terms and the size of the circle illustrates the number of genes included in the GO term. The yellow line demarcates the 5% significance level.

Figure S4 Log2 cpm values of the 32 interaction genes in each brain part for O. nasuta (Black) and O. ventralis (Red).

Figure S5 Number of reads in each of the 59 sample safter quality filtering for four immediate early genes (bdnf, egr1, fosb, fosl2), nine behavioral genes (avpi1, gabarap, gnrh1, gnrh3, kpna1, nlgn3, oxt, serpini1, vip) and four receptor genes (adrb1, drd2, htr1a, htr2a) reported in previous studies (see references in Table S4). Note that the Y-axis has different limits between genes to enhance visualisation.

# Supplementary material for: Neurogenomic Profiling Reveals Distinct Gene Expression Profiles Between Brain Parts That Are Consistent in Ophthalmotilapia Cichlids
**Source:** Front Neurosci. 2018 Mar 9;12:136. doi: 10.3389/fnins.2018.00136
**Supplement:** Figure S1 — STAR alignment scores of the reads for each of the 60 samples. All reads were mapped against the Oreochromis nilo-cus genome version ASM185804v2. Green: % of reads uniquely mapped; Blue: % of reads mapped to mulJple loci; orange: % of reads not mapped because the read was too short; Red: % of reads not mapped for other reasons (eg because they were too different from the reference genome). On average, 53.4% of the reads uniquely mapped against the O. nilo-cus genome and only a small fracJon (2.5 – 5.3 %) of the reads were mapped to mulJple loci.

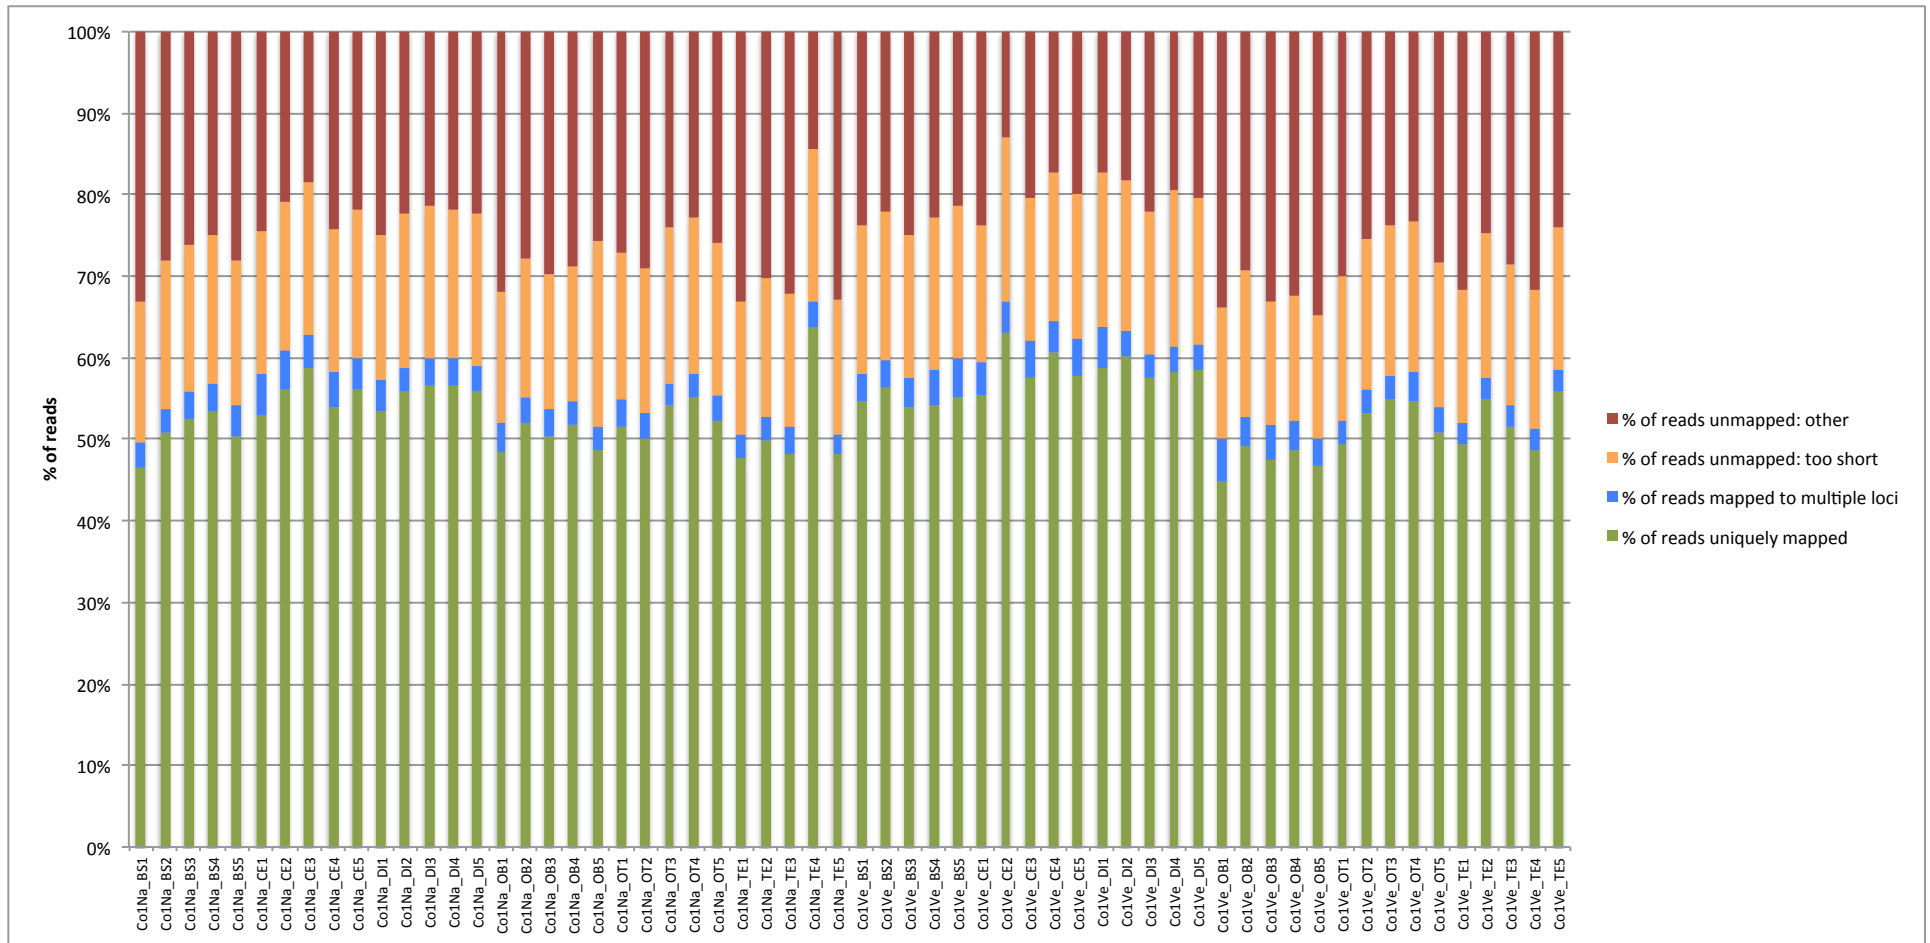

Fig S1: STAR alignment scores of the reads for each of the 60 samples. All reads were mapped against the *Oreochromis niloticus* genome version ASM185804v2. Green: % of reads uniquely mapped; Blue: % of reads mapped to multiple loci; orange: % of reads not mapped because the read was too short; Red: % of reads not mapped for other reasons (eg because they were too different from the reference genome). On average, 53.4% of the reads uniquely mapped against the *O. niloticus* genome and only a small fraction (2.5 – 5.3 %) of the reads were mapped to multiple loci

# Supplementary material for: Neurogenomic Profiling Reveals Distinct Gene Expression Profiles Between Brain Parts That Are Consistent in Ophthalmotilapia Cichlids
**Source:** Front Neurosci. 2018 Mar 9;12:136. doi: 10.3389/fnins.2018.00136
**Supplement:** Figure S3 — Bubble plots of significant GO terms determined by CAMERA. Plots for each brainpart (BS, OB, CE, OT, DI and TE) are side by side for the two species (Na or Ve). Only significant GO terms are labelled. The Y-axis represents the significance of the GO term (the higher the value in the plot, the more significant the term is), the X-axis shows the Z-score, a measure that indicates whether the biological process is more likely to be decreased (negaSve values) or increased (posiSve values), circles represent GO terms and the size of the circle illustrates the number of genes included in the GO term. The yellow line demarcates the 5% significance level.

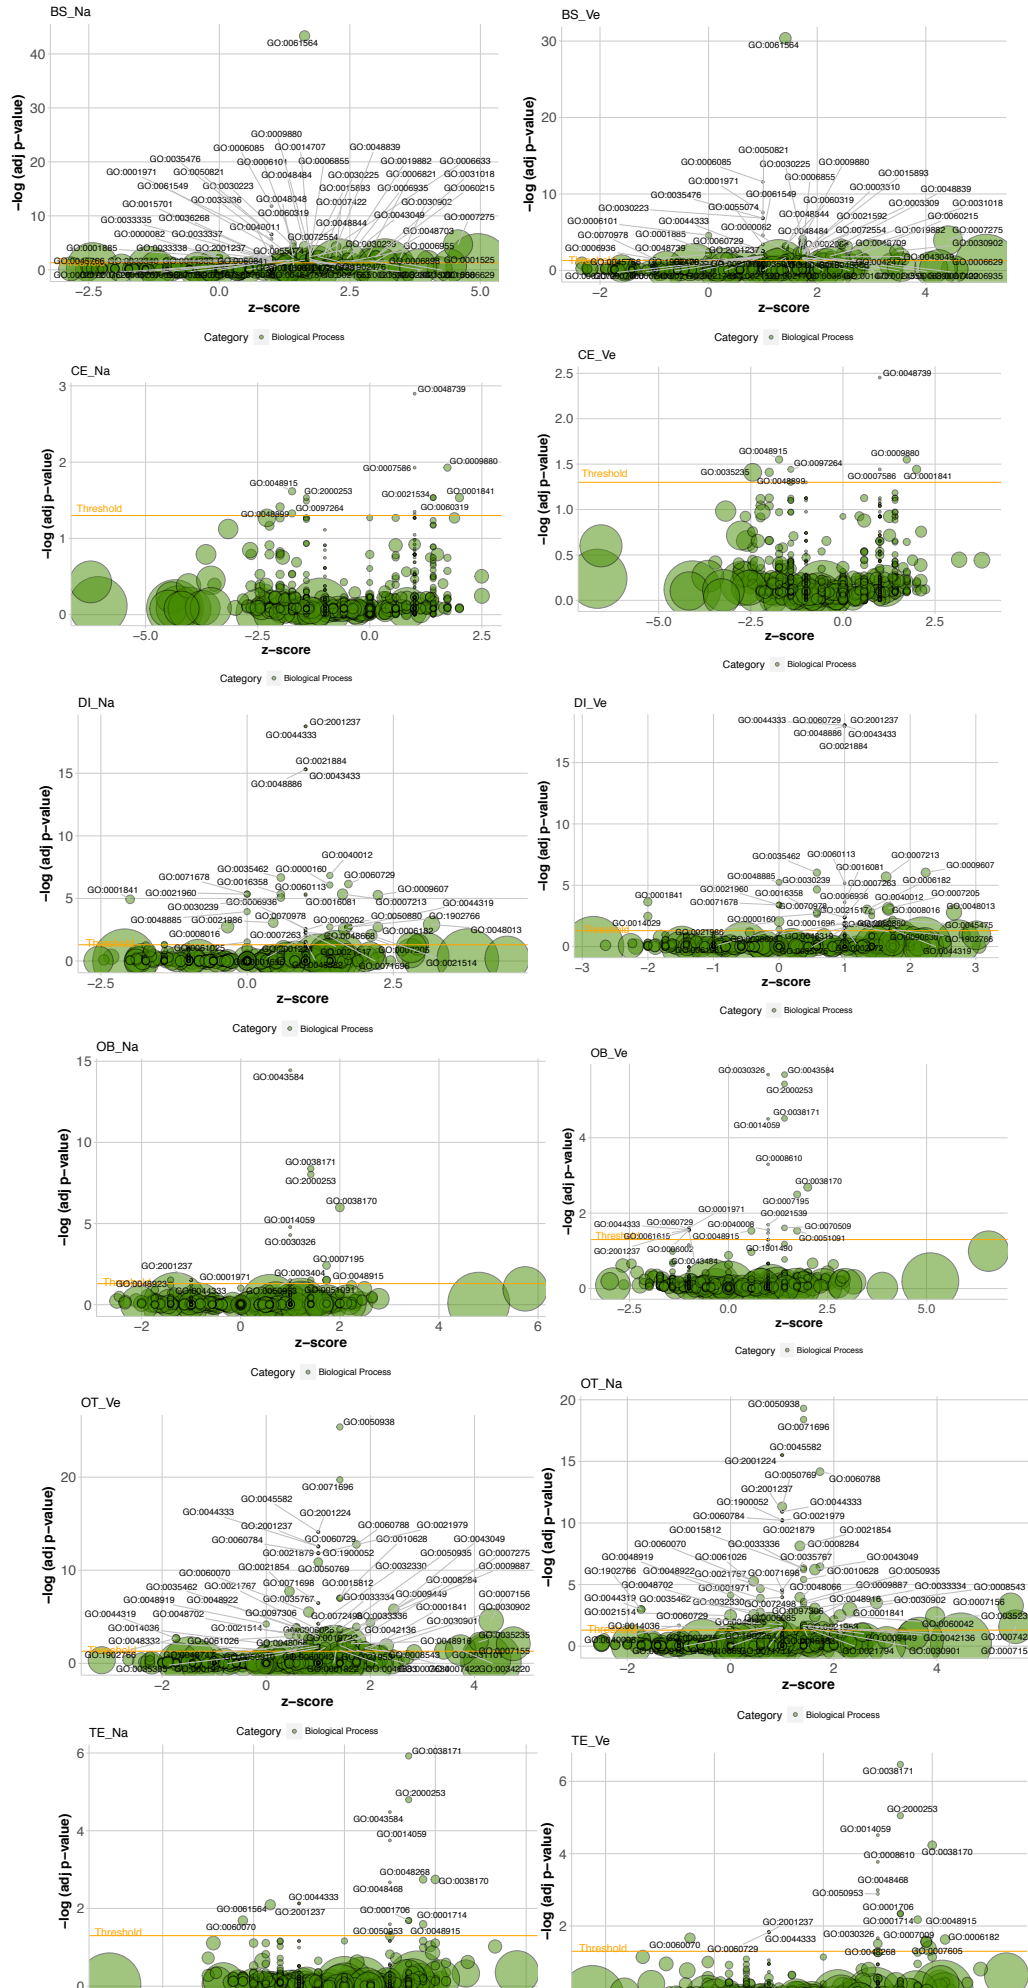

Fig 3. Bubble plots of significant GO terms determined by CAMERA. Plots for each brainpart (BS, OB, CE, OT, DI and TE) are side by side for the two species (Na or Ve). Only significant GO terms are labelled. The Y-axis represents the significance of the GO term (the higher the value in the plot, the more significant the term is), the X-axis shows the Z-score, a measure that indicates whether the biological process is more likely to be decreased (negative values) or increased (positive values), circles represent GO terms and the size of the circle illustrates the number of genes included in the GO term. The yellow line demarcates the 5% significance level.

# Supplementary material for: Neurogenomic Profiling Reveals Distinct Gene Expression Profiles Between Brain Parts That Are Consistent in Ophthalmotilapia Cichlids
**Source:** Front Neurosci. 2018 Mar 9;12:136. doi: 10.3389/fnins.2018.00136

LOC100709972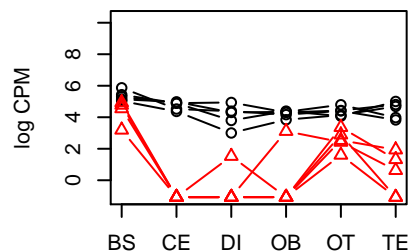**bhlhe41**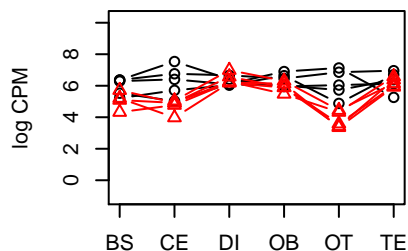**LOC100698791**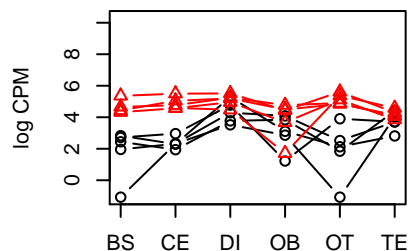**LOC100707699**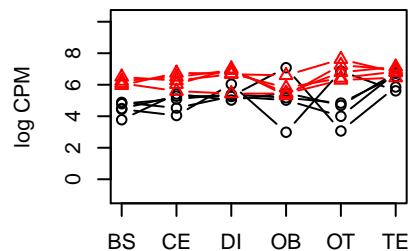**LOC100693993**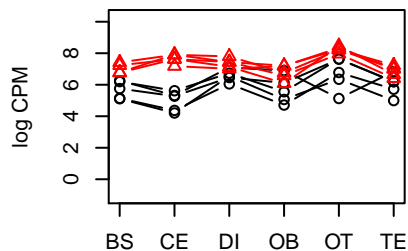**LOC100690564**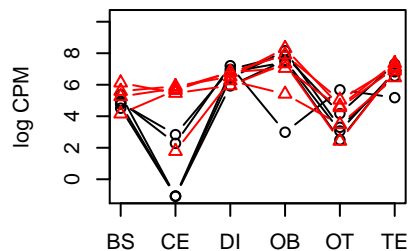**LOC100708109**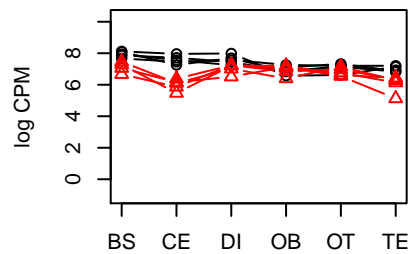**Ig6h16orf45**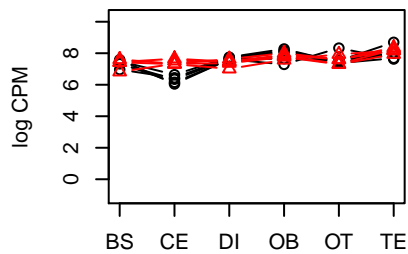**ppl**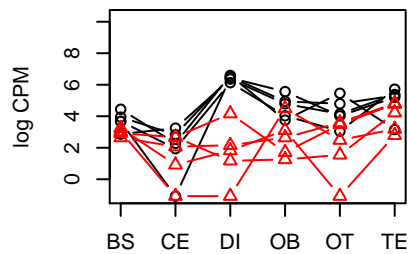

synpr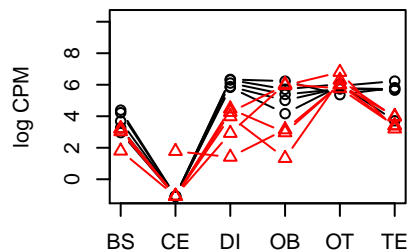**LOC100692868**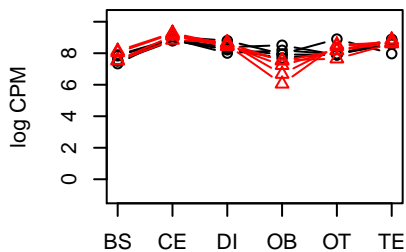**LOC100695791**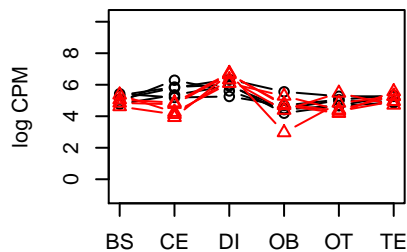**LOC100698155**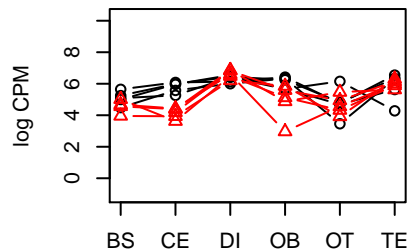**LOC100710771**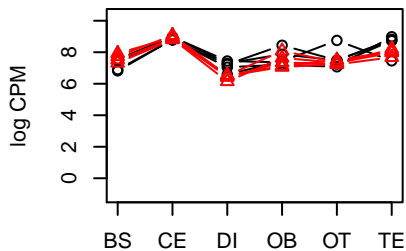**sgcd**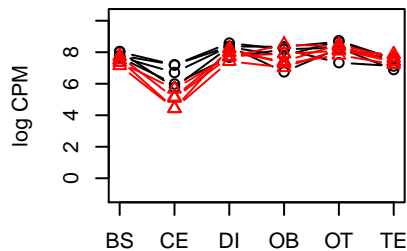**LOC100703019**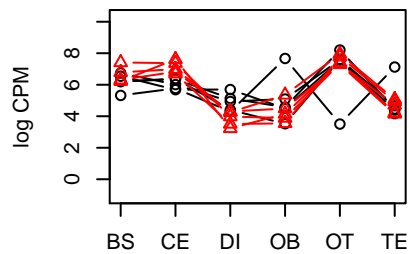**LOC100690287**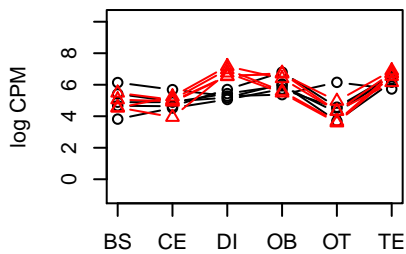**LOC100697202**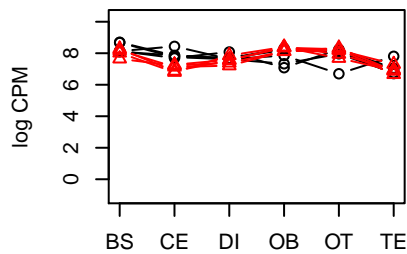

LOC102076382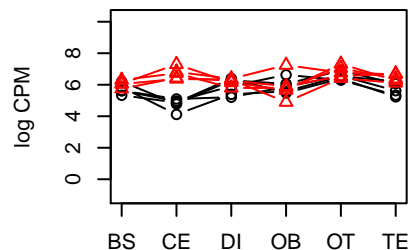**ntng1**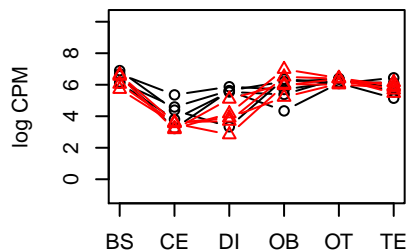**LOC100706597**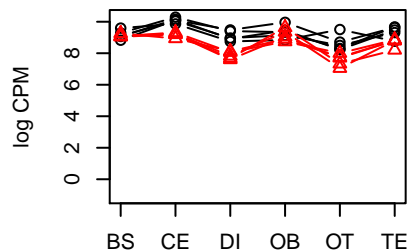**LOC100702539**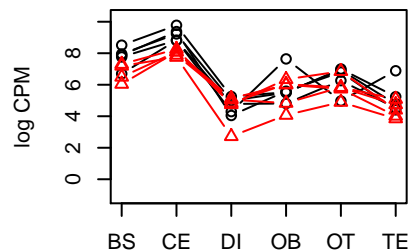**pparg**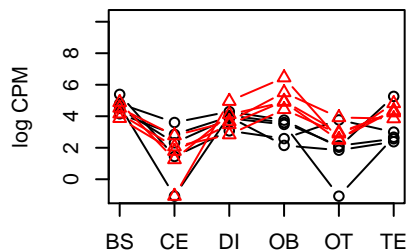**LOC100692612**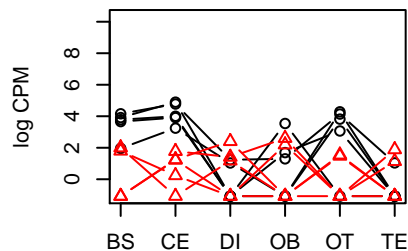**LOC100695038**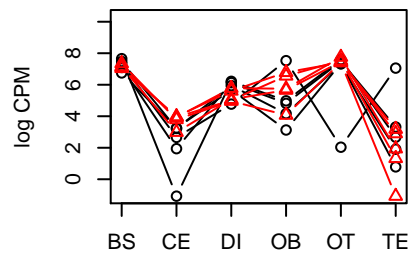**sgsm2**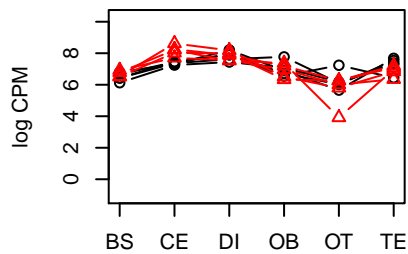**LOC100705676**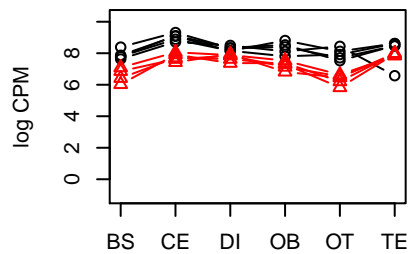

kiaa0100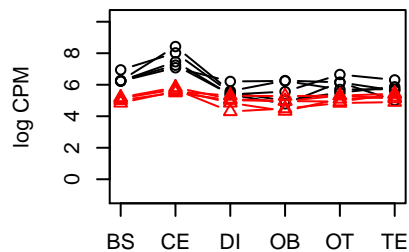**LOC100691689**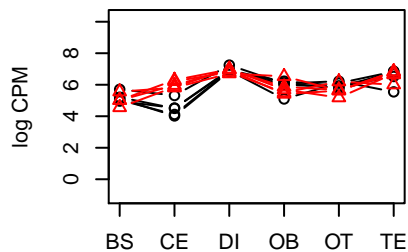**ddit4**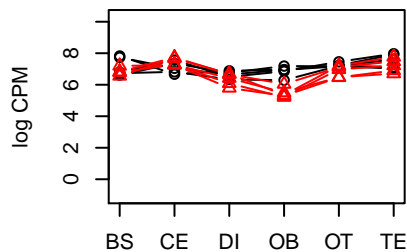**LOC100695017**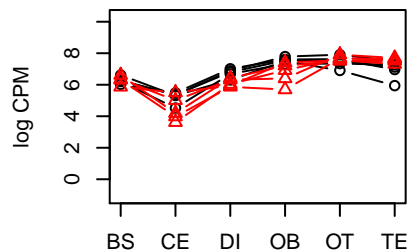**galnt18**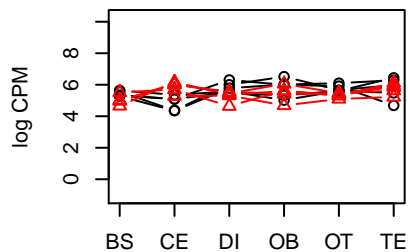

**Supplement:** Figure S4 — Log2 cpm values of the 32 interaction genes in each brain part for O. nasuta (Black) and O. ventralis (Red).

# Supplementary material for: Neurogenomic Profiling Reveals Distinct Gene Expression Profiles Between Brain Parts That Are Consistent in Ophthalmotilapia Cichlids
**Source:** Front Neurosci. 2018 Mar 9;12:136. doi: 10.3389/fnins.2018.00136
**Supplement:** Figure S5 — Number of reads in each of the 59 sample safter quality filtering for four immediate early genes (bdnf, egr1, fosb, fosl2), nine behavioral genes (avpi1, gabarap, gnrh1, gnrh3, kpna1, nlgn3, oxt, serpini1, vip) and four receptor genes (adrb1, drd2, htr1a, htr2a) reported in previous studies (see references in Table S4). Note that the Y-axis has different limits between genes to enhance visualisation.

bdnf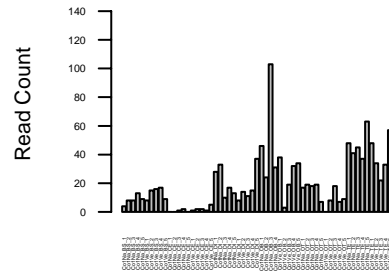**egr1**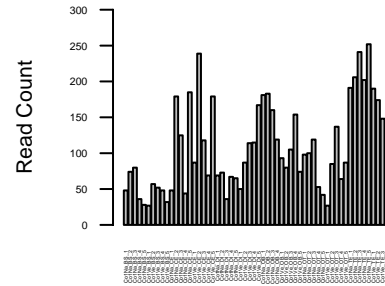**fosb**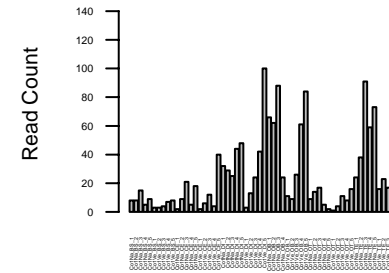**fosl2**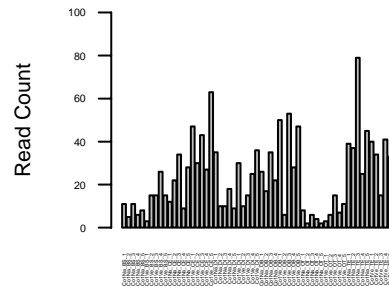**avpi1**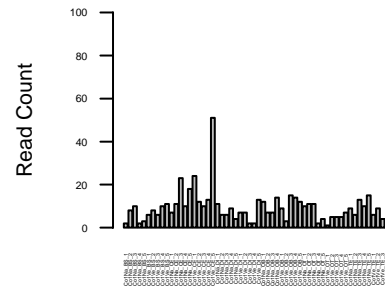**gabarap**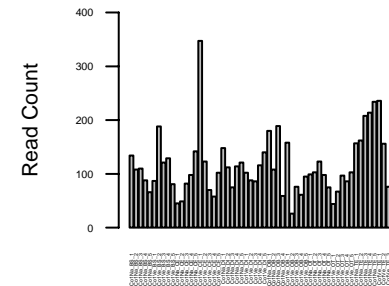**gnrh1**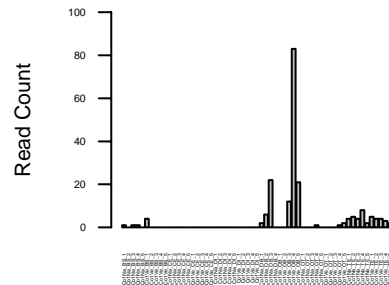**gnrh3**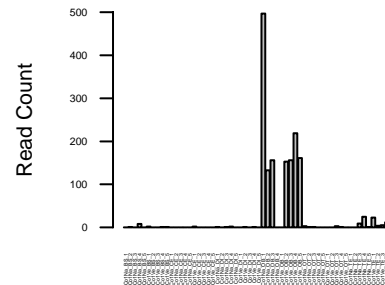**kpna1**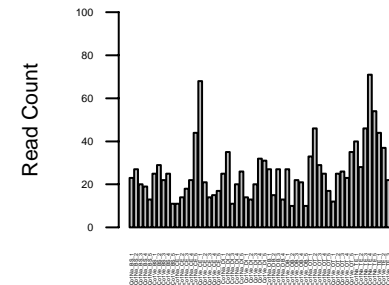

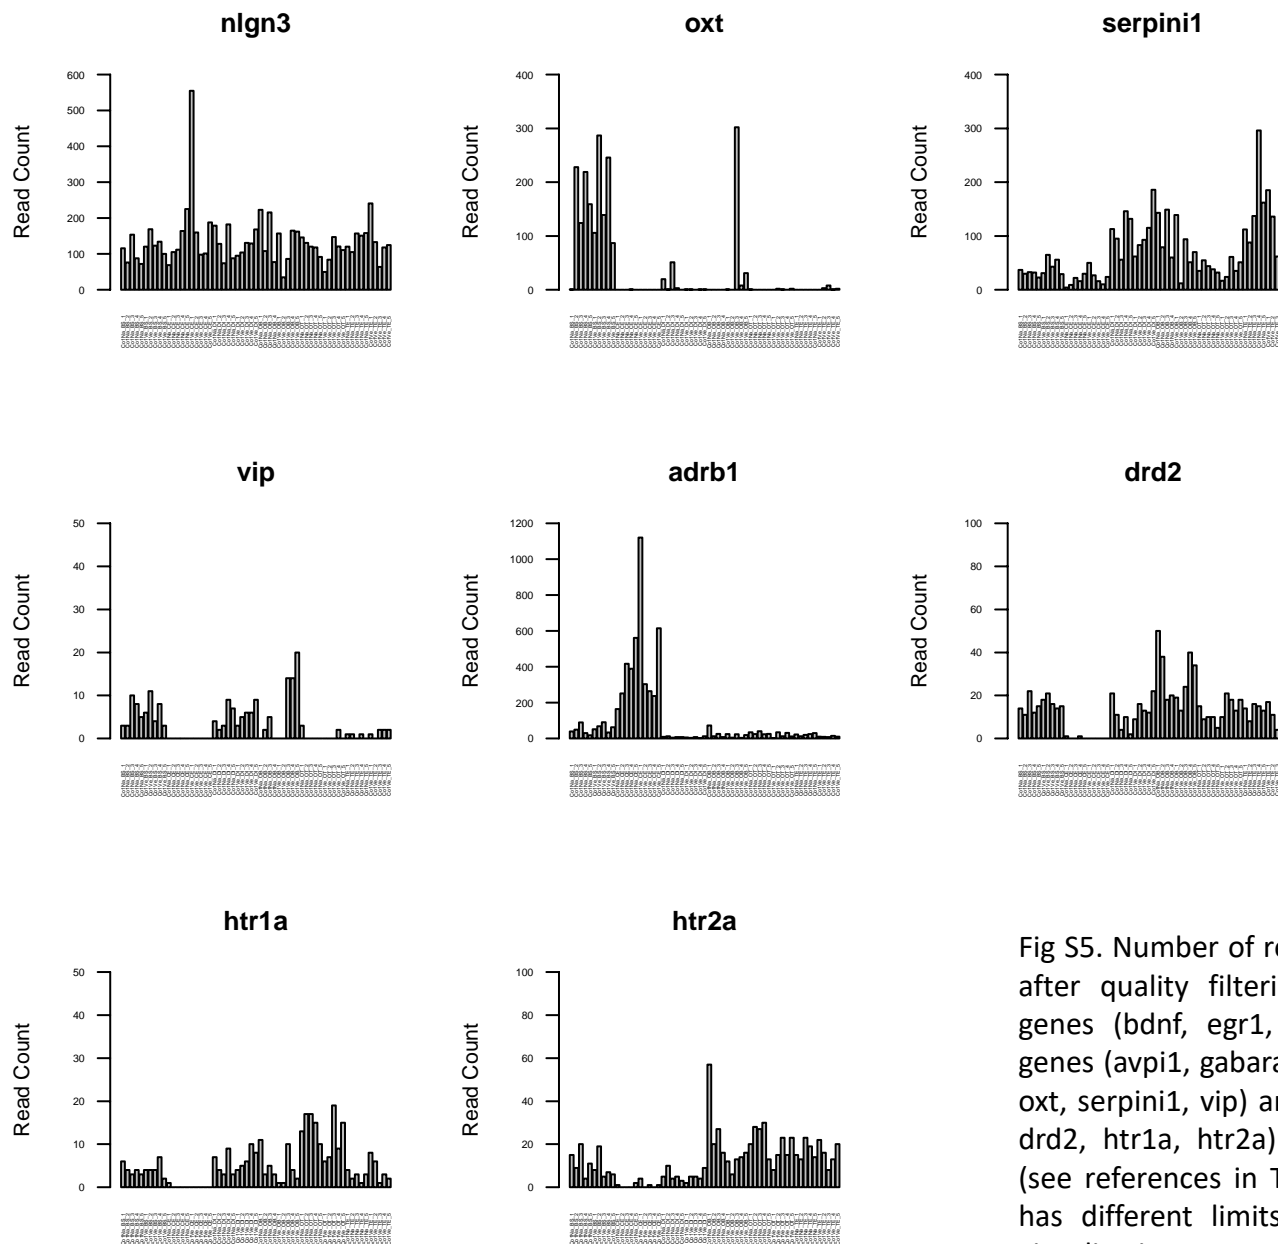

Fig S5. Number of reads in each of the 59 samples after quality filtering for four immediate early genes (*bdnf*, *egr1*, *fosb*, *fosl2*), nine behavioral genes (*avpi1*, *gabarap*, *gnrh1*, *gnrh3*, *kpna1*, *nlgn3*, *oxt*, *serpin1*, *vip*) and four receptor genes (*adrb1*, *drd2*, *htr1a*, *htr2a*) reported in previous studies (see references in Table S4). Note that the Y-axis has different limits between genes to enhance visualisation.

# Supplementary material for: Neurogenomic Profiling Reveals Distinct Gene Expression Profiles Between Brain Parts That Are Consistent in Ophthalmotilapia Cichlids
**Source:** Front Neurosci. 2018 Mar 9;12:136. doi: 10.3389/fnins.2018.00136
**Supplement:** Supplementary file 10

This script has been used in EdgeR v 3.12

The dataset consists of 2 cichlid fish species (0. nasuta, O. ventralis) from which 6 parts of the brain had been sequenced over 5 biological replicates. This provides us with 60 samples.

We address two hypotheses:

H0: there is no DE of genes between a brainpart and the average expression in the five other brainparts within each species

H0: there is no difference in expression pattern across brainparts between the two species

We generate a contrastmatrix for each of these two hypotheses.

```{R,echo=FALSE}

library(edgeR)

library(gplots)

library(RColorBrewer)

library(stageR)

library(limma)

library(VennDiagram)

```

# Read in data

sessionInfo()

```{r}

dir="/Users/sderycke/Documents/Genbas/RNA/Control_Females/OniloticusUMD1_103/O_niloticus/count_files/"

files=list.files(dir)

files=files[grep(x=files,pattern="^Co")]

d=readDGE(paste0(dir,files), nrows=36499,header=FALSE)

sampleNames=unlist(lapply(strsplit(colnames(d),split="/"),function(x) x[11]))

species=factor(substr(sampleNames,4,5))

brain=factor(unlist(lapply(strsplit(sampleNames,split="_"),function(x) x[2])))

specimen=as.numeric(substr(unlist(lapply(strsplit(sampleNames,split="_"),function(x) x[3])),1,1))

specimen[31:60]=specimen[31:60]+5

specimen=factor(specimen)

colnames(d)=unlist(lapply(strsplit(sampleNames,split=".",fixed=TRUE),function(x) x[1]))

```

# Remove outlying sample

One sample (Co1Na_OB_5) has an extremely low library size: the olfactory bulb from the fifth specimen of the O. nasuta species. We remove this sample, and accordingly change the metadata.

```{r}

barplot(d$samples$lib.size/1e6, ylab="Library size (millions)", names.arg = colnames(d), cex.names = 0.4, las=2)

keepSample=!colnames(d)=="Co1Na_OB_5"

species=species[keepSample]

brain=brain[keepSample]

specimen=specimen[keepSample]

d=d[,keepSample]

dim(d)

```

# Filtering, normalization, exploratory data analysis

We filter genes that do not have a CPM of 15 in at least 4 samples. We picked 4 samples because this is the lowest number of samples for any treatment group (brain). For the lowest library size of 137528, a CPM of 15 corresponds to a count of (15/1e6)*137528 = ca 2 in the lowest sample.After this filter, 11577 genes are kept.

```{r}

min(d$samples$lib.size)

keep <- rowSums(cpm(d)>15)>=4

table(keep)

d=d[keep,,keep.lib.sizes=FALSE]

barplot(d$samples$lib.size/1e6, ylab="Library size (millions)", names.arg = colnames(d), cex.names = 0.4, las=2)

d=calcNormFactors(d)

```

## Gene expression data exploration

to count the number of genes expressed per sample, shared between all samples and occurring in only one sample;

```{r}

NumberGenes = colSums(d$counts != 0)

median(NumberGenes)

setEPS()

postscript(paste("Number of Genes.eps", sep = ""))

barplot(NumberGenes, ylab="Number of genes", ylim = c(0, 12000),names.arg = colnames(NumberGenes), cex.names = 0.4, las=2, )

dev.off()

NumberGenesShared = as.data.frame(rowSums(d$counts != 0))

sum(NumberGenesShared == 59) #7224

sum(NumberGenesShared == 1) #0

```

##The MDS plot clearly shows that the samples cluster by brain, suggesting the largest variability in expression can be explained by brain part.

```{r}

setEPS()

pch = c(8,19)

cols = c("firebrick", "skyblue", "pink3", "darkseagreen", "darkgoldenrod", "mediumpurple")

postscript(paste("MDSplot.eps", sep = ""))

plotMDS(d, pch = pch[species] , col= cols[as.double(brain)], cex = 1.5)

legend('topright', legend = c("O. nasuta", "O. ventralis", "BS", "CE", "DI", "OB", "OT", "TE"), pch = c(8,19,1,1,1,1,1,1), col=c("black", "black", "white", "white", "white", "white", "white", "white"), text.col = c("black", "black", "firebrick", "skyblue", "pink3", "darkseagreen", "darkgoldenrod", "mediumpurple"), cex = 0.8)

dev.off()

```

# Differential expression analysis

We use the Negative binomial model which takes care of multiple factors by fitting generalized linear models (GLM) with a design matrix. We first have to create the design matrix based on our samples.

## Design matrix

We have specimen effects (brainparts within a specimen are linked to each other) and brainpart effects. We first make a matrix with the parameters for the specimens, and then we make a matrix with the parameters for the brainparts.Columns are specimens and brainparts, rows are the samples. Both matrices are then merged to generate the design matrix

```{r}

specimenHlp=model.matrix(~-1+specimen)

colnames(specimenHlp)=paste0("s",1:10)

rownames(specimenHlp)=colnames(d)

specimenHlp

brainSpecies=factor(paste(brain,species,sep="_"))

brainHlp=model.matrix(~-1+brainSpecies)

colnames(brainHlp)=levels(brainSpecies)

brainHlp

```

#We have separate specimen effect so we can only estimate 4 brain parameters within species. We drop first two brain parameters, BS in Na and BS in Ve. The intercept in our model will be the average expression in BS over the specimens (5 for Na, 5 for Ve). Note, that we can estimate the BS effect in Ve if we take the average over all Ve specimen parameters.

```{r}

design_2way= cbind(specimenHlp,brainHlp[,-(1:2)])

design_2way

```

## Dispersion estimation and GLM fitting

The negative binomial dispersion is estimated using the estimateDisp function. This returns the DGEList object with additional entries for the estimated NB dispersions for all genes. These estimates include the common, trended and tagwise dispersion estimates, which can be visualized with plotBCV, which shows the root-estimate, i.e., the biological coefficient of variation for each gene.

```{r}

d=estimateDisp(d,design_2way,robust=TRUE)

d$common.dispersion

plotBCV(d)

fit_2way = glmQLFit(d, design_2way, robust=TRUE)

head(fit_2way$coefficients)

plotQLDisp(fit_2way)

```

## III.4. Testing for differential expression

## III.4.2. Hypothesis 1: There is no differential expression between a brain part and the average of all other brain parts in O. nasuta and O. ventralis.

### III.4.2.1. Screening stage

We will first make a contrast matrix containing all contrasts of interest.The rows in the contrastmatrix are the colnames of the designmatrix, and the columns are the contrasts of interest.

Then we use this matrix to perform the screening step, testing whether any of the contrasts of interest are false.

In the first block of code we build a contrast matrix that involves all contrasts within one species. Note, that the average expression of the BS brain part for a species is obtained by averaging the specimen effects for the specimens belonging to that species.

```{r}

## all contrasts within one species.

LBrain=matrix(0,nrow=ncol(fit_2way$coefficients),ncol=12)

rownames(LBrain)=colnames(fit_2way$coefficients)

colnames(LBrain)=c("BS-avg_Na","BS-avg_Ve",

"CE-avg_Na","CE-avg_Ve",

"DI-avg_Na","DI-avg_Ve",

"OB-avg_Na","OB-avg_Ve",

"OT-avg_Na","OT-avg_Ve",

"TE-avg_Na","TE-avg_Ve")

#O. nasuta

LBrain[c("CE_Na","DI_Na","OB_Na","OT_Na","TE_Na"),"BS-avg_Na"]=-1/5

LBrain[c("CE_Na","DI_Na","OB_Na","OT_Na","TE_Na"),"CE-avg_Na"]=c(1,rep(-1/5,4))

LBrain[c("DI_Na","CE_Na","OB_Na","OT_Na","TE_Na"),"DI-avg_Na"]=c(1,rep(-1/5,4))

LBrain[c("OB_Na","CE_Na","DI_Na","OT_Na","TE_Na"),"OB-avg_Na"]=c(1,rep(-1/5,4))

LBrain[c("OT_Na","CE_Na","DI_Na","OB_Na","TE_Na"),"OT-avg_Na"]=c(1,rep(-1/5,4))

LBrain[c("TE_Na","CE_Na","DI_Na","OB_Na","OT_Na"),"TE-avg_Na"]=c(1,rep(-1/5,4))

#O. ventralis

LBrain[c("CE_Ve","DI_Ve","OB_Ve","OT_Ve","TE_Ve"),"BS-avg_Ve"]=-1/5

LBrain[c("CE_Ve","DI_Ve","OB_Ve","OT_Ve","TE_Ve"),"CE-avg_Ve"]=c(1,rep(-1/5,4))

LBrain[c("DI_Ve","CE_Ve","OB_Ve","OT_Ve","TE_Ve"),"DI-avg_Ve"]=c(1,rep(-1/5,4))

LBrain[c("OB_Ve","CE_Ve","DI_Ve","OT_Ve","TE_Ve"),"OB-avg_Ve"]=c(1,rep(-1/5,4))

LBrain[c("OT_Ve","CE_Ve","DI_Ve","OB_Ve","TE_Ve"),"OT-avg_Ve"]=c(1,rep(-1/5,4))

LBrain[c("TE_Ve","CE_Ve","DI_Ve","OB_Ve","OT_Ve"),"TE-avg_Ve"]=c(1,rep(-1/5,4))

```

#In the screening stage, a global Ftest across all contrasts is performed for each gene to see whether any of the contrasts is significant.This results in a vector pScreen with one pvalue per gene.WARNING: these pvalues are not corrected for multiple testing and can thus not be used!!

```{r}

alpha=0.05

screenTest = glmQLFTest(fit_2way, contrast=LBrain)

pScreen <- screenTest$table$PValue

names(pScreen) <- rownames(screenTest$table)

```

#In the confirmation stage, the Ftest is performed for each contrast. Pvalues generated here are then corrected with the holm method. This tests for genes with logFC > O

```{r}

confirmationResultsHyp1 <- sapply(1:ncol(LBrain),function(i) glmQLFTest(fit_2way, contrast = LBrain[,i]), simplify=FALSE) #calculates Ftest for each contrast

confirmationPList <- lapply(confirmationResultsHyp1, function(x) x$table$PValue)#takes the p-values from all genes for each contrast and puts them in a list

confirmationP <- as.matrix(Reduce(f=cbind,confirmationPList))

rownames(confirmationP) <- rownames(confirmationResultsHyp1[[1]]$table)

colnames(confirmationP) <- colnames(LBrain)

stageRObj <- stageR(pScreen=pScreen, pConfirmation=confirmationP) #constructs an object

stageRAdj <- stageWiseAdjustment(object=stageRObj, method="holm", alpha=0.05) # adjusts the p-values using FWER correction; here we choose the holm method

resBrain <- getResults(stageRAdj)

resBrain

SignifGenesBrain = colSums(resBrain) #number of DE genes in every contrast.

SignifGenesBrain

adjusted_p = getAdjustedPValues(stageRAdj) #p-values to report in manuscript.pAdjScreen = pvalue of the global test, other columns are then the posthoc tests

```

#To find unique DE genes for each brainpart and shared DE between brainparts (global), we first remove genes for which the global test was not significant.Then, we extract the names of the genes that were significant for each contrast.

```{r}

resbrain_df = as.data.frame(resBrain) #resBrain is a matrix, to be able to subset, change it to a dataframe

resbrain_df2 = resbrain_df

resbrain_df2$gene = rownames(resbrain_df2)

OnlySignGenes = resbrain_df[resbrain_df$padjScreen == 1,] #removes rows for which global test was non significant

dim(OnlySignGenes) # 8748 significant after correction; still includes genes for which all posthoc tests were 0

setEPS()

postscript(paste("SignGenesBrainpart.eps", sep = ""))

barplot(as.matrix(OnlySignGenes), ylab="Number of significant genes", ylim = c(0,9000), names.arg = colnames(OnlySignGenes), cex.names = 0.8, las=2)

dev.off()

#counting unique values:

sum(OnlySignGenes$`BS-avg_Na`== 1 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0) # 340

sum(OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 1 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0) #806

sum(OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 1 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0) #152

sum(OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 1 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0) #236

sum(OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 1 & OnlySignGenes$`TE-avg_Na`== 0) #324

sum(OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 1) #410

sum(OnlySignGenes$`BS-avg_Ve`== 1 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0) # 291

sum(OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 1 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0) #1004

sum(OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 1 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0) #197

sum(OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 1 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0) #349

sum(OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 1 & OnlySignGenes$`TE-avg_Ve`== 0) #183

sum(OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 1) #370

```

# to make venn diagrams of shared DE genes between the species for each brainpart

```{r}

#to get names of all DE genes unique for each brainpart, and for all brainparts in nasuta:

BS_avgNa = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Na`== 1 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0)))

CE_avgNa = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 1 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0)))

DI_avgNa = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 1 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0)))

OB_avgNa = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 1 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 0)))

OT_avgNa = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 1 & OnlySignGenes$`TE-avg_Na`== 0)))

TE_avgNa = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Na`== 0 & OnlySignGenes$`CE-avg_Na` == 0 & OnlySignGenes$`DI-avg_Na` == 0 & OnlySignGenes$`OB-avg_Na` == 0 & OnlySignGenes$`OT-avg_Na` == 0 & OnlySignGenes$`TE-avg_Na`== 1)))

allSignGenes_Na = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Na`== 1 | OnlySignGenes$`CE-avg_Na` == 1 | OnlySignGenes$`DI-avg_Na` == 1 | OnlySignGenes$`OB-avg_Na` == 1 | OnlySignGenes$`OT-avg_Na` == 1 | OnlySignGenes$`TE-avg_Na`== 1)))

#to get names of all DE genes unique for each brainpart, and for all brainparts in ventralis:

BS_avgVe = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Ve`== 1 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0)))

CE_avgVe = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 1 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0)))

DI_avgVe = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 1 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0)))

OB_avgVe = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 1 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 0)))

OT_avgVe = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 1 & OnlySignGenes$`TE-avg_Ve`== 0)))

TE_avgVe = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Ve`== 0 & OnlySignGenes$`CE-avg_Ve` == 0 & OnlySignGenes$`DI-avg_Ve` == 0 & OnlySignGenes$`OB-avg_Ve` == 0 & OnlySignGenes$`OT-avg_Ve` == 0 & OnlySignGenes$`TE-avg_Ve`== 1)))

allSignGenes_Ve = c(rownames (subset (OnlySignGenes, OnlySignGenes$`BS-avg_Ve`== 1 | OnlySignGenes$`CE-avg_Ve` == 1 | OnlySignGenes$`DI-avg_Ve` == 1 | OnlySignGenes$`OB-avg_Ve` == 1 | OnlySignGenes$`OT-avg_Ve` == 1 | OnlySignGenes$`TE-avg_Ve`== 1)))

NamesOnlySignGenes= names(which(resBrain[,"padjScreen"]==1))

NamesOnlySignGenes_BS_Na= names(which(resBrain[,"BS-avg_Na"]==1))

NamesOnlySignGenes_BS_Ve= names(which(resBrain[,"BS-avg_Ve"]==1))

NamesOnlySignGenes_CE_Na= names(which(resBrain[,"CE-avg_Na"]==1))

NamesOnlySignGenes_CE_Ve= names(which(resBrain[,"CE-avg_Ve"]==1))

NamesOnlySignGenes_DI_Na= names(which(resBrain[,"DI-avg_Na"]==1))

NamesOnlySignGenes_DI_Ve= names(which(resBrain[,"DI-avg_Ve"]==1))

NamesOnlySignGenes_OB_Na= names(which(resBrain[,"OB-avg_Na"]==1))

NamesOnlySignGenes_OB_Ve= names(which(resBrain[,"OB-avg_Ve"]==1))

NamesOnlySignGenes_OT_Na= names(which(resBrain[,"OT-avg_Na"]==1))

NamesOnlySignGenes_OT_Ve= names(which(resBrain[,"OT-avg_Ve"]==1))

NamesOnlySignGenes_TE_Na= names(which(resBrain[,"TE-avg_Na"]==1))

NamesOnlySignGenes_TE_Ve= names(which(resBrain[,"TE-avg_Ve"]==1))

write.table (NamesOnlySignGenes_TE_Ve, "NamesOnlySignGenes_TE_Ve.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_TE_Na, "NamesOnlySignGenes_TE_Na.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_CE_Ve, "NamesOnlySignGenes_CE_Ve.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_CE_Na, "NamesOnlySignGenes_CE_Na.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_OB_Ve, "NamesOnlySignGenes_OB_Ve.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_OB_Na, "NamesOnlySignGenes_OB_Na.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_OT_Ve, "NamesOnlySignGenes_OT_Ve.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_OT_Na, "NamesOnlySignGenes_OT_Na.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_BS_Ve, "NamesOnlySignGenes_BS_Ve.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_BS_Na, "NamesOnlySignGenes_BS_Na.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_DI_Ve, "NamesOnlySignGenes_DI_Ve.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

write.table (NamesOnlySignGenes_DI_Na, "NamesOnlySignGenes_DI_Na.txt", col.names = FALSE, row.names = FALSE, quote = FALSE)

pdf("venn_BS.pdf")

venn_BS <- venn.diagram(list(NamesOnlySignGenes_BS_Na, NamesOnlySignGenes_BS_Ve), NULL, alpha=c(0.5,0.5), cex = 2, cat.fontface=1, category.names=c("BS_Na", "BS_Ve"), cat.pos = c(0,0), cat.cex = c(2,2))

grid.draw(venn_BS)

dev.off()

pdf("venn_CE.pdf")

venn_CE <- venn.diagram(list(NamesOnlySignGenes_CE_Na, NamesOnlySignGenes_CE_Ve), NULL, alpha=c(0.5,0.5), cex = 2, cat.fontface=1, category.names=c("CE_Na", "CE_Ve"),cat.pos = c(0,0), cat.cex = c(2,2), inverted = TRUE)

grid.draw(venn_CE)

dev.off()

pdf("venn_TE.pdf")

venn_TE <- venn.diagram(list(NamesOnlySignGenes_TE_Na, NamesOnlySignGenes_TE_Ve), NULL, alpha=c(0.5,0.5), cex = 2, cat.fontface=1, category.names=c("TE_Na", "TE_Ve"), cat.pos = c(0,0), cat.cex = c(2,2))

grid.draw(venn_TE)

dev.off()

pdf("venn_OT.pdf")

venn_OT <- venn.diagram(list(NamesOnlySignGenes_OT_Na, NamesOnlySignGenes_OT_Ve), NULL, alpha=c(0.5,0.5), cex = 2, cat.fontface=1, category.names=c("OT_Na", "OT_Ve"), cat.pos = c(0,0), cat.cex = c(2,2))

grid.draw(venn_OT)

dev.off()

pdf("venn_OB.pdf")

venn_OB <- venn.diagram(list(NamesOnlySignGenes_OB_Na, NamesOnlySignGenes_OB_Ve), NULL, alpha=c(0.5,0.5), cex = 2, cat.fontface=1, category.names=c("OB_Na", "OB_Ve"), cat.pos = c(0,0), cat.cex = c(2,2), inverted = TRUE)

grid.draw(venn_OB)

dev.off()

pdf("venn_DI.pdf")

venn_DI <- venn.diagram(list(NamesOnlySignGenes_DI_Na, NamesOnlySignGenes_DI_Ve), NULL, alpha=c(0.5,0.5), cex = 2, cat.fontface=1, category.names=c("DI_Na", "DI_Ve"), cat.pos = c(0,0), cat.cex = c(2,2), inverted = TRUE)

grid.draw(venn_DI)

dev.off()

```

#to get fold changes for the significant gene(s); adjusted P values from stage wise testing are added and only the significant genes are kept;

```{r}

##BSNa

Hyp1SignGenesBSNa=names(which(resBrain[,"BS-avg_Na"]==1))

logFC_BSavgNa = confirmationResultsHyp1[[1]]$table[Hyp1SignGenesBSNa,] #adjust column to select correct contrast

BSNa_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesBSNa)

logFC_BSavgNa_adjP = merge(logFC_BSavgNa,BSNa_adjustedP, by = 0, all = TRUE)

logFC_BSavgNa_adjP = logFC_BSavgNa_adjP[, c(1,2,7)] #adjust column to select correct contrast

colnames(logFC_BSavgNa_adjP)[3] = "adjusted Pvalue"

##CENa

Hyp1SignGenesCENa=names(which(resBrain[,"CE-avg_Na"]==1))

logFC_CEavgNa = confirmationResultsHyp1[[3]]$table[Hyp1SignGenesCENa,]

CENa_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesCENa)

logFC_CEavgNa_adjP = merge(logFC_CEavgNa,CENa_adjustedP, by = 0, all = TRUE)

logFC_CEavgNa_adjP = logFC_CEavgNa_adjP[, c(1,2,9)]

colnames(logFC_CEavgNa_adjP)[3] = "adjusted Pvalue"

##DINa

Hyp1SignGenesDINa=names(which(resBrain[,"DI-avg_Na"]==1))

logFC_DIavgNa = confirmationResultsHyp1[[5]]$table[Hyp1SignGenesDINa,]

DINa_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesDINa)

logFC_DIavgNa_adjP = merge(logFC_DIavgNa,DINa_adjustedP, by = 0, all = TRUE)

logFC_DIavgNa_adjP = logFC_DIavgNa_adjP[, c(1,2,11)]

colnames(logFC_DIavgNa_adjP)[3] = "adjusted Pvalue"

##OBNa

Hyp1SignGenesOBNa=names(which(resBrain[,"OB-avg_Na"]==1))

logFC_OBavgNa = confirmationResultsHyp1[[7]]$table[Hyp1SignGenesOBNa,]

OBNa_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesOBNa)

logFC_OBavgNa_adjP = merge(logFC_OBavgNa,OBNa_adjustedP, by = 0, all = TRUE)

logFC_OBavgNa_adjP = logFC_OBavgNa_adjP[, c(1,2,13)]

colnames(logFC_OBavgNa_adjP)[3] = "adjusted Pvalue"

##OTNa

Hyp1SignGenesOTNa=names(which(resBrain[,"OT-avg_Na"]==1))

logFC_OTavgNa = confirmationResultsHyp1[[9]]$table[Hyp1SignGenesOTNa,]

OTNa_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesOTNa)

logFC_OTavgNa_adjP = merge(logFC_OTavgNa,OTNa_adjustedP, by = 0, all = TRUE)

logFC_OTavgNa_adjP = logFC_OTavgNa_adjP[, c(1,2,15)]

colnames(logFC_OTavgNa_adjP)[3] = "adjusted Pvalue"

##TENa

Hyp1SignGenesTENa=names(which(resBrain[,"TE-avg_Na"]==1))

logFC_TEavgNa = confirmationResultsHyp1[[11]]$table[Hyp1SignGenesTENa,]

TENa_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesTENa)

logFC_TEavgNa_adjP = merge(logFC_TEavgNa,TENa_adjustedP, by = 0, all = TRUE)

logFC_TEavgNa_adjP = logFC_TEavgNa_adjP[, c(1,2,17)]

colnames(logFC_TEavgNa_adjP)[3] = "adjusted Pvalue"

##BSVe

Hyp1SignGenesBSVe=names(which(resBrain[,"BS-avg_Ve"]==1))

logFC_BSavgVe = confirmationResultsHyp1[[2]]$table[Hyp1SignGenesBSVe,] #adjust column to select correct contrast

BSVe_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesBSVe)

logFC_BSavgVe_adjP = merge(logFC_BSavgVe,BSVe_adjustedP, by = 0, all = TRUE)

logFC_BSavgVe_adjP = logFC_BSavgVe_adjP[, c(1,2,8)] #adjust column to select correct contrast

colnames(logFC_BSavgVe_adjP)[3] = "adjusted Pvalue"

##CEVe

Hyp1SignGenesCEVe=names(which(resBrain[,"CE-avg_Ve"]==1))

logFC_CEavgVe = confirmationResultsHyp1[[4]]$table[Hyp1SignGenesCEVe,]

CEVe_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesCEVe)

logFC_CEavgVe_adjP = merge(logFC_CEavgVe,CEVe_adjustedP, by = 0, all = TRUE)

logFC_CEavgVe_adjP = logFC_CEavgVe_adjP[, c(1,2,10)]

colnames(logFC_CEavgVe_adjP)[3] = "adjusted Pvalue"

##DIVe

Hyp1SignGenesDIVe=names(which(resBrain[,"DI-avg_Ve"]==1))

logFC_DIavgVe = confirmationResultsHyp1[[6]]$table[Hyp1SignGenesDIVe,]

DIVe_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesDIVe)

logFC_DIavgVe_adjP = merge(logFC_DIavgVe,DIVe_adjustedP, by = 0, all = TRUE)

logFC_DIavgVe_adjP = logFC_DIavgVe_adjP[, c(1,2,12)]

colnames(logFC_DIavgVe_adjP)[3] = "adjusted Pvalue"

##OBVe

Hyp1SignGenesOBVe=names(which(resBrain[,"OB-avg_Ve"]==1))

logFC_OBavgVe = confirmationResultsHyp1[[8]]$table[Hyp1SignGenesOBVe,]

OBVe_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesOBVe)

logFC_OBavgVe_adjP = merge(logFC_OBavgVe,OBVe_adjustedP, by = 0, all = TRUE)

logFC_OBavgVe_adjP = logFC_OBavgVe_adjP[, c(1,2,14)]

colnames(logFC_OBavgVe_adjP)[3] = "adjusted Pvalue"

##OTVe

Hyp1SignGenesOTVe=names(which(resBrain[,"OT-avg_Ve"]==1))

logFC_OTavgVe = confirmationResultsHyp1[[10]]$table[Hyp1SignGenesOTVe,]

OTVe_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesOTVe)

logFC_OTavgVe_adjP = merge(logFC_OTavgVe,OTVe_adjustedP, by = 0, all = TRUE)

logFC_OTavgVe_adjP = logFC_OTavgVe_adjP[, c(1,2,16)]

colnames(logFC_OTavgVe_adjP)[3] = "adjusted Pvalue"

##TEVe

Hyp1SignGenesTEVe=names(which(resBrain[,"TE-avg_Ve"]==1))

logFC_TEavgVe = confirmationResultsHyp1[[12]]$table[Hyp1SignGenesTEVe,]

TEVe_adjustedP = subset(adjusted_p, rownames(adjusted_p)%in%Hyp1SignGenesTEVe)

logFC_TEavgVe_adjP = merge(logFC_TEavgVe,TEVe_adjustedP, by = 0, all = TRUE)

logFC_TEavgVe_adjP = logFC_TEavgVe_adjP[, c(1,2,18)]

colnames(logFC_TEavgVe_adjP)[3] = "adjusted Pvalue"

```

# to find genes that have logFC significantly > 2 or significantly < -2 => for this, we have to test for DE relative to a threshold in the confirmation stage; this is done with the glmtreat function

```{r}

confirmationResultsFC2 <- sapply(1:ncol(LBrain),function(i) glmTreat(fit_2way, contrast = LBrain[,i], lfc=2),simplify = FALSE)

confirmationPListFC2 <- lapply(confirmationResultsFC2, function(x) x$table$PValue)#takes the p-values from all genes for each contrast and puts them in a list

confirmationPFC2 <- as.matrix(Reduce(f=cbind,confirmationPListFC2))

rownames(confirmationPFC2) <- rownames(fit_2way)

colnames(confirmationPFC2) <- colnames(LBrain)

stageRObjFC2 <- stageR(pScreen=pScreen, pConfirmation=confirmationPFC2) #constructs an object

stageRAdjFC2 <- stageWiseAdjustment(object=stageRObjFC2, method="holm", alpha=0.05) # adjusts the p-values using FWER correction; here we choose the holm method

resBrainFC2 <- getResults(stageRAdjFC2)

SignifGenesBrainFC2 = colSums(resBrainFC2) #number of DE genes in every contrast.

SignifGenesBrainFC2

adjusted_pFC2 = getAdjustedPValues(stageRAdjFC2) #p-values to report in manuscript.pAdjScreen = pvalue of the global test, other columns are then the posthoc tests

resbrainFC2_df = as.data.frame(resBrainFC2) #resBrain is a matrix, to be able to subset, change it to a dataframe

OnlySignGenesFC2 = resbrainFC2_df[resbrainFC2_df$padjScreen == 1,] #removes rows for which global test was non significant

##to get fold changes of the DE genes with logFC >2

##BSNa

Hyp1SignGenesBSNaFC2=names(which(resBrainFC2[,"BS-avg_Na"]==1))

logFC2_BSavgNa = confirmationResultsFC2[[1]]$table[Hyp1SignGenesBSNaFC2,] #adjust column to select correct contrast

BSNa_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesBSNaFC2)

logFC2_BSavgNa_adjP = merge(logFC2_BSavgNa,BSNa_adjustedPFC2, by = 0, all = TRUE)

logFC2_BSavgNa_adjP = logFC2_BSavgNa_adjP[, c(1,2,7)] #adjust column to select correct contrast

colnames(logFC2_BSavgNa_adjP)[3] = "adjusted Pvalue"

##CENa

Hyp1SignGenesCENaFC2=names(which(resBrainFC2[,"CE-avg_Na"]==1))

logFC2_CEavgNa = confirmationResultsFC2[[3]]$table[Hyp1SignGenesCENaFC2,] #adjust column to select correct contrast

CENa_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesCENaFC2)

logFC2_CEavgNa_adjP = merge(logFC2_CEavgNa,CENa_adjustedPFC2, by = 0, all = TRUE)

logFC2_CEavgNa_adjP = logFC2_CEavgNa_adjP[, c(1,2,9)] #adjust column to select correct contrast

colnames(logFC2_CEavgNa_adjP)[3] = "adjusted Pvalue"

##DINa

Hyp1SignGenesDINaFC2=names(which(resBrainFC2[,"DI-avg_Na"]==1))

logFC2_DIavgNa = confirmationResultsFC2[[5]]$table[Hyp1SignGenesDINaFC2,] #adjust column to select correct contrast

DINa_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesDINaFC2)

logFC2_DIavgNa_adjP = merge(logFC2_DIavgNa,DINa_adjustedPFC2, by = 0, all = TRUE)

logFC2_DIavgNa_adjP = logFC2_DIavgNa_adjP[, c(1,2,11)] #adjust column to select correct contrast

colnames(logFC2_DIavgNa_adjP)[3] = "adjusted Pvalue"

##OBNa

Hyp1SignGenesOBNaFC2=names(which(resBrainFC2[,"OB-avg_Na"]==1))

logFC2_OBavgNa = confirmationResultsFC2[[7]]$table[Hyp1SignGenesOBNaFC2,] #adjust column to select correct contrast

OBNa_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesOBNaFC2)

logFC2_OBavgNa_adjP = merge(logFC2_OBavgNa,OBNa_adjustedPFC2, by = 0, all = TRUE)

logFC2_OBavgNa_adjP = logFC2_OBavgNa_adjP[, c(1,2,13)] #adjust column to select correct contrast

colnames(logFC2_OBavgNa_adjP)[3] = "adjusted Pvalue"

##OTNa

Hyp1SignGenesOTNaFC2=names(which(resBrainFC2[,"OT-avg_Na"]==1))

logFC2_OTavgNa = confirmationResultsFC2[[9]]$table[Hyp1SignGenesOTNaFC2,] #adjust column to select correct contrast

OTNa_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesOTNaFC2)

logFC2_OTavgNa_adjP = merge(logFC2_OTavgNa,OTNa_adjustedPFC2, by = 0, all = TRUE)

logFC2_OTavgNa_adjP = logFC2_OTavgNa_adjP[, c(1,2,15)] #adjust column to select correct contrast

colnames(logFC2_OTavgNa_adjP)[3] = "adjusted Pvalue"

##TENa

Hyp1SignGenesTENaFC2=names(which(resBrainFC2[,"TE-avg_Na"]==1))

logFC2_TEavgNa = confirmationResultsFC2[[11]]$table[Hyp1SignGenesTENaFC2,] #adjust column to select correct contrast

TENa_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesTENaFC2)

logFC2_TEavgNa_adjP = merge(logFC2_TEavgNa,TENa_adjustedPFC2, by = 0, all = TRUE)

logFC2_TEavgNa_adjP = logFC2_TEavgNa_adjP[, c(1,2,17)] #adjust column to select correct contrast

colnames(logFC2_TEavgNa_adjP)[3] = "adjusted Pvalue"

##BSVe

Hyp1SignGenesBSVeFC2=names(which(resBrainFC2[,"BS-avg_Ve"]==1))

logFC2_BSavgVe = confirmationResultsFC2[[2]]$table[Hyp1SignGenesBSVeFC2,] #adjust column to select correct contrast

BSVe_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesBSVeFC2)

logFC2_BSavgVe_adjP = merge(logFC2_BSavgVe,BSVe_adjustedPFC2, by = 0, all = TRUE)

logFC2_BSavgVe_adjP = logFC2_BSavgVe_adjP[, c(1,2,8)] #adjust column to select correct contrast

colnames(logFC2_BSavgVe_adjP)[3] = "adjusted Pvalue"

##CEVe

Hyp1SignGenesCEVeFC2=names(which(resBrainFC2[,"CE-avg_Ve"]==1))

logFC2_CEavgVe = confirmationResultsFC2[[4]]$table[Hyp1SignGenesCEVeFC2,] #adjust column to select correct contrast

CEVe_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesCEVeFC2)

logFC2_CEavgVe_adjP = merge(logFC2_CEavgVe,CEVe_adjustedPFC2, by = 0, all = TRUE)

logFC2_CEavgVe_adjP = logFC2_CEavgVe_adjP[, c(1,2,10)] #adjust column to select correct contrast

colnames(logFC2_CEavgVe_adjP)[3] = "adjusted Pvalue"

##DIVe

Hyp1SignGenesDIVeFC2=names(which(resBrainFC2[,"DI-avg_Ve"]==1))

logFC2_DIavgVe = confirmationResultsFC2[[6]]$table[Hyp1SignGenesDIVeFC2,] #adjust column to select correct contrast

DIVe_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesDIVeFC2)

logFC2_DIavgVe_adjP = merge(logFC2_DIavgVe,DIVe_adjustedPFC2, by = 0, all = TRUE)

logFC2_DIavgVe_adjP = logFC2_DIavgVe_adjP[, c(1,2,12)] #adjust column to select correct contrast

colnames(logFC2_DIavgVe_adjP)[3] = "adjusted Pvalue"

##OBVe

Hyp1SignGenesOBVeFC2=names(which(resBrainFC2[,"OB-avg_Ve"]==1))

logFC2_OBavgVe = confirmationResultsFC2[[8]]$table[Hyp1SignGenesOBVeFC2,] #adjust column to select correct contrast

OBVe_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesOBVeFC2)

logFC2_OBavgVe_adjP = merge(logFC2_OBavgVe,OBVe_adjustedPFC2, by = 0, all = TRUE)

logFC2_OBavgVe_adjP = logFC2_OBavgVe_adjP[, c(1,2,14)] #adjust column to select correct contrast

colnames(logFC2_OBavgVe_adjP)[3] = "adjusted Pvalue"

##OTVe

Hyp1SignGenesOTVeFC2=names(which(resBrainFC2[,"OT-avg_Ve"]==1))

logFC2_OTavgVe = confirmationResultsFC2[[10]]$table[Hyp1SignGenesOTVeFC2,] #adjust column to select correct contrast

OTVe_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesOTVeFC2)

logFC2_OTavgVe_adjP = merge(logFC2_OTavgVe,OTVe_adjustedPFC2, by = 0, all = TRUE)

logFC2_OTavgVe_adjP = logFC2_OTavgVe_adjP[, c(1,2,16)] #adjust column to select correct contrast

colnames(logFC2_OTavgVe_adjP)[3] = "adjusted Pvalue"

##TEVe

Hyp1SignGenesTEVeFC2=names(which(resBrainFC2[,"TE-avg_Ve"]==1))

logFC2_TEavgVe = confirmationResultsFC2[[12]]$table[Hyp1SignGenesTEVeFC2,] #adjust column to select correct contrast

TEVe_adjustedPFC2 = subset(adjusted_pFC2, rownames(adjusted_pFC2)%in%Hyp1SignGenesTEVeFC2)

logFC2_TEavgVe_adjP = merge(logFC2_TEavgVe,TEVe_adjustedPFC2, by = 0, all = TRUE)

logFC2_TEavgVe_adjP = logFC2_TEavgVe_adjP[, c(1,2,18)] #adjust column to select correct contrast

colnames(logFC2_TEavgVe_adjP)[3] = "adjusted Pvalue"

##merge files

logFC2_BS = merge(logFC2_BSavgNa_adjP, logFC2_BSavgVe_adjP, by.x = "Row.names", by.y = "Row.names")

logFC2_CE = merge(logFC2_CEavgNa_adjP, logFC2_CEavgVe_adjP, by.x = "Row.names", by.y = "Row.names")

logFC2_DI = merge(logFC2_DIavgNa_adjP, logFC2_DIavgVe_adjP, by.x = "Row.names", by.y = "Row.names")

logFC2_OB = merge(logFC2_OBavgNa_adjP, logFC2_OBavgVe_adjP, by.x = "Row.names", by.y = "Row.names")

logFC2_OT = merge(logFC2_OTavgNa_adjP, logFC2_OTavgVe_adjP, by.x = "Row.names", by.y = "Row.names")

logFC2_TE = merge(logFC2_TEavgNa_adjP, logFC2_TEavgVe_adjP, by.x = "Row.names", by.y = "Row.names")

```

```{r}

## names of genes with logFC >2 and only DE in one brain part in one species

BS_avgNaFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Na`== 1 & OnlySignGenesFC2$`CE-avg_Na` == 0 & OnlySignGenesFC2$`DI-avg_Na` == 0 & OnlySignGenesFC2$`OB-avg_Na` == 0 & OnlySignGenesFC2$`OT-avg_Na` == 0 & OnlySignGenesFC2$`TE-avg_Na`== 0)))

CE_avgNaFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Na`== 0 & OnlySignGenesFC2$`CE-avg_Na` == 1 & OnlySignGenesFC2$`DI-avg_Na` == 0 & OnlySignGenesFC2$`OB-avg_Na` == 0 & OnlySignGenesFC2$`OT-avg_Na` == 0 & OnlySignGenesFC2$`TE-avg_Na`== 0)))

DI_avgNaFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Na`== 0 & OnlySignGenesFC2$`CE-avg_Na` == 0 & OnlySignGenesFC2$`DI-avg_Na` == 1 & OnlySignGenesFC2$`OB-avg_Na` == 0 & OnlySignGenesFC2$`OT-avg_Na` == 0 & OnlySignGenesFC2$`TE-avg_Na`== 0)))

OB_avgNaFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Na`== 0 & OnlySignGenesFC2$`CE-avg_Na` == 0 & OnlySignGenesFC2$`DI-avg_Na` == 0 & OnlySignGenesFC2$`OB-avg_Na` == 1 & OnlySignGenesFC2$`OT-avg_Na` == 0 & OnlySignGenesFC2$`TE-avg_Na`== 0)))

OT_avgNaFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Na`== 0 & OnlySignGenesFC2$`CE-avg_Na` == 0 & OnlySignGenesFC2$`DI-avg_Na` == 0 & OnlySignGenesFC2$`OB-avg_Na` == 0 & OnlySignGenesFC2$`OT-avg_Na` == 1 & OnlySignGenesFC2$`TE-avg_Na`== 0)))

TE_avgNaFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Na`== 0 & OnlySignGenesFC2$`CE-avg_Na` == 0 & OnlySignGenesFC2$`DI-avg_Na` == 0 & OnlySignGenesFC2$`OB-avg_Na` == 0 & OnlySignGenesFC2$`OT-avg_Na` == 0 & OnlySignGenesFC2$`TE-avg_Na`== 1)))

BS_avgVeFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Ve`== 1 & OnlySignGenesFC2$`CE-avg_Ve` == 0 & OnlySignGenesFC2$`DI-avg_Ve` == 0 & OnlySignGenesFC2$`OB-avg_Ve` == 0 & OnlySignGenesFC2$`OT-avg_Ve` == 0 & OnlySignGenesFC2$`TE-avg_Ve`== 0)))

CE_avgVeFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Ve`== 0 & OnlySignGenesFC2$`CE-avg_Ve` == 1 & OnlySignGenesFC2$`DI-avg_Ve` == 0 & OnlySignGenesFC2$`OB-avg_Ve` == 0 & OnlySignGenesFC2$`OT-avg_Ve` == 0 & OnlySignGenesFC2$`TE-avg_Ve`== 0)))

DI_avgVeFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Ve`== 0 & OnlySignGenesFC2$`CE-avg_Ve` == 0 & OnlySignGenesFC2$`DI-avg_Ve` == 1 & OnlySignGenesFC2$`OB-avg_Ve` == 0 & OnlySignGenesFC2$`OT-avg_Ve` == 0 & OnlySignGenesFC2$`TE-avg_Ve`== 0)))

OB_avgVeFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Ve`== 0 & OnlySignGenesFC2$`CE-avg_Ve` == 0 & OnlySignGenesFC2$`DI-avg_Ve` == 0 & OnlySignGenesFC2$`OB-avg_Ve` == 1 & OnlySignGenesFC2$`OT-avg_Ve` == 0 & OnlySignGenesFC2$`TE-avg_Ve`== 0)))

OT_avgVeFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Ve`== 0 & OnlySignGenesFC2$`CE-avg_Ve` == 0 & OnlySignGenesFC2$`DI-avg_Ve` == 0 & OnlySignGenesFC2$`OB-avg_Ve` == 0 & OnlySignGenesFC2$`OT-avg_Ve` == 1 & OnlySignGenesFC2$`TE-avg_Ve`== 0)))

TE_avgVeFC2 = c(rownames (subset (OnlySignGenesFC2, OnlySignGenesFC2$`BS-avg_Ve`== 0 & OnlySignGenesFC2$`CE-avg_Ve` == 0 & OnlySignGenesFC2$`DI-avg_Ve` == 0 & OnlySignGenesFC2$`OB-avg_Ve` == 0 & OnlySignGenesFC2$`OT-avg_Ve` == 0 & OnlySignGenesFC2$`TE-avg_Ve`== 1)))

## III.4.3. Hypothesis 2: There is no differential expression between a brain part and another brain part between species (i.e. the interaction brain part x species)

## III.4.3.1. Screening stage

```{r}

## contrasts between species.

LBetween=matrix(0,nrow=ncol(fit_2way$coefficients),ncol=15)

rownames(LBetween)=colnames(fit_2way$coefficients)

colnames(LBetween)=c("BSvCE_Na-BSvCE_Ve","BSvDI_Na-BSvDI_Ve","BSvOB_Na-BSvOB_Ve","BSvOT_Na-BSvOT_Ve","BSvTE_Na-BSvTE_Ve",

"CEvDI_Na-CEvDI_Ve","CEvOB_Na-CEvOB_Ve","CEvOT_Na-CEvOT_Ve","CEvTE_Na-CEvTE_Ve",

"DIvOB_Na-DIvOB_Ve","DIvOT_Na-DIvOT_Ve","DIvTE_Na-DIvTE_Ve",

"OBvOT_Na-OBvOT_Ve","OBvTE_Na-OBvTE_Ve",

"OTvTE_Na-OTvTE_Ve")

LBetween[11:12,1]=c(-1,1)

LBetween[13:14,2]=c(-1,1)

LBetween[15:16,3]=c(-1,1)

LBetween[17:18,4]=c(-1,1)

LBetween[19:20,5]=c(-1,1)

LBetween[c("CE_Na", "DI_Na", "CE_Ve", "DI_Ve"),"CEvDI_Na-CEvDI_Ve"]= c(1, -1, -1, 1)

LBetween[c("CE_Na", "OB_Na", "CE_Ve", "OB_Ve"),"CEvOB_Na-CEvOB_Ve"]= c(1, -1, -1, 1)

LBetween[c("CE_Na", "OT_Na", "CE_Ve", "OT_Ve"),"CEvOT_Na-CEvOT_Ve"]= c(1, -1, -1, 1)

LBetween[c("CE_Na", "TE_Na", "CE_Ve", "TE_Ve"),"CEvTE_Na-CEvTE_Ve"]= c(1, -1, -1, 1)

LBetween[c("DI_Na", "OB_Na", "DI_Ve", "OB_Ve"),"DIvOB_Na-DIvOB_Ve"]= c(1, -1, -1, 1)

LBetween[c("DI_Na", "OT_Na", "DI_Ve", "OT_Ve"),"DIvOT_Na-DIvOT_Ve"]= c(1, -1, -1, 1)

LBetween[c("DI_Na", "TE_Na", "DI_Ve", "TE_Ve"),"DIvTE_Na-DIvTE_Ve"]= c(1, -1, -1, 1)

LBetween[c("OB_Na", "OT_Na", "OB_Ve", "OT_Ve"),"OBvOT_Na-OBvOT_Ve"]= c(1, -1, -1, 1)

LBetween[c("OB_Na", "TE_Na", "OB_Ve", "TE_Ve"),"OBvTE_Na-OBvTE_Ve"]= c(1, -1, -1, 1)

LBetween[c("OT_Na", "TE_Na", "OT_Ve", "TE_Ve"),"OTvTE_Na-OTvTE_Ve"]= c(1, -1, -1, 1)

alpha=0.05

screenTestBetween = glmQLFTest(fit_2way, contrast=LBetween)

pScreenBetween <- screenTestBetween$table$PValue

names(pScreenBetween) <- rownames(screenTestBetween$table)

sum(p.adjust(pScreenBetween, method="BH")<=0.05) #32

```

## III.4.3.2. Confirmation stage

```{r}

confirmationResultsHyp2 <- sapply(1:ncol(LBetween),function(i) glmQLFTest(fit_2way, contrast = LBetween[,i]), simplify=FALSE)

confirmationPListBetween <- lapply(confirmationResultsHyp2, function(x) x$table$PValue)

confirmationPBetween <- as.matrix(Reduce(f=cbind,confirmationPListBetween))

rownames(confirmationPBetween) <- rownames(confirmationResultsHyp2[[1]]$table)

colnames(confirmationPBetween) <- colnames(LBetween)

stageRObjBetween <- stageR(pScreen=pScreenBetween, pConfirmation=confirmationPBetween)

stageRAdjBetween <- stageWiseAdjustment(object=stageRObjBetween, method="holm", alpha=0.05)

resBetween <- getResults(stageRAdjBetween)

SignGenesBetween = colSums(resBetween) #number of DE genes in every contrast.

SignGenesBetween

adjusted_p_Between = getAdjustedPValues(stageRAdjBetween) #p-values to report in manuscript.pAdjScreen = pvalue of the global test, other columns are then the posthoc tests

resBetween_df = as.data.frame(resBetween) #resBrain is a matrix, to be able to subset, change it to a dataframe

OnlySignGenesBetween = resBetween_df[resBetween_df$padjScreen == 1,] #removes rows for which global test was non significant

### get fold changes for the significant gene(s)

Hyp2SignGenesBSvsCE=names(which(resBetween[,2]==1))

logFC_BSvsCE = confirmationResultsHyp2[[1]]$table[Hyp2SignGenesBSvsCE,] #adjust column to select correct contrast

BSvsCE_adjustedP = subset(adjusted_p_Between, rownames(adjusted_p_Between)%in%Hyp2SignGenesBSvsCE)

logFC_BSvsCE_adjP = merge(logFC_BSvsCE,BSvsCE_adjustedP, by = 0, all = TRUE)

logFC_BSvsCE_adjP$contrast = "BSvsCE" #add column to be able to differentiate after merging

logFC_BSvsCE_adjP = logFC_BSvsCE_adjP[,c(1,2,7,22)]

colnames(logFC_BSvsCE_adjP)[3] = "adj Pvalue"

Hyp2SignGenesBSvsDI=names(which(resBetween[,3]==1))

How the deposited data were processed for this re-analysis (not part of the article)

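The data are 60 libraries of 3′ RNA sequencing from 5 females of O. nasuta and 5 females of O. ventralis, each with brain stem, cerebellum, diencephalon, olfactory bulbs, optic tectum and telencephalon. The authors trimmed the reads, mapped them with STAR 2.5.2b to the O. niloticus genome and counted reads per gene with HTSeq-count 0.6.1p1 in a strand-specific way, discarding reads that map poorly or overlap more than 1 gene. The deposited value is a count of reads per gene, without normalization, for 36499 genes per library, followed by 5 summary lines that name no gene and were used only for the shares of reads outside genes. All totals and CPM refer to these counts, since the numbers of raw and trimmed reads are not in the files. The files hold no unique molecular identifiers, so that limits of detection cover counting error only.

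Libraries of different brain parts with the same species and number were taken as the same fish, from the sample titles and from the R script of the authors in Data Sheet 1, which fits a term for each fish. The pairing was checked on the residuals of log2 CPM after removal of the mean of each group: libraries of different parts had a mean correlation of 0.0534 within a fish and −0.0134 between fish of the same species. The olfactory bulb library of O. nasuta fish 5 (25798 counts) was left out, as in the paper, which gives its extremely low library size as the reason, and results with all 60 libraries are given among the alternatives. The 59 libraries used held 137128 to 1531632 counts. RNA extraction batches are not given for single samples and could not enter the model. Species and aquarium coincide, so that no test separates them.

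The calculations were made with R 4.3.3, edgeR 4.0.16 (its earlier quasi-likelihood fit, legacy = TRUE), limma 3.58.1 and DESeq2 1.42.0. Genes above 15 CPM in at least 4 libraries were kept, which left 11680 genes, and TMM factors were used for scaling. A negative binomial model with a term for each fish and for each brain part within each species was fitted with robust dispersions and tested with the quasi-likelihood F-test, two-sided. For the brain parts, 12 comparisons set each part of a species against the average of the other 5 parts. For the difference between species, 15 comparisons set the difference between 2 parts in O. nasuta against the same difference in O. ventralis. Each set of comparisons was first tested jointly per gene at a false discovery rate of 0.05 (Benjamini-Hochberg), and the comparisons of the genes passed were then tested with Holm's method at the adjusted level, as in the stage-wise procedure. Changes beyond a log2 fold change of 2 were tested with glmTreat within the same procedure. Equivalence between species was tested with 2 one-sided likelihood ratio tests against limits of −2 and 2 on the log2 scale. Distances between libraries are leading log2 fold changes over the 500 genes that differ most in each pair, and their shares were tested with 100000 permutations of the part labels within fish or over all 252 splits of the fish. The heatmap genes are the 200 with the lowest joint p, clustered by average linkage on 1 minus the Pearson correlation of log2 CPM. The standard error of a log2 fold change is the one that its F-statistic implies. The species were also compared within each brain part, in the same model without fish terms, with Benjamini-Hochberg adjustment per part. In total 39 lists of genes of cell types, brain regions and processes were written down from general knowledge, in part with genes of Table S1 whose values in the paper had been read, and 34 of them with at least 3 tested genes were tested with camera at a correlation between genes of 0.05 over the 12 comparisons, with the Benjamini-Hochberg method over all 408 pairs. With the part labels shuffled within fish, the same test called 4 to 41 of these pairs in each split, against 69 with the real labels, so that a single call of a list is less certain than its p. Gene ontology terms are not in the files, and the enrichment tests of the paper were therefore not repeated.

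Comparisons, lists and alternatives were set before the data were examined, and so was the rule by which genes are named: every gene that the paper names in its text or in Tables S3 and S4, every tested hox gene, the 10 higher and 5 lower genes per brain part with the largest change beyond the limit of 2 in both species, up to 4 called members per list and comparison, the 10 genes per direction with the lowest mean rank of p between the species, and all genes of any count up to 5. Some genes that this rule would name are not reported here. Genes that carry only a locus name are counted but seldom named, since no reference with their names was used here. The alternatives were the size factors of DESeq2, no filter and the filter of filterByExpr, no fish terms, all 60 libraries, each fish left out in turn, the current fit of edgeR, no robust estimates, DESeq2 in place of edgeR, no joint test, each species alone, counts thinned to 137128 per library, an estimated correlation for the lists, limits of 1 for equivalence, other numbers of genes for distances and clustering, and counts summed per fish over 5 parts for the species difference. An alternative without libraries under the depth that the paper names was run without the 2 of the 59 libraries with the lowest counts, since the reads of each library are not in the files. After the data had been seen, 3 further alternatives were added: leaving out the olfactory bulbs of O. nasuta fish 4 and O. ventralis fish 1, leaving out the olfactory bulbs of all fish in the tests of interaction, and the order of dissection of the paper's methods.

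The procedure was tested on simulated data made from the counts, with 11680 genes. A log2 fold change of 1 in the cerebellum of both species was called for 62% of 50 genes and one of 4 for 100%, and 90% of the latter were called beyond 2. Unchanged genes made up 1.60% of the genes called in the joint test over 12 comparisons and 3.33% of those called in the joint test of interaction. A difference between species of 1.5 log2 units in the cerebellum alone was called for 80% of 50 genes and one of 3 for 94%. The simulated counts held no differences between fish and no libraries with a deviating profile, and the changed genes were drawn only from genes with more reads. In the real libraries, another split of the fish passed up to 196 genes in the joint test of interaction, against 47 for the real one. The simulated shares are therefore not error rates of the real calls.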

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

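The tests on the 2 olfactory bulb libraries, on isotocin and on both arms of the clock were chosen after the values had been seen, and the wording of the tests of low depth, of a mislabelled brain stem and of telencephalic tissue was changed after a first outcome; the regroupings of libraries and fish and the first test of the clock were chosen before.

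In 10 of 108 groups of 4 or 5 libraries, 1 library lay apart from the rest by Dixon's test at 5%, where 5.4 would be expected by chance. They are the total of the cerebellum library of O. ventralis fish 1 (1531632 counts), the number of detected genes (10885) and the mean distance (2.27) of the optic tectum library of O. ventralis fish 1, the mean distance of the telencephalon library of O. ventralis fish 3 (1.78), gnrh1 in the olfactory bulbs of O. ventralis fish 4 (153 CPM), avpi1 in the cerebellum of O. ventralis fish 5 (86.2 CPM), serpini1 in the diencephalon of O. ventralis fish 5 (231 CPM), the isotocin gene oxt in the diencephalon of O. nasuta fish 3 (157 CPM) and in the olfactory bulbs of O. ventralis fish 3 (812 CPM), and the serotonin receptor gene htr2a in the optic tectum of O. ventralis fish 5 (59.6 CPM).

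The difference between a pair of brain parts itself differed between the species for 30 genes, by a test of the interaction. In log2 units (O. nasuta minus O. ventralis), the genes with a symbol were bhlhe41 (−2.56) and synpr (2.95) between diencephalon and optic tectum, ppl between brain stem and diencephalon (−3.64), lg6h16orf45 (−1.33), galnt18 (−1.62) and cdh2 (−1.07) between cerebellum and diencephalon, ntng1 between diencephalon and olfactory bulbs (2.33), ddit4 (−1.59), atxn1 (0.867) and ablim1 (−1.47) between cerebellum and olfactory bulbs, and sgsm2 (−1.32), mprip (2.13) and sgcd (1.66) between cerebellum and telencephalon. Genes with a locus name only differed by −6.31 (brain stem and cerebellum), −1.06 (brain stem and diencephalon), −1.03 (brain stem and telencephalon), −1.8, 1.92, 1.94 and −2.13 (cerebellum and diencephalon), −4.53, 1.53, 1.3 and 1.52 (cerebellum and olfactory bulbs), −1.68 and −1.59 (cerebellum and optic tectum), 2.19 (diencephalon and olfactory bulbs), 1.31 (olfactory bulbs and optic tectum) and −2.48 and −2.93 (optic tectum and telencephalon). Of 40 splits of the fish into 5 and 5, the real one included, 4 passed at least the real number of 47 genes in the joint test, with 196 as the highest other, and 4 reached the real highest number of 10 in a comparison, with 97 as the highest other. Without the olfactory bulbs 2 of 40 splits reached the real number of 69, with 86 as the highest other. Chance can thus not be excluded for the number of these genes.

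Species differences within a brain part were found for 124 genes in the brain stem, 290 in the cerebellum, 170 in the diencephalon, 319 in the olfactory bulbs, 212 in the optic tectum and 245 in the telencephalon (edgeR, false discovery rate 5% per part). The paper left such tests out, since its tools cannot account for variation within and between individuals and since species coincides with aquarium. The O. nasuta fish were also dissected first, so that neither these counts nor the shares below can be assigned to species alone. Of 40 splits of the fish, the real one included, only the real one reached these numbers in the brain stem (1 split, highest other 2), the cerebellum (1, highest other 5), the diencephalon (1, highest other 44), the optic tectum (1, highest other 1) and the telencephalon (1, highest other 1). A random division of the fish is therefore argued against there, as far as 1 in 40 splits allows. In the olfactory bulbs 6 of 40 splits reached the real number and the highest other passed 988 genes, so that chance cannot be excluded. The share of counts in mitochondrial genes was 2.29 ± 0.191% in O. nasuta and 2.79 ± 0.156% in O. ventralis, and that of uniquely mapped reads outside genes 17.4 ± 0.627% and 15.4 ± 0.265% (SD, n = 5 fish each, exact permutation test over 252 splits, two-sided, p = 0.00794 for both).

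For the brain parts, the part labels were shuffled within fish in 26 splits, the real one included, and only the real one reached its values in each case. The joint test passed 8940 genes (1 split, highest other 9), the cerebellum had on average 4570 genes (1 split, highest other 4) and at most 627 genes beyond a log2 fold change of 2 (1 split, highest other 3), and 69 pairs of list and comparison were called (1 split, highest other 41). A random assignment of the part labels is therefore argued against for these numbers as a whole, as far as 1 in 26 splits allows. The lists hold genes of Table S1 whose values in the paper had been read, so that the number of list calls is not independent of these data. Each of the other splits also called between 4 and 41 pairs of list and comparison, so that chance is not excluded for a single call of a list.

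In the olfactory bulbs of O. nasuta fish 4 and O. ventralis fish 1, npff and gnrh3 were near 0. Low depth is argued against by a library with fewer counts than either, which held 238 npff reads, and an exchange with the telencephalon of the same fish by a position of at least 0.861 of those telencephalon libraries (0 is the profile of the other bulb libraries and 1 that of the telencephalon). For O. nasuta fish 4, the genes higher in the telencephalon had a median position of 0.753, so that telencephalic tissue in place of bulb tissue may be the source, while for O. ventralis fish 1 it was 0.476 and the source stays open. That library also held irx2 at 14.2 CPM, a gene at 0.11 CPM in the telencephalon on average, which telencephalic tissue alone would not bring. The telencephalon libraries of these 2 fish held the most npff of all telencephalon libraries (71.3 and 77.9 CPM, the others 0 to 61.1 CPM) and the lowest positions (0.908 and 0.861), so that bulb tissue left on the telencephalon stays open and was not tested. No biological explanation was tested, and a difference between the fish stays open.

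Isotocin reads lay in the brain stem of all 10 fish, with 1 read in O. nasuta fish 1, and levels above 10 CPM also in the diencephalon of O. nasuta fish 1 and 3, in the olfactory bulbs of O. ventralis fish 3, 4 and 5 and in the telencephalon of O. ventralis fish 3. A mislabelled brain stem library is argued against for O. nasuta fish 1, whose brain stem library with 1 oxt read held a summed 692.4 CPM of the 6 hox genes, above the other brain stem libraries (269 to 418.6 CPM). A division of isotocin tissue between parts at dissection would give a negative relation between the brain stem and the other parts, and the Spearman correlation was −0.624 (permutation test over 10 fish, p = 0.0607), so that it cannot be told apart from biological differences between fish with 10 animals.

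Of the targets of the daily clock, tef was higher in O. nasuta in all 6 parts and bhlhe41 in the cerebellum and the optic tectum. The medians of all tested genes lie within 0.017 of 0 in every part, but TMM scaling itself centres them, so that this value cannot tell whether a shift by scaling contributes. The other 10 clock genes differed by 0.451 log2 units on average, the 89.3rd percentile of 10000 random lists matched on expression, which lies between the bounds set for this test and leaves a different phase of the clock at sampling open. In the second test, the mean of nr1d1, ciart and bhlhe40 minus that of arntl, clock and nfil3 differed by 0.698 between the species (exact permutation test over 252 splits, two-sided, p = 0.0159, 4 of 5 O. nasuta fish above every O. ventralis fish), and a different phase may therefore contribute. Of the other clock genes outside both arms, hlf differed by 0.03 on average over the parts, rora by 0.13 and rorb by −0.0282, while csnk1e differed by 0.429. The paper states that all fish were killed on 1 day between 11.30 h and 16 h and that the O. nasuta fish were dissected before the O. ventralis fish. The hour of sampling of single fish is not in the labels, and species, aquarium and hour cannot be told apart.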

How the results depend on the processing

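The alternatives without 2 olfactory bulb libraries, without all olfactory bulbs and with the dissection order of the paper's methods were chosen after the data had been seen, and the others before. No result called in the main analysis was called in the opposite direction under an alternative. A change of sign without a call in both was not counted, and counts of genes have no direction. Of 1623 values of 88 main results under the alternatives, 1565 stayed within the spread or within 1.5 times the count, and 58 moved. The joint test over brain parts passed 8522 to 8667 genes when a fish was left out and 6097 to 10082 under the other alternatives. With counts thinned to the lowest total, the average numbers of differentially expressed genes were 1158 (brain stem), 2635.5 (cerebellum), 1232 (diencephalon), 1372 (olfactory bulbs), 1352.5 (optic tectum) and 1641 (telencephalon), and 4301 genes had a read in every library; fewer reads per library are the construction of this alternative, so that depth limits these counts. With at least 5 reads required, 3491 genes were found in every library. Without a filter, 21 genes were lower beyond a log2 fold change of 2 in the diencephalon and 8 in the optic tectum, 164 genes passed the joint test of interaction, and the highest number in a comparison was 53. Lower genes in the optic tectum numbered 2 with filterByExpr, 2 without fish terms (no replicate block), 2 with the edgeR 4 fit, 3 without robust estimates and 5 without the 2 olfactory bulb libraries, where 11 were lower in the olfactory bulbs. The joint test of interaction passed 25 genes without fish terms, 78 with DESeq2 and 72 without the 2 olfactory bulb libraries, and the highest number in a comparison was 6 without fish terms, 17 with DESeq2, 33 with adjustment within each comparison and 27 without the olfactory bulbs. With limits of 1, 3872.4 genes were equivalent on average (2843 in the lowest and 4675 in the highest comparison) and 638 in all 15, narrower limits being the construction of this alternative. With counts summed per fish, 1122 genes differed between species. When each fish was left out in turn, lower genes ranged from 7 (without O. ventralis fish 2) to 15 in the diencephalon, from 3 (without O. nasuta fish 3) to 10 in the olfactory bulbs and from 0 to 2 in the optic tectum. Genes of interaction ranged from 15 to 53, the values being 23, 15, 17, 19 and 53 without O. nasuta fish 1 to 5 and 49, 35, 19, 25 and 28 without O. ventralis fish 1 to 5, and the highest number in a comparison from 4 to 11. Genes that differ between species ranged from 89 to 172 in the diencephalon (89 without O. nasuta fish 1, 98 and 94 without O. ventralis fish 3 and 4), from 205 to 559 in the olfactory bulbs (208 and 205 without O. nasuta fish 3 and 4, 559 without O. ventralis fish 1), from 136 to 193 in the optic tectum (136 without O. ventralis fish 3) and from 144 to 203 in the telencephalon (162 without O. nasuta fish 4, 150 and 144 without O. ventralis fish 2 and 4). For the moved values other than those explained by their construction, the cause was not tested. Of 244 calls of named genes between brain parts, 46 were lost under at least 1 of 23 alternatives. Of the 69 calls of gene lists, 51 held with an estimated correlation and 67 in a model without fish terms. Of 8116 values of named genes, 7937 kept their side of the threshold, 114 lost a call and 65 gained one. Of 1014 values of the 47 genes of interaction, 709 kept the call and 305 lost it, and the 53 genes without O. nasuta fish 5 held 35 of the 47 and the 49 without O. ventralis fish 1 held 29. Of 1656 values of species differences of named genes, 1534 kept their side of the threshold, 109 lost a call and 13 gained one.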

Differences from the paper's values

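The alternatives counted here were set before the data were examined. For the number of genes called in the cerebellum of both species the paper gives 1512, against 3744 here, and 0 of 21 alternatives came within 1.5 times the paper's number (3342 to 4565). The paper's functional analysis takes genes called in 1 part only, so that its number may be of another group; here 954 genes had the cerebellum as their only part called in both species. For the lowest fold change of a hox gene in the brain stem the paper gives 70, against 35.5 here for hoxa3 in O. ventralis, and 0 of 22 alternatives came within it (20.3 to 39.5).

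Of 104 log2 fold changes copied from Table S1, 25 differed by more than the standard error. So did 4 of 75 of Table S4 and 0 of 24 of Table S3. The standard error covers variation between fish, whereas the paper's values come from the same libraries. It is therefore only a yardstick here, and a value within it can still reflect a difference in processing. All values compared from these tables had the paper's sign. The 37 values of the text were counted as differing only beyond a factor of 1.5, as the 2 above were. Values inside this factor can still differ from the paper's. The joint test of interaction passed 47 genes against the paper's 32. The highest number in a comparison (10) was also above the paper's, and the share equivalent in all 15 comparisons (62.3%) was below it. None of 22 alternatives brought the following within their error: hoxa3 in the brain stem of O. nasuta (the paper's 7.00, here 5.67), hoxa3 in the brain stem of O. ventralis (the paper's 6.09, here 5.15), hoxb8 in the brain stem of O. nasuta (the paper's 7.58, here 6.48), hoxc4 in the brain stem of O. ventralis (the paper's 7.15, here 6.60), pax7 in the optic tectum of O. nasuta (the paper's 7.21, here 6.46), pax7 in the optic tectum of O. ventralis (the paper's 7.05, here 6.46), tfap2b in the optic tectum of O. nasuta (the paper's 6.20, here 4.72), tfap2b in the optic tectum of O. ventralis (the paper's 5.50, here 4.41), tfap2e in the optic tectum of O. ventralis (the paper's 4.93, here 4.44). For the others, the paper's value was reached within the error under the alternatives named after each gene, and not under the rest of the 22. Reaching a value under an alternative does not show why the values differ. In the cerebellum: bdnf of O. nasuta (the paper's −4.60, here −3.99, reached with DESeq2 or without O. nasuta fish 4 or 5), bdnf of O. ventralis (the paper's −3.21, here −2.79, reached with DESeq2, DESeq2 size factors, no fish terms, the shallowest libraries left out or without O. ventralis fish 2 or 5), drd2 of O. ventralis (the paper's −7.18, here −5.96, reached without O. ventralis fish 1), fat2 of O. nasuta (the paper's 6.26, here 5.87, reached with DESeq2 or without O. nasuta fish 2 or 3), pax6 of O. nasuta (the paper's 4.45, here 4.03, reached without O. nasuta fish 1 or 3), synpr of O. nasuta (the paper's −7.46, here −5.86, reached without O. nasuta fish 5). In the brain stem: drd2 of O. ventralis (the paper's 1.36, here 1.05, reached without O. ventralis fish 1, 2 or 4), hoxb8 of O. ventralis (the paper's 7.01, here 6.43, reached without O. ventralis fish 2), hoxd3 of O. nasuta (the paper's 6.94, here 6.19, reached without O. nasuta fish 4), hoxd3 of O. ventralis (the paper's 6.18, here 5.41, reached without O. ventralis fish 3 or 5), slc6a5 of O. ventralis (the paper's 5.90, here 5.30, reached without O. ventralis fish 3 or 4). In the optic tectum: gata3 of O. ventralis (the paper's 5.21, here 4.86, reached without O. ventralis fish 1), tal2 of O. ventralis (the paper's 5.11, here 4.70, reached with DESeq2 or without O. ventralis fish 3 or 4). In the telencephalon: gem of O. nasuta (the paper's 3.49, here 4.16, reached with DESeq2), shox2 of O. ventralis (the paper's −6.39, here −4.54, reached without O. ventralis fish 4), tbr1 of O. nasuta (the paper's 5.93, here 5.61, reached with DESeq2, all 60 libraries, no filter or without O. nasuta fish 2 or 4). In the olfactory bulbs: lhx8 of O. ventralis (the paper's 5.43, here 4.50, reached with the shallowest libraries left out or without O. ventralis fish 1). In the diencephalon: prox1 of O. nasuta (the paper's 4.76, here 4.55, reached with DESeq2, no fish terms, thinned counts or without O. nasuta fish 1 or 3), shox2 of O. nasuta (the paper's 6.62, here 6.41, reached with DESeq2 or without O. nasuta fish 2), shox2 of O. ventralis (the paper's 6.78, here 6.23, reached without O. ventralis fish 4).

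Beyond single values, the paper found fosb and fosl2 without a significant difference between brain parts, while both passed the joint test (adjusted p = 3.23e-23 and 3.43e-07, edgeR). It lists nlgn3 and kpna1 as not differing, while nlgn3 was called in the cerebellum (log2 fold change 0.52 in O. nasuta and 0.34 in O. ventralis) and kpna1 in the olfactory bulbs (−0.75) and the telencephalon (0.66) of O. nasuta. It treats nr3c1, nr3c2 and jund as not expressed, while nr3c1 had 204 CPM and nr3c2 426 CPM in the cerebellum and jund 225 CPM in the telencephalon of O. nasuta. Of the other genes it treats so, gnrh2 had 61 reads, gpr54 139, htr2b 21 and mc2r 1 in the 59 libraries, and none of these passed the filter. It gives fewer reads of hox genes outside the brain stem and of bdnf in the cerebellum than the 3 for hoxa3 and hoxb8 and the 7 for bdnf found here as the highest counts of a library. It describes the receptor genes of serotonin and dopamine as missing from the cerebellum, where htr1a had 1 read, htr2a 3 and drd2 3 in O. nasuta. It states that most genes with a substantial change were unique to the cerebellum, while 356 of 712 genes (50.0%) were beyond the limit of 2 in the cerebellum alone, which is 61.4% of the genes beyond it in a single part, and 17 (2.39%) had no other part called in both species at any size of change. The last number is low in part by construction, since a change in the cerebellum alone also moves the average behind every other part.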

Other observations

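Species coincides with aquarium and with the order of dissection, so that the following differences cannot be assigned to species alone. Of 11680 genes, 874 differed between O. nasuta and O. ventralis in at least 1 brain part (edgeR, false discovery rate 5% per part), 18 in all 6 and 632 in 1 part only, and the 242 genes called in at least 2 parts had the same direction in all of them. These counts include the 319 genes of the olfactory bulbs, a number that 6 of 40 splits of the fish reached, so that chance cannot be excluded for that part. In O. nasuta the gene acsl4, which encodes an enzyme that activates arachidonic acid, was higher by 1.36 to 2.06 log2 units over the 6 parts (293 against 87.8 CPM), and rspry1 by 2.83 to 4.11 (27.5 against 2.58 CPM). The genes dnajc19 of mitochondrial protein import (1.55 to 3.45), sumf2 (1.88 to 2.77, 27.1 against 6.09 CPM) and rab35 of endosomal transport (1.22 to 1.99) were also higher in O. nasuta, as was tef (0.933 to 1.82, 480 against 164 CPM). When 1 fish was left out, the call of tef in the diencephalon was lost without O. ventralis fish 2 or 5 (adjusted p = 0.0754 and 0.081), that of rab35 in the brain stem without O. nasuta fish 3 or O. ventralis fish 2, 4 or 5 (0.0528 to 0.0595) and that of sumf2 in the optic tectum without O. ventralis fish 3 (0.0639). In O. ventralis tm9sf3 was higher in all 6 parts (−1.32 to −0.796, 77.6 against 158 CPM), as was the splicing gene srrm1 (−0.629 to −0.462, 213 against 308 CPM). The calls of srrm1 are weak, since 5 of the 6, all but that of the cerebellum, were lost without a filter (adjusted p = 0.0849 to 0.276) and that of the diencephalon without any 1 of 9 fish. The gene dpysl3 of axon growth (−0.724 to −0.315, 497 against 748 CPM) was called in 5 parts, and rab25 (−4.1 to −2.66, 0.874 against 9.69 CPM) and ica1 (−1.57 to −0.933) in 4. Under at least 1 alternative, calls were also lost in 1 part for tm9sf3 and dpysl3, in 3 parts for rab25 and in 2 parts for ica1.

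More genes were higher in O. nasuta than in O. ventralis in each part, 80 against 44 in the brain stem, 149 against 141 in the cerebellum, 102 against 68 in the diencephalon, 176 against 143 in the olfactory bulbs, 115 against 97 in the optic tectum and 134 against 111 in the telencephalon. Reads of both species were mapped to the genome of O. niloticus, and a sequence difference from it can change the count of a gene. No list was called between the species (camera, 7 of 204 pairs of list and part with an unadjusted p below 0.05, lowest adjusted p = 0.27, for meningeal genes in the olfactory bulbs, unadjusted p = 0.00132). No mitochondrial gene was called between the species (edgeR), with mean differences over the parts from −0.479 for ATP8 to 0.721 for ND4L.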
